# *Glis2* is an early effector of polycystin signaling and a target for therapy in polycystic kidney disease

**DOI:** 10.1038/s41467-024-48025-6

**Published:** 2024-05-01

**Authors:** Chao Zhang, Michael Rehman, Xin Tian, Steven Lim Cho Pei, Jianlei Gu, Thomas A. Bell, Ke Dong, Ming Shen Tham, Yiqiang Cai, Zemeng Wei, Felix Behrens, Anton M. Jetten, Hongyu Zhao, Monkol Lek, Stefan Somlo

**Keywords:** Polycystic kidney disease, Animal breeding, Transcriptomics

## Abstract

Mouse models of autosomal dominant polycystic kidney disease (ADPKD) show that intact primary cilia are required for cyst growth following the inactivation of polycystin-1. The signaling pathways underlying this process, termed cilia-dependent cyst activation (CDCA), remain unknown. Using translating ribosome affinity purification RNASeq on mouse kidneys with polycystin-1 and cilia inactivation before cyst formation, we identify the differential ‘CDCA pattern’ translatome specifically dysregulated in kidney tubule cells destined to form cysts. From this, *Glis2* emerges as a candidate functional effector of polycystin signaling and CDCA. In vitro changes in *Glis2* expression mirror the polycystin- and cilia-dependent changes observed in kidney tissue, validating *Glis2* as a cell culture-based indicator of polycystin function related to cyst formation. Inactivation of *Glis2* suppresses polycystic kidney disease in mouse models of ADPKD, and pharmacological targeting of *Glis2* with antisense oligonucleotides slows disease progression. *Glis2* transcript and protein is a functional target of CDCA and a potential therapeutic target for treating ADPKD.

## Abstract (web summary)

Cyst growth in autosomal dominant polycystic kidney disease (ADPKD) is driven by unknown molecular signals that require the presence of intact primary cilia in the absence of the PKD gene products. Here, the authors show that the transcription factor Glis2 is a key effector of this cilia dependent cyst growth pathway and a potential target for therapy in ADPKD

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is a common genetic disease most often caused by mutations in the genes encoding polcysytin-1 (PC1) or polycystin-2 (PC2)^1^. ADPKD presents with expanding fluid-filled cysts arising from kidney tubules that enlarge and deform the kidney, usually over the course of decades^2^. Cysts grow by altering kidney tubule cell shape and function, taking on a secretory rather than resorptive phenotype while also remodeling the surrounding basement membrane and interstitium and undergoing low-level cyst cell proliferation. These changes are associated with increased inflammatory stimuli and fibrotic changes in the surrounding kidney tissue. ADPKD presents with several clinical symptoms including hypertension, chronic and acute pain, urinary infections, and kidney stones^2^. Cysts in the liver arising from the bile ducts are a common extrarenal manifestation while intracranial aneurysms are a less common but potentially catastrophic association that may have familial risk underpinnings^3,4^. In the kidney, ADPKD results in impaired kidney function requiring dialysis or transplantation by the fifth decade of life for about half of affected individuals^5^. While the disease is inherited as a dominant trait, cyst initiation requires somatic second hit mutations that further reduce or eliminate the functional dosage of the respective polycystin protein in kidney tubule or bile duct cells^6^. ADPKD can also manifest in individuals inheriting recessive hypomorphic alleles for *PKD1*^7^. The nature of the germline mutations affects the clinical severity of the disease with truncating mutations in *PKD1* typically having a severe course and minimally hypomorphic mutations in *PKD1* and most mutations in *PKD2* having a more indolent course^8,9^. However, the significant intrafamilial variation in severity of ADPKD indicates that additional factors beyond the inherited mutation have important roles in prognosis. Larger kidneys at an earlier age are at present the most accepted biomarker suggesting a more severe clinical course^9^.

In more than two decades since the identification of *PKD1* and *PKD2*, there has been significant progress in understanding the functions of the polycystin proteins^10^. Several signaling pathways have been reported as aberrantly affected in ADPKD cystic epithelia including cyclic-AMP signaling^11,12^, mammalian target of rapamycin (mTOR) signaling^13^, G-protein coupled receptor signaling^14^, and extracellular matrix signaling^5^ to name a few. Several cellular and organ level processes including metabolic pathways, mitochondrial function and immune modulation have been found to be affected by polycystin function and to affect the course of ADPKD^5,14,15^. Despite, or perhaps because of, these pleiotropic findings there is a lack of consensus on the functional roles of the polycystins that are most directly related to the ADPKD phenotype in the kidney. There are, however, several areas of general agreement. There is consensus that in vivo mouse models based on *Pkd1* and *Pkd2*, the orthologs of the respective human disease genes, are the best laboratory-based models for validation of functional pathways and putative therapeutic targets for ADPKD. There is also agreement that polycystin proteins are localized to the membrane overlying the primary cilium, a solitary microtubule based cellular sensory organelle protruding from the apical luminal surface of almost all kidney tubule and cyst cells. Primary cilia play a central role in the pathogenesis of ADPKD^16–18^. The genetic relationship between cilia and polycystins in ADPKD was first defined in a mouse study showing that cyst growth following the loss of polycystins is suppressed by concomitant genetic removal of cilia^19^. Cyst growth was also suppressed in adult models of ADPKD following inactivation of *Tulp3*, which affects the membrane associated protein composition of cilia without dismantling the organelle entirely^20,21^. These series of findings have suggested the existence of a cilia-dependent cyst activating (CDCA) pathway that can be defined as signaling pathway that is regulated by the polycystin complex located in cilia and whose full function requires the presence of intact cilia^19,22^. CDCA is a putative signaling pathway that requires structurally and functionally intact primary cilia to drive cyst growth following inactivation of polycystin-1 or polycystin-2. The lack of convergence toward a unifying functional pathway in polycystin biology and the persistence of gaps in understanding of polycystin function in vivo suggest that critical components the polycystin-CDCA signaling cascades have not yet been identified. The molecular events most closely related to the primary function of polycystins in cilia are potentially the most effective and most specific targets for therapy in ADPKD.

The current study began with the premise that these gaps in understanding can be approached through unbiased discovery strategies followed by validation steps in mouse models based on orthologous genes. We based the discovery step on kidney tubule selective Translating Ribosome Affinity Purification (TRAP) transcriptional profiling^23–26^. We applied TRAP to models of polycystin and cilia inactivation in mouse kidneys and made use of the unique feature of mouse models that allows interrogation of genetically defined kidney tubule cell populations before the onset of cyst formation and its attendant confounding secondary non-cell autonomous biological effects. We identified a group of 167 transcripts shared in male and female mice whose expression in vivo is specifically altered in the same direction of change in *Pkd1* knockout kidney tubule cells destined to form cysts when compared to both wild type cells and cells with dual inactivation of *Pkd1* and cilia which are protected from cyst formation. We refer to this pattern of gene dysregulation as the “CDCA pattern”. We applied biologically informed selection criteria to further refine this list to 73 genes from which we identified 11 genes with the highest statistical significance and biological plausibility. We selected one candidate gene, *Glis2*, for biological validation. *Glis2* encodes one of three Gli–similar (Glis1-3) Krüppel-like zinc finger transcription factor proteins^27–29^. *Glis2* is most abundantly expressed in the kidney along the entire nephron^30–32^ and is the causative gene for nephronophthisis type 7 (*NPHP7*)^33,34^. We found that *Glis2* transcript and protein expression changes in primary kidney cell cultures are an in vitro surrogate for in vivo gene expression changes associated with polycystin-dependent cyst formation. Inactivation of *Glis2* in early onset and adult mouse models of *Pkd1* and *Pkd2* resulted in suppression of cyst formation. Furthermore, pharmacological targeting of *Glis2* using antisense oligonucleotides suppressed cyst formation and associated secondary changes in the mouse kidney. In aggregate, we have developed a discovery platform for transcriptional changes related to polycystin function and discovered Glis2 as a potentially tractable therapeutic target for treatment of ADPKD.

## Results

### Translating ribosome affinity purification transcriptional profiling in early-stage cyst cells in vivo

We sought to discover early-stage changes in gene expression signatures that are uniquely associated with loss of polycystin-1 and cyst formation in vivo. To this end, we used TRAP to interrogate actively translating mRNA expression (the “translatome”) in a cell-specific manner in mouse kidney tubules after they were genetically induced to form cysts, but at a time point before cysts formed. To achieve cell specificity for kidney tubules, we used the *Pax8*^*rtTA*^*;TetO*^*Cre*^ digenic doxycycline inducible kidney selective system^19,35^ to inactivate target genes and contemporaneously turn on expression of the L10a-EGFP ribosomal fusion protein used to isolate ribosomal complexes only from cells in which Cre recombinase had been active^23^. The adult induced Cre recombinase expression pattern and natural history of polycystic kidney disease progression in this model has been described^19,36^. To identify differentially expressed transcripts that are most specifically correlated with cyst formation, we combined analysis from mice with three genotypes: *Pkd1* single mutants (Pkd1^KO^) that are genetically destined to develop polycystic kidney disease^19^, *Pkd1* and *Kif3a* (Pkd1^KO^+cilia^KO^) double knockouts that are protected from cyst growth despite inactivation of *Pkd1*^19,22^, and *Pkd1* heterozygous mice that behave like wild type (“noncystic”) (Fig. 1a). We sought to identify polycystin-dependent cell autonomous transcriptional changes. Since cyst formation is associated with tissue level responses such as inflammation which can manifest with non-cell-autonomous “outside-in” signaling in cyst cells, we selected a time point at which polycystin-1 and cilia had disappeared from kidney tubule cells^19^ but when cysts had not yet formed to limit the contributions of such secondary inputs. Using comparisons amongst the three genotypes, we identified differentially expressed genes that showed significant “same relative direction change” in Pkd1^KO^ when compared to both Pkd1^KO^+cilia^KO^ and noncystic controls—i.e., significantly upregulated in Pkd1^KO^ compared to both other genotypes or downregulated in Pkd1^KO^ compared to both (Fig. 1a). Finally, while not a feature of human ADPKD, significant sex dimorphism in cyst growth in *Pkd1* adult mouse models has been described with female mice showing slower disease progression^37^. We therefore prespecified independent evaluation of differentially expressed transcriptional profiles in male and female mice.

**Fig. 1:**
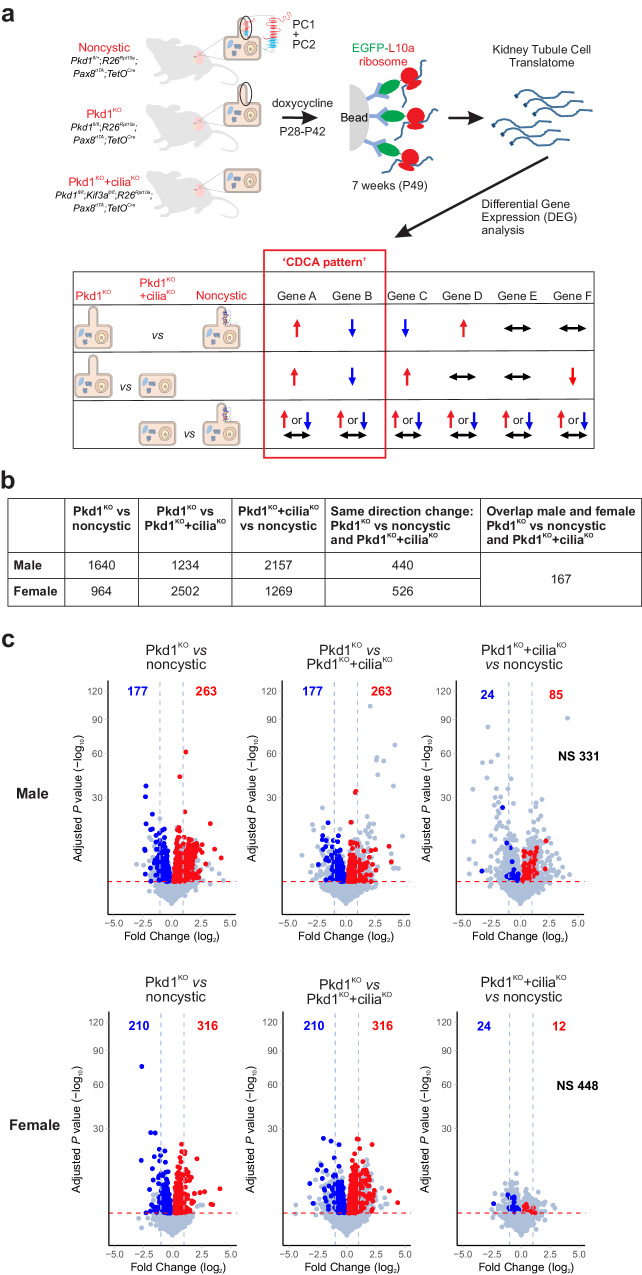
Translating ribosome affinity purification (TRAP) RNASeq in *Pkd1* mouse models. **a** Schematic outline of the TRAP RNASeq strategy. Male and female mice with the indicated genotypes were induced with doxycycline from P28–P42 to inactivate the respective conditional alleles and to activate the EGFP-L10a ribosomal fusion protein in a Cre recombinase dependent cell-specific manner. Labeled ribosomes were isolated from fresh kidney tissues, frozen and processed together in a single batch by RNASeq. Bioinformatic analysis of three pairwise comparisons for each sex identified differentially expressed genes (DEG). In the example shown, only Genes A and B show the same relative direction change in both the Pkd1^KO^ vs. noncystic and the Pkd1^KO^ vs. the Pkd1^KO^+cilia^KO^ comparisons. Genes A and B are said to have the “CDCA pattern” of expression whereas Genes C–F do not. **b** Table showing numbers of DEGs identified for each sex in the indicated pairwise analyses and in Pkd1^KO^ compared to both other groups. Complete gene lists are provided Supplementary Data 2. **c** Volcano plots of DEGs in males (upper panels) and females (lower panels) for the indicated pairwise comparisons. Genes with significant differential expression (FDR ≤ 0.05) and same change direction in Pkd1^KO^ compared to both noncystic and Pkd1^KO^+cilia^KO^ groups are indicated by red dots and numbers (upregulated) and blue dots and numbers (downregulated). The sum of the numbers of significant DEGs with the same direction change, 440 for males and 526 for females, correspond to the data in (**b**). Gray dots and NS represent genes with FDR > 0.05. Red dashed line, adjusted *p* value ≤ 0.05 threshold; blue dashed line, two-fold change threshold. Detection of DEGs was done with the DESeq2 R package (version 1.30.1) using a negative binomial generalized linear model. The Benjamini–Hochberg procedure was used for multiple test correction with FDR ≤ 0.05 used as the threshold for statistical significance. Additional data are provided in Supplementary Figs. 1–6.

To achieve these objectives, we used mice with the following genotypes: *Pkd1*^*fl/fl*^; *R26*^*Rpl10a*^; *Pax8*^*rtTA*^; *TetO*^*Cre*^ (Pkd1^KO^)*, Pkd1*^*fl/fl*^; *Kif3a*^*fl/fl*^; *R26*^*Rpl10a*^; *Pax8*^*rtTA*^; *TetO*^*Cre*^ (Pkd1^KO^ + cilia^KO^), *Pkd1*^*fl/+*^; *R26*^*Rpl10a*^; *Pax8*^*rtTA*^; *TetO*^*Cre*^ (“noncystic”). All experimental mice were hemizygous for the *R26*^*Rpl10a*^*, Pax8*^*rtTA*^ and TetO^*Cre*^ alleles to control for dosage effects. All mice received oral doxycycline from postnatal days 28 to 42 (P28–P42) to induce *TetO*^*Cre*^^19^. Fresh kidney tissue was harvested for ribosomal pulldown at P49 (7 weeks) when mice had minimal histologic changes associated with cyst formation (Supplementary Fig. 1a, b). We used 6–8 mice for each genotype and sex, for a total of 45 TRAP RNASeq samples in the 6 groups with at least 100 million reads in each sample (Supplementary Data 1). 

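TRAP isolates the mRNA held by ribosomes that carry an EGFP-tagged L10a protein, which these mice made only in cells where Cre recombinase had been active, so the libraries sample mRNA under translation in kidney tubule cells. Each TRAP RNASeq sample came from 1 mouse at 7 weeks of age. The sample labels and Supplementary Data 1 list 8 male and 7 female noncystic mice, 7 male and 8 female Pkd1 KO mice, and 9 male and 6 female Pkd1 KO+cilia KO mice, and all 45 were used here. The authors trimmed the reads with fastp, aligned them with STAR to mouse genome GRCm38.p6 with the GENCODE vM25 annotation and counted them on genes with featureCounts, and all samples were processed in a single batch. They deposited these counts without normalization for 55401 genes in every mouse, and for each sex a table of TPM values. Whether the counting used strand, and how reads matching more than 1 gene were treated, is not named in the paper's text. Counts of genes that overlap another gene are therefore uncertain, also where no overlap is mentioned.
Between 80874556 and 132958186 fragments per mouse were counted on genes, with a median of 103070359 over all mice. The median was 106334766 in noncystic males (range 92606333 to 125131053), 102822603 in Pkd1 KO males (81816763 to 113992952) and 111013968 in Pkd1 KO+cilia KO males (95436577 to 123788239). In females it was 98223527 in noncystic mice (93100477 to 122578318), 102451301 in Pkd1 KO mice (80874556 to 132958186) and 106265505 in Pkd1 KO+cilia KO mice (93237466 to 121285367). The paper's Supplementary Data 1 gives depth as sequenced read pairs, between the paper's values of 99.2 M and 159.2 M per sample, and the values here use the fragments counted on genes. Protein-coding genes took 98.3% to 99.1% of the counts of a library. With these totals, a count of 0 allows a level of up to 0.0226 CPM (counts scaled to the library size) in the largest library and 0.0371 in the smallest.
From the counts, protein-coding genes with at least 6 counts in at least 20% of the mice of a sex were kept, library sizes were scaled by edgeR's TMM method, and each pair of groups within a sex was fitted by itself with edgeR's quasi-likelihood test. A gene with a Benjamini-Hochberg adjusted p of at most 0.05 was counted as a DEG. Expression levels are given as TMM-normalized CPM with the SD between mice. In chi-square tests of the counts, each of the 149 pairs of mice within a group differed by more than the sampling noise (lowest chi-square per degree of freedom 44.5).

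**Figure D1:**
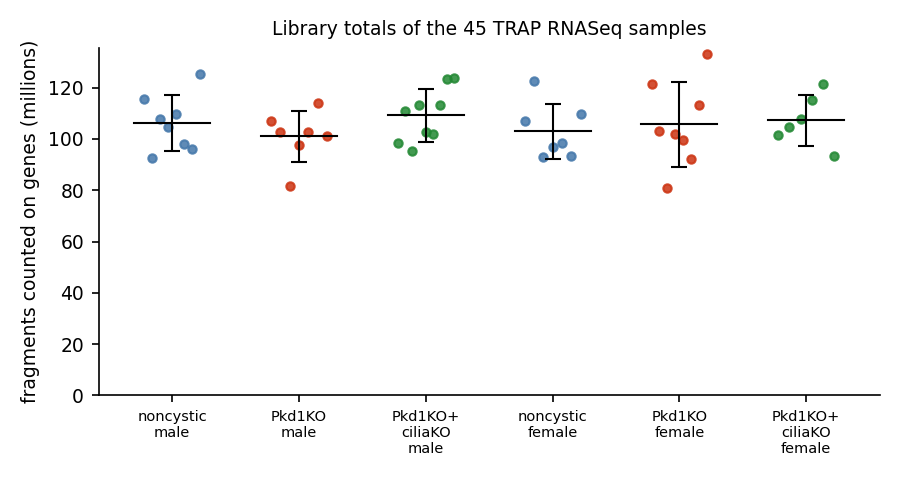
Fragments counted on genes in each of the 45 TRAP RNASeq samples, by genotype and sex; each point is 1 mouse and the bar is the group mean with its SD. The totals of the 6 groups overlap.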

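*Kif3a*, the gene inactivated together with *Pkd1* to remove cilia (ENSMUSG00000018395.19, chromosome 11 of GRCm38 from 53567379 to 53601967), had between 4.64 and 7.21 normalized CPM in the 9 male Pkd1 KO+cilia KO mice. The 8 male noncystic mice had 13.4 to 24.7 and the 7 male Pkd1 KO mice 20.6 to 28.2. Noncystic male replicate 8 had the value of 13.4, and the next lowest noncystic male had 19.6. In males, *Kif3a* was higher in Pkd1 KO than in Pkd1 KO+cilia KO mice by a log2 fold change of 2.08 (standard error 0.0913, adjusted p = 3.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 8 female Pkd1 KO mice had 24.4 to 29.3 CPM of *Kif3a*. Of the libraries labelled as female Pkd1 KO+cilia KO, the library labelled replicate 6 had 21.6 and the other 5 had 6.86 to 8.83. Of the libraries labelled as female noncystic, the library labelled replicate 5 had 7.02 and the other 6 had 23.9 to 26.5. The level of the targeted gene thus went against the labels of these 2 female libraries. Both were kept under their labels. Each comparison of Pkd1 KO females with another genotype thus includes 1 of them, and that between Pkd1 KO+cilia KO and noncystic females includes both. A fit that left both out was added after these counts were seen. The female log2 fold change of *Kif3a* between Pkd1 KO and Pkd1 KO+cilia KO mice was 1.44 with all mice (standard error 0.222, adjusted p = 0.00121 from the same edgeR test) and 1.81 without the 2 libraries (standard error 0.0824, adjusted p = 5.25e-09 from the same edgeR test).
*Pkd1* (ENSMUSG00000032855.6, chromosome 17 from 24549834 to 24596508) was counted over the whole gene, not over its floxed exons alone. Its log2 fold change between Pkd1 KO and noncystic mice was -0.45 in males (standard error 0.155) and -0.22 in females (standard error 0.128). Neither difference passed the threshold, with adjusted p-values of 0.0991 and 0.418 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In males it passed in 2 of 10 alternatives, with limma voom and sample quality weights (log2 fold change -0.52, adjusted p = 0.00625) and with 1 surrogate variable (-0.62, adjusted p = 0.00376 from edgeR's quasi-likelihood test); the adjusted p ranged from 0.00376 to 0.248 over the alternatives, and in females, where none passed, from 0.223 to 0.501. Against Pkd1 KO+cilia KO mice, which carry the same floxed *Pkd1* alleles, the log2 fold change was -0.31 in each sex (adjusted p = 0.343 in males and 0.144 in females from the same edgeR test).

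**Figure D2:**
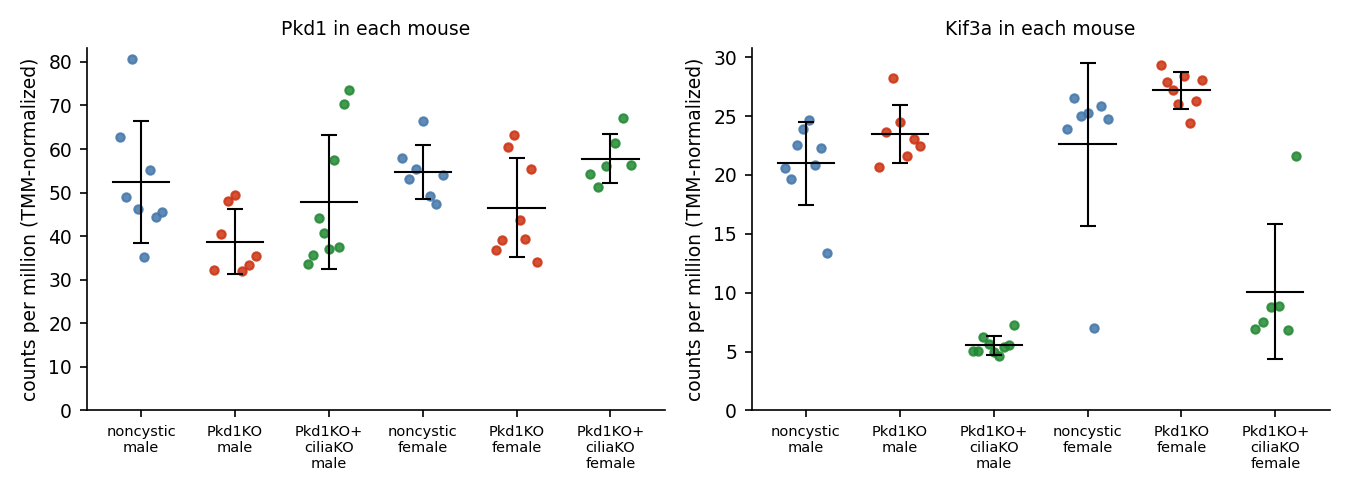
*Pkd1* and *Kif3a* in each mouse, in TMM-normalized CPM, by genotype and sex; each point is 1 mouse and the bar is the group mean with its SD. The library labelled noncystic female replicate 5 lies at 7.02 for *Kif3a* within the range of the other Pkd1 KO+cilia KO females, and the library labelled Pkd1 KO+cilia KO female replicate 6 lies at 21.6, just below the other noncystic females.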

The efficiency of *Pkd1*^*fl*^ allele deletion in kidneys across all genotypes and in both sexes was 60–70% (Supplementary Fig. 1c). TRAP RNASeq raw sequences were processed and aligned to the mouse reference genome (Supplementary Fig. 2a). Since the TRAP is directed at actively translating mRNA, we constrained our analysis to protein coding gene transcripts. TRAP identified 15,991 and 15,968 protein coding genes in male and female mice, respectively (Supplementary Fig. 2b). 

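The filter of at least 6 counts in at least 20% of the mice of a sex kept 22872 genes of all classes in the 24 males and 22585 in the 21 females, of which 15991 and 15968 had the protein-coding class and made up the deposited TPM tables. With at least 10 counts in place of 6, 15465 protein-coding genes were kept in males and 15491 in females. The protein-coding genes kept in both sexes numbered 15828, and 16131 were kept in at least 1 sex. The deposited TPM values were scaled over all genes past the filter before the other classes were removed: TPM recomputed in this way from the counts and the gene lengths differed from the deposited values by at most 7.8e-12%. GENCODE vM21, the annotation used here for coordinates, lists 27 of the genes of each TPM table under another class and does not hold 9 of them.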

The TRAP RNASeq data is available in a browsable format at https://pkdgenesandmetabolism.org/. Analysis by standard PCA and robustPCA^38^ did not suggest significant outliers (Supplementary Fig. 3a); however, the previously reported sex differences were apparent (Supplementary Fig. 3b). 

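Standard PCA was run on log2(TPM + 1) of the protein-coding genes. Over all 45 mice the first component held 42.3% of the variance and the second 13.0%. All 21 female mice had scores between -38.4 and -12.9 on the first component, and 20 of the 24 male mice had scores between 14.4 and 40.3. The other 4 males were noncystic male replicate 3 at -9.76, Pkd1 KO male replicate 4 at -1.13, Pkd1 KO+cilia KO male replicate 6 at -23.7 and Pkd1 KO+cilia KO male replicate 8 at -30.2. The last 2 scores lay within the range of the females. All 24 males had between 108.5 and 210.4 CPM on 4 Y chromosome genes together, and no female had more than 0.111. Within one sex, the first component held 39.9% of the variance in males and 24.8% in females. The choice of genes moved these shares most in the analysis of all mice, where the 500 most variable genes gave 59.0% and genes scaled to unit variance 34.5%. Robust PCA was not run here.

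**Figure D3:**
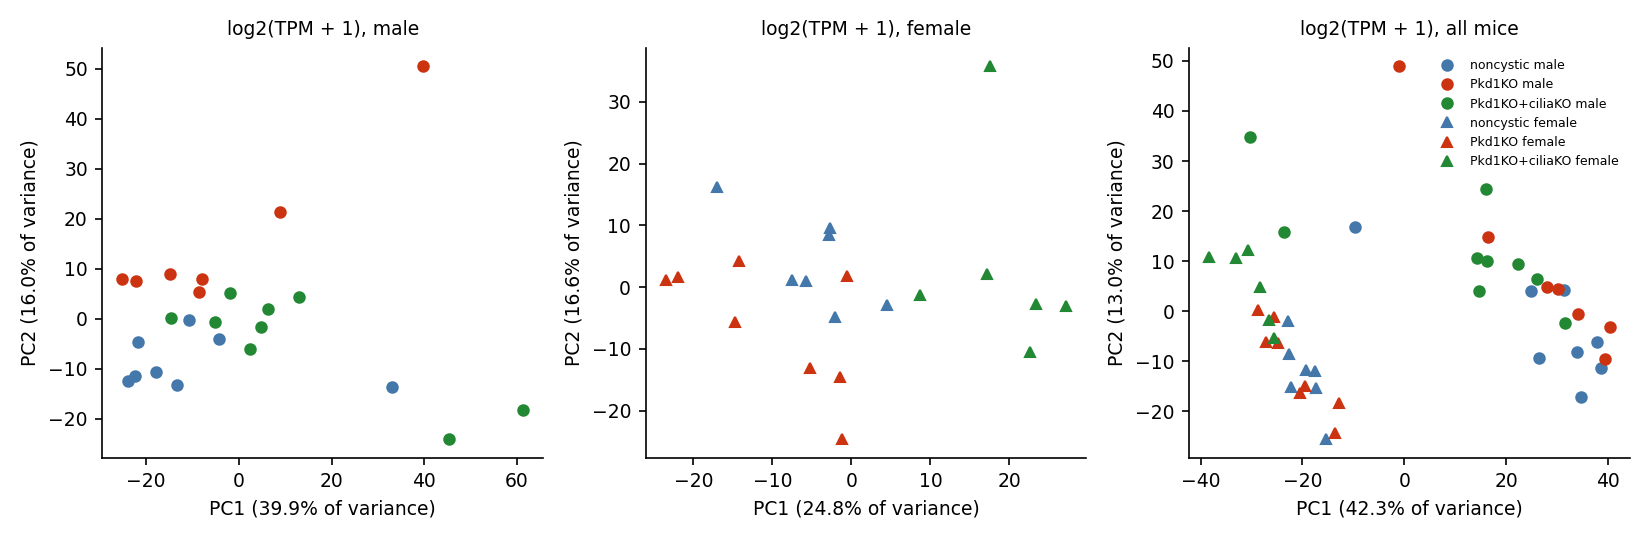
Scores of each mouse on the first 2 principal components of log2(TPM + 1), for males, females and all mice, with the share of variance of each component on its axis. Pkd1 KO+cilia KO male replicates 6 and 8, noncystic male replicate 3 and Pkd1 KO male replicate 4 have negative scores on the first component of all mice, as the females do.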

Differentially expressed protein coding genes (DEG) were identified using the DESeq2 package. The Benjamini–Hochberg procedure was used for multiple test adjustment with false discovery rate (FDR) ≤0.05 selected as the threshold for statistical significance. 

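Of the 15991 protein-coding genes tested in male mice, 1008 had an adjusted p of at most 0.05 between the 7 Pkd1 KO and the 8 noncystic mice, 648 higher and 360 lower in Pkd1 KO. Among the 15968 genes tested in females, 533 did so between the 8 Pkd1 KO mice and the 7 libraries labelled as noncystic, 322 higher and 211 lower. Between Pkd1 KO and Pkd1 KO+cilia KO, 603 genes passed in males (318 higher and 285 lower in Pkd1 KO) and 1869 in females (1126 higher and 743 lower). Between Pkd1 KO+cilia KO and noncystic, 1422 genes passed in males (901 higher and 521 lower in Pkd1 KO+cilia KO) and 405 in females (107 higher and 298 lower).
Leaving out 1 mouse moved the last of these counts most, to 8 genes without Pkd1 KO+cilia KO female replicate 2 and to 746 without the library labelled noncystic female replicate 5. The male count for the same comparison rose to 2359 without noncystic male replicate 3, and in females the comparison of Pkd1 KO with noncystic fell to 349 genes without noncystic female replicate 6 and that with Pkd1 KO+cilia KO to 1241 without Pkd1 KO+cilia KO female replicate 3. Limma voom with sample quality weights gave 1357 genes between Pkd1 KO+cilia KO and noncystic females. Without the 2 female libraries whose *Kif3a* counts went against their labels, the female counts were 558 against noncystic, 1661 against Pkd1 KO+cilia KO and 926 between these 2 groups.
Outside the genes that passed against both other genotypes, the DEG with the smallest p against noncystic mice in each sex was *Atp6v0c*. This gene, which lies on chromosome 17 from 24163866 to 24169702, within 5 Mb of *Pkd1*, had a male log2 fold change of -1.01 against noncystic mice (standard error 0.0957, adjusted p = 2.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -0.01 against Pkd1 KO+cilia KO mice (standard error 0.097, adjusted p = 0.978 from the same edgeR test). *Ms4a2*, a mast cell gene (chromosome 19, 11615523 to 11623719), was higher in each Pkd1 KO male than in any noncystic male, by a log2 fold change of 3.31 (standard error 0.352, adjusted p = 8.28e-05 from the same edgeR test). Its mean level was low, 0.148 CPM in noncystic and 1.51 in Pkd1 KO males, and 0.532 and 3.58 in females. A list of 10 mast cell genes had a median log2 fold change of only 0.15 in males and 0.56 in females against noncystic mice. The gene with the smallest p between Pkd1 KO+cilia KO and noncystic males was *Slc5a2* (chromosome 7, 128265657 to 128272430), lower in each of the 9 Pkd1 KO+cilia KO males with a log2 fold change of -4.48 (standard error 0.16, adjusted p = 1.51e-12 from the same edgeR test).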

Pairwise comparison between Pkd1^KO^ single mutant and noncystic kidneys identified 1640 and 964 DEGs in male and female mice, respectively, whereas Pkd1^KO^ compared with Pkd1^KO^+cilia^KO^ double mutant kidneys identified 1234 and 2502 DEGs for male and female mice, respectively (Fig. 1b and Supplementary Data 2). 

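A gene was given the "CDCA pattern" when it passed the threshold in Pkd1 KO against both other genotypes with the same sign. In males 177 genes passed in both comparisons, 174 of them with the same sign (91 higher and 83 lower in Pkd1 KO) and 3 with opposite signs. In females 305 genes passed in both comparisons (176 higher and 129 lower) and none had opposite signs. Of these genes, 25 in males and 5 in females also passed the threshold between Pkd1 KO+cilia KO and noncystic mice.
Both comparisons use the same Pkd1 KO libraries, so chance values of these libraries move both fold changes together. In 20 simulations of groups with no change, the fold changes of the 2 comparisons had a mean correlation across genes of 0.55 in males and 0.45 in females, against 0.53 and 0.62 in the data; genes are not independent replicates. No gene reached the "CDCA pattern" in any simulation. The simulated counts were drawn for each gene independently, so they do not cover a library that differs from its group in many genes at once. At unadjusted p under 0.05 in both comparisons with the same sign, the simulations gave a mean of 168 genes in males and 131 in females, against 1332 and 1359 in the data.
DESeq2 moved the number of "CDCA pattern" genes most upward, to 440 in males and 525 in females. Without Pkd1 KO+cilia KO male replicate 3 the male number was 115. Without both female libraries whose *Kif3a* counts went against their labels, 227 genes had the pattern in females, 218 of them among the 305.
The "CDCA pattern" genes with the smallest p against noncystic mice were *Glis2*, *Arpin* and *Nhlrc4* in males and *Spns2*, *Ntn4* and *Lad1* in females. *Arpin* (ENSMUSG00000039043.5, chromosome 7 from 79925361 to 79935359) had 33.3 ± 1.33 CPM in noncystic males (SD, n = 8 mice), 54.5 ± 3.65 in Pkd1 KO males (SD, n = 7 mice) and 41.0 ± 2.64 in Pkd1 KO+cilia KO males (SD, n = 9 mice). Its log2 fold change was 0.70 against noncystic males (standard error 0.0491, adjusted p = 7.33e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.40 against Pkd1 KO+cilia KO males (standard error 0.0558, adjusted p = 0.000432 from the same edgeR test). *Nhlrc4* (ENSMUSG00000090113.7, chromosome 17 from 25942233 to 25944961, within 5 Mb of *Pkd1*) had log2 fold changes of -2.21 (standard error 0.175, adjusted p = 3.37e-06 from the same edgeR test) and -1.04 (standard error 0.205, adjusted p = 0.00807 from the same edgeR test), with every Pkd1 KO male below every mouse of the other 2 groups.

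**Figure D4:**
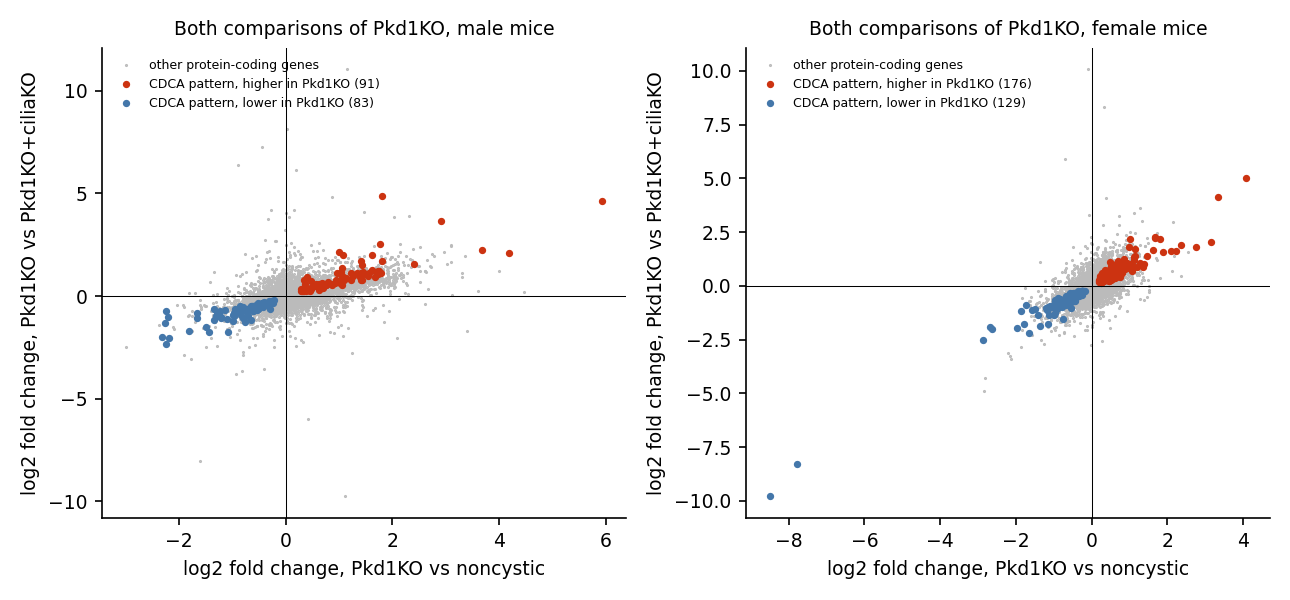
Log2 fold change of each protein-coding gene in Pkd1 KO against noncystic mice (x axis) and against Pkd1 KO+cilia KO mice (y axis), for males and females, with "CDCA pattern" genes in colour. The coloured genes lie in the quadrants with the same sign, and the 2 farthest female genes, *Zic2* and *Capn11*, are close to 0 counts in Pkd1 KO females, so their position is a fitted value and not a measured fold.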

Male and female mice respectively had 440 and 526 DEG that were differentially expressed with the “same relative direction of change” in Pkd1^KO^ when compared to both Pkd1^KO^ + cilia^KO^ double knockouts and noncystic controls (Fig. 1b, c, Supplementary Fig. 4a and Supplementary Data 2). These two DEG sets are comprised of 799 unique genes since 167 DEG are shared between male and female mice (Fig. 1b, Supplementary Fig. 4b and Supplementary Data 2). 

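With edgeR's quasi-likelihood test, 78 genes had the "CDCA pattern" in both sexes, 40 higher and 38 lower in Pkd1 KO, and none had opposite signs in males and females. The male and female lists together held 401 genes. Lists of these sizes drawn independently from the 15828 genes tested in both sexes would share 3.3 genes. DESeq2 in place of edgeR moved the number of shared genes most upward, to 168, and all 78 were among them. Leaving out 1 mouse gave 59 to 84 shared genes, and without the 2 female libraries whose *Kif3a* counts went against their labels 71 were shared, 70 of them among the 78.

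**Figure D5:**
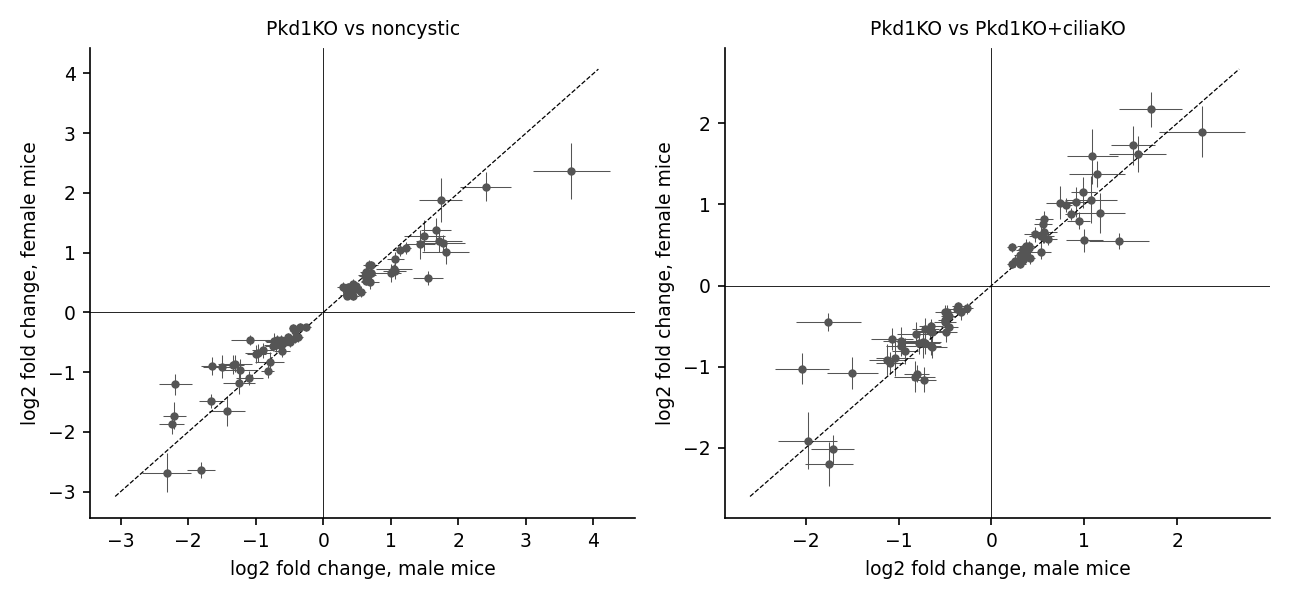
Male (x axis) against female (y axis) log2 fold change of the 78 genes with the "CDCA pattern" in both sexes, in Pkd1 KO against noncystic and against Pkd1 KO+cilia KO mice; bars are standard errors. Each of the 78 genes has the same sign in males and females.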

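Pearson correlations between samples were computed over TPM of the "CDCA pattern" genes of either sex, with the 397 genes in the TPM tables of both sexes. Each coefficient is a correlation across genes, which are not independent replicates. Over all 990 pairs of samples the coefficient ranged from 0.658 to 0.998 with a median of 0.923. Its mean was 0.903 ± 0.0791 (SD) over the 105 pairs of Pkd1 KO samples, 0.881 ± 0.0793 over the 450 pairs of a Pkd1 KO sample with a sample of another genotype, and 0.933 ± 0.0547 over the 435 pairs of samples of the other genotypes. Pairs of Pkd1 KO samples of the same sex had a mean of 0.963 ± 0.0407 (SD, 49 pairs) and pairs of different sex 0.850 ± 0.0663 (SD, 56 pairs). The pairs share samples, so no test was made between these means, and on the TPM scale the differences between the first 3 were smaller than the SD between pairs. On log2(TPM + 1) the first 3 means were 0.964 ± 0.0209, 0.948 ± 0.0198 and 0.975 ± 0.0133, so the gap between the last 2 then exceeded their SD.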

Pearson correlation analysis of the 799 unique DEGs showed high correlation coefficients across all samples with particularly close grouping for all Pkd1^KO^ samples which further clustered based on sex (Supplementary Fig. 5). The 167 shared DEGs follow a sex-independent “CDCA-pattern” defined as being selectively dysregulated in cyst-prone Pkd1^KO^ tubule cells at the precystic stage when compared to both Pkd1^KO^+cilia^KO^ double mutants that lack propensity for cyst formation and noncystic controls. 

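None of the 78 shared genes passed the threshold in a test of the difference between male and female log2 fold changes, in Pkd1 KO against noncystic or against Pkd1 KO+cilia KO mice. At an unadjusted p under 0.05, 6 and 4 of them did. This test fitted all 45 mice together and used the interaction of sex and genotype. Of the 397 genes with the "CDCA pattern" in at least 1 sex and tested in both, 2 differed between the sexes against noncystic mice and 5 against Pkd1 KO+cilia KO mice. Over all 15828 genes, the numbers were 2 and 35, with 1279 and 1256 at an unadjusted p under 0.05.
The paper defines a sex-independent "CDCA pattern" by the genes shared by both sexes. These are changed in cyst-prone Pkd1 KO tubules against noncystic mice and against Pkd1 KO+cilia KO mice, which lack the propensity to form cysts. The paper takes the shared genes as the stricter choice. It proposes, as a hypothesis, that this set is the most probable to hold subsets of genes of the in vivo response to polycystin loss.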

We chose to focus on DEGs shared by male and female mice as a more stringent selection criterion to provide the highest confidence for definition of the “CDCA pattern” transcriptional changes. This does not, however, preclude potential functional importance for other genes, e.g., those showing significant “CDCA pattern” change only in male mice which may be associated with more rapid progression. Nonetheless, we hypothesize that this 167 gene set has the highest likelihood of containing subsets of genes that define a bona fide transcriptional response to polycystin loss in vivo. This gene set likely contains genes whose dysregulation is functionally related to in vivo cyst progression in ADPKD.

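Of the "CDCA pattern" genes found in male mice only, 95 were also tested in females. In females, 88 of them had the male sign in both comparisons and 40 passed the threshold with that sign in 1 of the 2 comparisons. Of the genes found in females only, 224 were tested in males, where 205 had the female sign in both comparisons and 121 passed in 1 of the 2. The female fits include both libraries whose *Kif3a* counts went against their labels. Passing in one sex and not in the other does not by itself show a difference between the sexes.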

### “CDCA pattern” transcriptional candidates

Biologic pathway enrichment analysis using Metascape^39^ applied to the male, female, and combined overlap “CDCA pattern” gene sets with 440, 526 and 167 genes, respectively, showed a strong enrichment of cell cycle related processes only in male mice^40^, which progress more rapidly compared to female mice (Supplementary Fig. 6 and Supplementary Data 3). 

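A list of 97 cell cycle genes (43 of S phase and 54 of G2/M phase) was fixed before the data were examined, and Metascape was not run here. In males the median log2 fold change of the list was 1.04 in Pkd1 KO against noncystic mice, with 93 genes higher and 4 lower. Of these genes, 65 were DEGs over all genes tested and 78 when adjusted over the list alone. Against Pkd1 KO+cilia KO males the median was 0.51 (87 higher and 10 lower), with 4 DEGs over all genes and 60 adjusted over the list alone. In females the median was 0.41 against noncystic mice (91 higher and 6 lower), with 12 DEGs and 57 adjusted over the list alone. Against Pkd1 KO+cilia KO females it was 0.25 (86 higher and 11 lower), with 13 DEGs and 14 adjusted over the list alone. Without the 2 female libraries whose *Kif3a* went against their labels the female medians were 0.43 and 0.24. The list was also higher in Pkd1 KO+cilia KO than in noncystic males, with a median of 0.42 (89 higher and 8 lower), 47 DEGs and 58 adjusted over the list alone, so the rise in males was not confined to Pkd1 KO. In females that median was 0.10 (69 higher and 28 lower), with 0 DEGs and 13 genes at an unadjusted p under 0.05. The genes of G2/M phase had medians of 1.53 in males and 0.49 in females against noncystic mice, and those of S phase 0.52 and 0.32.
The list was higher in Pkd1 KO in all 4 comparisons by limma's camera test with a preset correlation between genes of 0.01, with adjusted p-values from 1.14e-42 to 2.74e-08 over 8 tests of the list. By limma's fry test all 4 held, with the highest p at 0.0324. The alternative that moved the camera results most was a correlation estimated from the data, under which the 2 comparisons with noncystic mice held (p = 0.0113 in males and 0.0251 in females) and those with Pkd1 KO+cilia KO mice did not (p = 0.106 and 0.198). Between Pkd1 KO+cilia KO and noncystic mice the camera adjusted p was 3.96e-22 in males, where fry (p = 3.52e-05) and the estimated correlation (p = 0.0154) also passed, and 0.00758 in females, where they did not (p = 0.338 and 0.456). With all 45 mice in one fit, the median over the genes of the male minus the female log2 fold change was 0.53 against noncystic mice (85 genes with the larger change in males, camera adjusted p = 3.71e-29), and this held with the estimated correlation (p = 0.00957). Against Pkd1 KO+cilia KO mice this median of differences was 0.15 (camera adjusted p = 0.011) and did not hold under fry (p = 0.527) or the estimated correlation (p = 0.545). *Aurka*, a G2/M phase kinase (ENSMUSG00000027496.15), rose from 2.66 ± 0.459 CPM in noncystic males (SD, n = 8 mice) to 7.33 ± 3.12 in Pkd1 KO males (SD, n = 7 mice), and from 3.65 ± 0.397 to 4.33 ± 0.613 in females (SD, n = 7 and 8 mice).

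**Figure D6:**
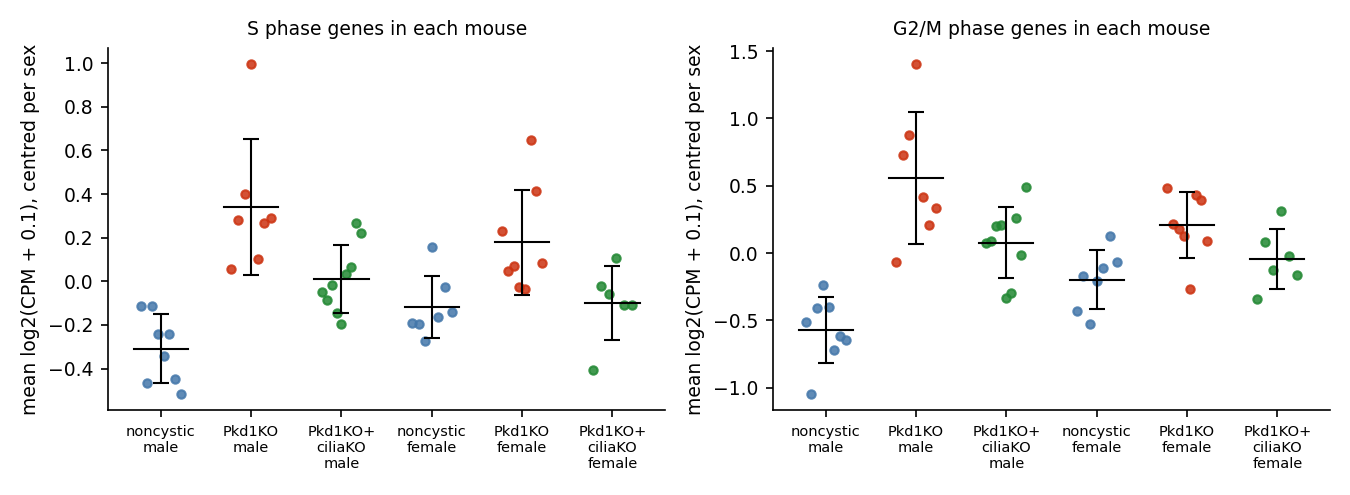
Mean log2(CPM + 0.1) of the S phase genes (left) and the G2/M phase genes (right) in each mouse, centred on the mean of its sex, by genotype and sex; each point is 1 mouse and the bar is the group mean with its SD. Pkd1 KO male replicate 4 is the highest mouse in each panel.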

The 167 gene overlap group showed enrichment primarily of metabolic pathways although the Metascape term “cilium organization” also appeared (Supplementary Fig. 6 and Supplementary Data 3). Notably, these analyses did not identify pathways previously implicated in ADPKD pathogenesis, suggesting an opportunity for discovery of previously unknown transcriptional responses to polycystin-1 function from this unbiased cell-specific in vivo analysis. We further prioritized the “CDCA pattern” DEGs based on biological knowledge. All kidney tubule segments and tubule epithelial cell types, with the likely exception of intercalated cells which lack cilia^41^, have the capacity to form cysts following polycystin inactivation and which can be suppressed by inactivation of cilia^19^. Therefore, the TRAP RNASeq DEG data was cross-referenced with microdissected nephron segment-specific bulk RNASeq expression data^31^ to identify transcripts expressed along the entire tubule as would be expected of candidate transcriptional changes related to CDCA. Based on these considerations we prioritized genes with expression in at least seven nephron segments where *Pax8*^*rtTA*^ is active in our model^19^ (proximal tubule S1 and S2 segments, medullary thick ascending limb, cortical thick ascending limb, distal convoluted tubule, connecting tubule, cortical collecting duct). In addition, the role of genes with statistically significant differential expression but low absolute expression in the kidney is uncertain. We therefore further prioritized the gene set to those with transcripts per million (TPM) > 1.0 in all seven microdissected segments in normal kidney^31^. These criteria yielded 185 out of 440 genes in male and 252 out of 526 genes in the female “CDCA pattern” DEGs (Supplementary Fig. 7 and Supplementary Data 4). 

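Supplementary Data 4 lists 185 genes for males and 252 for females, and all were among the genes tested here. Of the 185, 75 had the "CDCA pattern" with edgeR's quasi-likelihood test in males (38 higher and 37 lower in Pkd1 KO), 144 passed the threshold against noncystic and 90 against Pkd1 KO+cilia KO mice. Of the 252, 158 had the pattern in females (103 higher and 55 lower), 173 passed against noncystic and 216 against Pkd1 KO+cilia KO mice. The 2 signs were the same in each of the 185 genes in males (101 higher and 84 lower) and each of the 252 in females (166 higher and 86 lower). The female counts include both libraries whose *Kif3a* went against the label. The listed genes were chosen by the study on these samples, so these counts are not independent evidence. The absolute log2 fold change against noncystic mice had a median of 0.40 in males and 0.34 in females, and ranged from 0.16 to 2.25 and from 0.15 to 2.64.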

The overlap between male and female for this subset of “CDCA pattern” DEG contained 73 genes (Fig. 2a and Supplementary Data 4). This group of 73 “CDCA pattern” genes show robust expression in all nephron segments of the normal kidney, with 61 of 73 genes having TPM > 1.0 in all 14 microdissected segments analyzed^31^ (Supplementary Data 4).

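Of the 73 core genes, 46 had the "CDCA pattern" in males with edgeR's quasi-likelihood test, 61 in females and 42 in both sexes. Each of the 73 had the same sign in both comparisons in both sexes, 46 higher and 27 lower in Pkd1 KO. In males 66 passed the threshold against noncystic and 49 against Pkd1 KO+cilia KO mice, and in females 64 and 66. Male and female log2 fold changes had a correlation across the 73 genes of 0.959 against noncystic and 0.943 against Pkd1 KO+cilia KO mice; genes are not independent replicates, and these genes were selected for the same direction in both sexes. Both female libraries with *Kif3a* against their label are among the female mice here. None of the 73 passed the threshold for a difference between the sexes, and 3 and 5 of them had an unadjusted p under 0.05 for it.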

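In the TRAP RNASeq libraries of noncystic mice, the mean TPM of the 73 core genes had a median of 31.5 in males and 36.1 in females, and all 73 had a mean of at least 1 TPM. The lowest mean was 1.77, of *Afp*, in males and 2.25, of *Tmem67*, in females, and *Miox* had the highest in both sexes, 2220 and 2830. In the paper's segment values in Supplementary Data 4, 61 of the 73 genes were listed at 1 TPM or more in all 14 microdissected segments, as were 162 of the 185 male and 221 of the 252 female genes. The listed segment values are rounded, so a gene listed at exactly 1.0 was counted as expressed.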

**Fig. 2:**
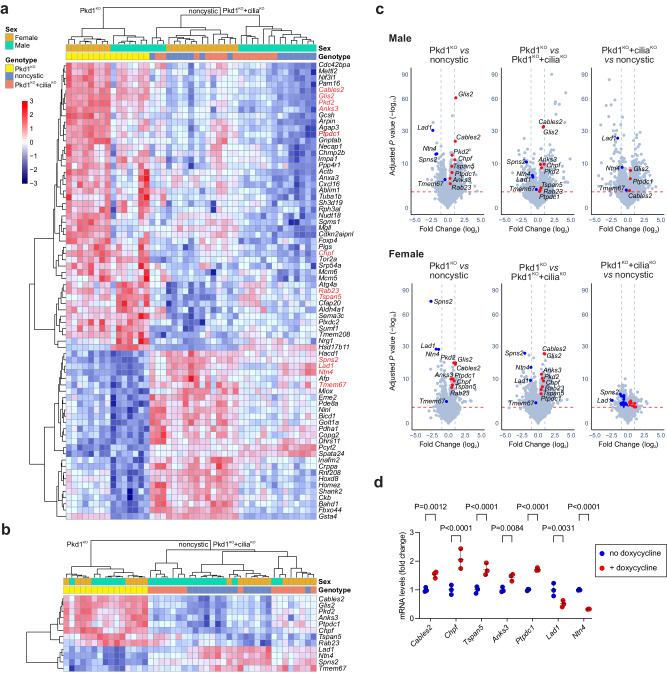
Core group of 73 “CDCA pattern” identified by TRAP RNASeq. **a** Heat map showing unsupervised hierarchical clustering of TRAP RNASeq expression data for 73 genes common to male and female mice that showed significant same relative direction change in expression in Pkd1^KO^ compared to noncystic and Pkd1^KO^+cilia^KO^ and that have expression TPM > 1.0 reported in a majority of microdissected kidney tubule segments (see text for details; Supplementary Data 4). Color scale indicates relative gene expression value. Selected genes discussed in the text and shown in red in (**a**) are presented in a heat map with unsupervised hierarchal clustering (**b**), and labeled on volcano plots (**c**) with the indicated pairwise comparisons in male (top) and female (bottom) mice. Detection of DEGs was done with the DESeq2 R package (version 1.30.1) using a negative binomial generalized linear model. The Benjamini–Hochberg procedure was used for multiple test correction with FDR ≤ 0.05 used as the threshold for statistical significance. **d** Quantitative RT-PCR (qRT-PCR) for the indicated genes from primary cells cultured from kidneys of *Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ mice. Cells were either treated with doxycycline (red) to knockout *Pkd1* or left untreated (blue) without *Pkd1* knockout. *n* = 3 biological replicates for each gene and condition. Statistical significance for each gene was determined by unpaired two-tailed Student’s *t* test and presented as mean ± s.e.m. Expression of each gene following *Pkd1* knockout recapitulated the relative direction change compared to non-knockout controls as was observed by TRAP RNASeq in vivo (**a**–**c**). Source data for (**d**) are provided as a Source Data file. Additional data are provided in Supplementary Fig. 7.

The biological relevance of at least some elements of this gene set, which was selected without bias regarding functional roles, is supported by the inclusion of *Pkd2* which is significantly upregulated^42^ in response to inactivation of *Pkd1* in vivo (Fig. 2a–c). 

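*Pkd2* (ENSMUSG00000034462.9, chromosome 5 of GRCm38 from 104459450 to 104505819) was higher in each of the 7 Pkd1 KO males than in any male of the other 2 genotypes, and the same held for the 8 Pkd1 KO females. In males its log2 fold change was 0.68 against noncystic mice (standard error 0.0797, adjusted p = 0.000192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.55 against Pkd1 KO+cilia KO mice (standard error 0.0825, adjusted p = 0.00082 from the same edgeR test). In females it was 0.80 against noncystic (standard error 0.0777, adjusted p = 1.84e-05 from the same edgeR test) and 0.61 against Pkd1 KO+cilia KO mice (standard error 0.0783, adjusted p = 0.000437 from the same edgeR test). The difference between Pkd1 KO+cilia KO and noncystic mice did not pass the threshold in males (log2 fold change 0.13, adjusted p = 0.244 from the same edgeR test) or females (0.19, adjusted p = 0.182). Leaving out any 1 mouse, or both female libraries whose *Kif3a* counts went against their labels, kept *Pkd2* past the threshold in all 4 comparisons with Pkd1 KO.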

Several other genes in this group have potential roles in cilia-related functions or phenotypes including *Glis2* (NPHP7)^33^, *Ptpdc1*^43^, *Anks3*^44^, and *Rab23*^45,46^ which are significantly upregulated in Pkd1^KO^ and *Tmem67*^47,48^ which is downregulated (Fig. 2a–c). 

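*Glis2* had a mean of 129 ± 22.0 TPM in noncystic males (SD, n = 8 mice), 293 ± 33.9 in Pkd1 KO males (SD, n = 7 mice) and 184 ± 18.0 in Pkd1 KO+cilia KO males (SD, n = 9 mice). In females the means were 158 ± 30.0 (SD, n = 7 mice), 337 ± 30.1 (SD, n = 8 mice) and 183 ± 26.5 TPM (SD, n = 6 mice).
*Ptpdc1* (ENSMUSG00000038042.11, chromosome 13 of GRCm38 from 48577872 to 48625664) had male log2 fold changes of 0.64 in Pkd1 KO against noncystic (standard error 0.104, adjusted p = 0.00151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.26 against Pkd1 KO+cilia KO mice (standard error 0.0833, adjusted p = 0.0945 from the same edgeR test), so it did not pass the second comparison. It passed both in females, with 0.66 and 0.44 (adjusted p = 0.000226 and 0.00314 from the same edgeR test). *Anks3* (ENSMUSG00000022515.6, chromosome 16 from 4941436 to 4964205) passed all 4 comparisons, with log2 fold changes of 0.34 and 0.40 in males and 0.39 and 0.49 in females (highest adjusted p = 0.00575 from the same edgeR test). Pkd1 KO male replicate 4 had the lowest *Anks3* of its group, 42.3 CPM with the next mouse at 48.4.
*Rab23* (ENSMUSG00000004768.14, chromosome 1 from 33719887 to 33742564) passed against noncystic males with 0.38 (adjusted p = 0.0153 from the same edgeR test) and not against Pkd1 KO+cilia KO males, with 0.35 (standard error 0.103, adjusted p = 0.0649 from the same edgeR test). In females it passed both, with 0.50 and 0.43 (adjusted p = 0.00122 and 0.00179 from the same edgeR test). *Tmem67* (ENSMUSG00000049488.14, chromosome 4 from 12039355 to 12090020) fell in males against noncystic mice, with a log2 fold change of -0.42 (standard error 0.0931, adjusted p = 0.0114 from the same edgeR test), and its -0.21 against Pkd1 KO+cilia KO males did not pass (adjusted p = 0.126). In females *Tmem67* had -0.30 against noncystic (adjusted p = 0.0533 from the same edgeR test) and -0.34 against Pkd1 KO+cilia KO mice (adjusted p = 0.038). The last call depended on single mice: it was lost in 9 of the 14 fits that each left out 1 mouse, and without both female libraries whose *Kif3a* counts went against their labels the adjusted p was 0.084.

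**Figure D7:**
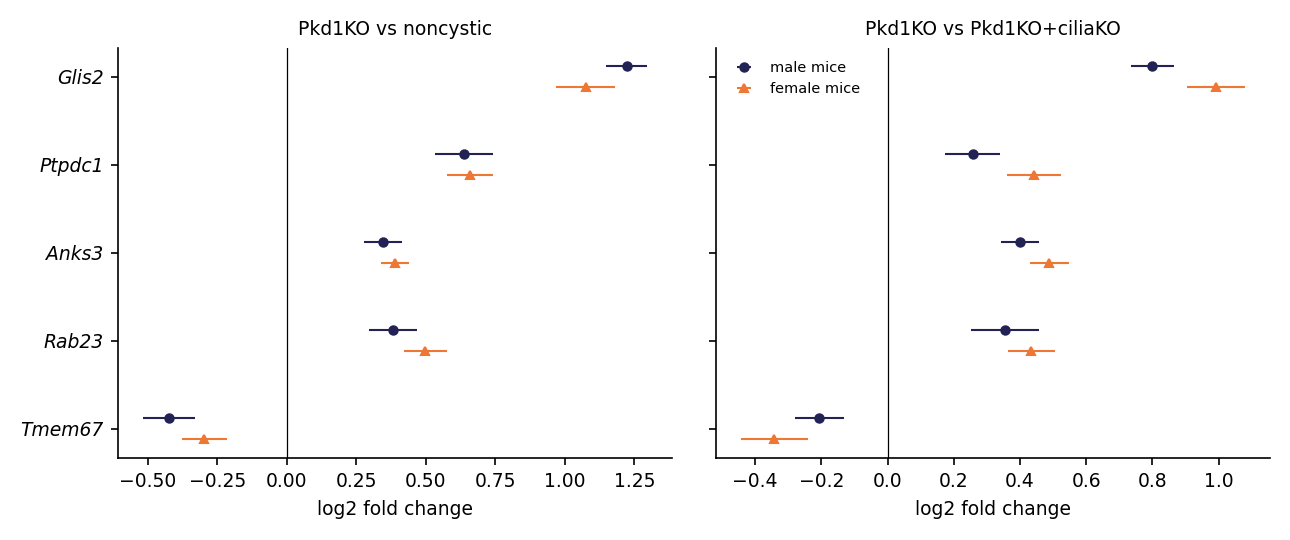
Log2 fold changes of *Glis2*, *Ptpdc1*, *Anks3*, *Rab23* and *Tmem67* in Pkd1 KO against noncystic and against Pkd1 KO+cilia KO mice, in males (circles) and females (triangles); bars are standard errors. *Tmem67* lies below 0 and the other genes above 0 in all 4 comparisons.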

Other genes on this list show strong statistical association with the Pkd1^KO^ genotype, albeit without clear functional hypotheses. These include *Cables2*, *Chpf*, and *Tspan5* which are upregulated with Pkd1^KO^ and *Lad1*, *Ntn4*, and *Spns2* which are downregulated in Pkd1^KO^ relative to both other genotypes (Fig. 2a–c and Supplementary Data 2).

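*Cables2* (chromosome 2 of GRCm38 from 180258540 to 180273496) was higher in every Pkd1 KO mouse than in any mouse of the same sex of the other 2 genotypes. Its log2 fold changes were 1.14 and 0.86 in males and 1.05 and 0.89 in females, against noncystic and Pkd1 KO+cilia KO mice (highest adjusted p = 1.84e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Chpf* (chromosome 1 from 75474569 to 75479307) had 1.07 and 0.94 in males and 0.89 and 0.80 in females, also with no overlap between the mice (highest adjusted p = 0.000517 from the same edgeR test), and Pkd1 KO female replicate 6 had the highest value of its group, 40.1 CPM with the next mouse at 32.3. *Tspan5* (chromosome 3 from 138742195 to 138907905) had 0.61 against noncystic mice in each sex. Its male log2 fold change against Pkd1 KO+cilia KO mice was 0.47 (standard error 0.121, adjusted p = 0.0387 from the same edgeR test), and it no longer passed in 11 of the 16 fits that each left out 1 mouse. In females it was 0.63 (adjusted p = 0.0011 from the same edgeR test).
*Spns2* (chromosome 11 from 72451638 to 72489904) fell most of the 3 lower genes in both female comparisons and in males against Pkd1 KO+cilia KO mice. Its log2 fold changes were -1.81 and -1.71 in males and -2.64 and -2.02 in females (highest adjusted p = 0.000322 from the same edgeR test). *Lad1* (chromosome 1 from 135818598 to 135833342) had -2.25 and -0.73 in males and -1.87 and -1.16 in females (highest adjusted p = 0.00404 from the same edgeR test). The library labelled Pkd1 KO+cilia KO female replicate 6, whose *Kif3a* goes against its label, had 231 CPM of *Lad1* with the next of its group at 142.0, and without both such female libraries the last value was -0.97. *Ntn4* (chromosome 10 from 93640681 to 93747207) had -1.66 and -0.80 in males and -1.48 and -1.08 in females (highest adjusted p = 0.00272 from the same edgeR test). *Lad1* and *Ntn4* were also lower in Pkd1 KO+cilia KO than in noncystic males, by log2 fold changes of -1.52 and -0.85 (adjusted p = 6.69e-07 and 0.000255 from the same edgeR test).

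**Figure D8:**
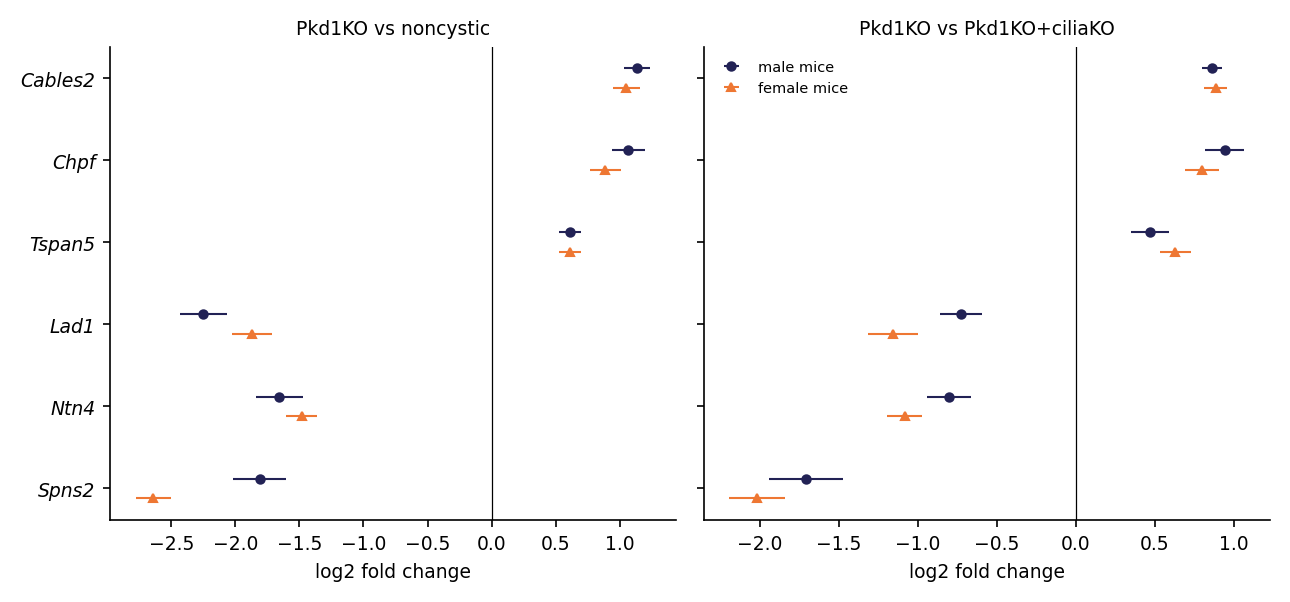
Log2 fold changes of *Cables2*, *Chpf*, *Tspan5*, *Lad1*, *Ntn4* and *Spns2* in Pkd1 KO against noncystic and against Pkd1 KO+cilia KO mice, in males (circles) and females (triangles); bars are standard errors. The first 3 genes lie above 0 and the last 3 below 0 in all 4 comparisons.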

We next assessed the robustness of the in vivo transcriptional changes using primary cell cultures from kidneys of *Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ (Pkd1^KO^) mice. Cells were either treated with doxycycline to inactivate *Pkd1* during cell culture or left untreated; all cells were grown under conditions to form cilia prior to analysis. Cells were examined by quantitative reverse transcriptase PCR (qRT-PCR) to assess expression of *Cables2*, *Chpf*, *Tspan5*, *Anks3*, *Ptpdc1 Lad1*, and *Ntn4*. Expression of all 7 genes was significantly changed in the *Pkd1* knockout cells relative to the non-knockout cells in the same direction as in the TRAP RNASeq, thereby recapitulating the polycystin-1 genotype-dependent transcriptional changes found in vivo (Fig. 2d). Based on the strong association of these genes with the “CDCA pattern” of expression, their robust expression along the entire nephron, and the reproducibility of genotype-dependent expression changes in primary cells, we propose that a subset of this gene set will provide a transcriptional signature for polycystin function. Beyond that, this “CDCA pattern” gene set presents opportunities for discovery of previously unknown functional relationships with polycystic kidney disease mechanisms.

### *Glis2* is a target of polycystin signaling in vivo and in vitro

To explore potential functional relationships in this gene set, we selected *Glis2* for further validation. 

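*Glis2* (ENSMUSG00000014303.13) lies on chromosome 16 of GRCm38 from 4594713 to 4624924 on the plus strand and encodes a Krüppel-like zinc finger transcription factor. Its normalized count was 181.6 ± 17.2 CPM in noncystic males (SD, n = 8 mice), 426 ± 32.2 in Pkd1 KO males (SD, n = 7 mice) and 244 ± 18.8 in Pkd1 KO+cilia KO males (SD, n = 9 mice). In females it was 221 ± 40.3 (SD, n = 7 mice), 462 ± 49.8 (SD, n = 8 mice) and 234 ± 26.3 (SD, n = 6 mice). Every Pkd1 KO mouse was above every mouse of the same sex of the other 2 groups. In males the log2 fold change against noncystic mice was 1.22 (standard error 0.0724, adjusted p = 1.12e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest p of the 15991 genes, and against Pkd1 KO+cilia KO mice 0.80 (standard error 0.0647, adjusted p = 7.45e-07 from the same edgeR test), the tenth smallest p. In females it was 1.08 against noncystic mice (standard error 0.106, adjusted p = 1.84e-05 from the same edgeR test), rank 8 by p, and 0.99 against Pkd1 KO+cilia KO mice (standard error 0.0869, adjusted p = 1.31e-05 from the same edgeR test), rank 5 of the 15968 genes. *Glis2* also differed between Pkd1 KO+cilia KO and noncystic males, by 0.43 (standard error 0.0659, adjusted p = 0.000587 from the same edgeR test), and not detectably between these groups in females, with 0.08 (standard error 0.113, adjusted p = 0.724 from the same edgeR test). Without the 2 female libraries whose *Kif3a* went against their labels, the female values were 1.15 and 0.98. With each mouse left out in turn, the log2 fold change stayed between 1.20 and 1.26 in males and between 1.01 and 1.15 in females against noncystic mice, and between 0.78 and 0.83 in males and 0.95 and 1.04 in females against Pkd1 KO+cilia KO mice. *Pam16* overlaps the 3′ part of *Glis2* on the opposite strand (4616464 to 4624988), and without the strand option of the counting its own changes of 0.39 in males and 0.42 in females against noncystic mice are uncertain. The overlap touches the counts of *Glis2* too, by an amount not measured here. *Pam16* had means of 24.8 CPM in noncystic and 32.7 in Pkd1 KO males, far below those of *Glis2*.

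**Figure D9:**
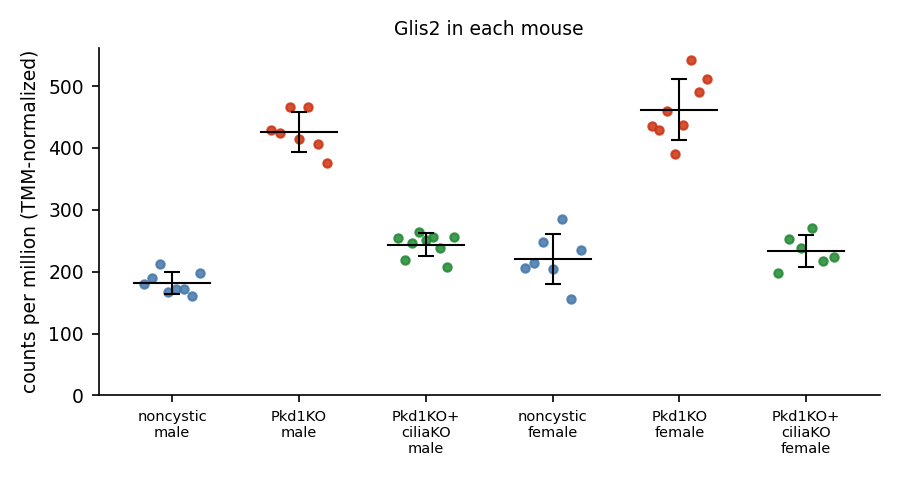
*Glis2* in each mouse, in TMM-normalized CPM, by genotype and sex; each point is 1 mouse and the bar is the group mean with its SD. The Pkd1 KO mice of each sex lie above all mice of the other 2 groups.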

*Glis2* is among the most statistically significantly dysregulated genes in Pkd1^KO^ in both male and female mice compared to the other two genotype groups (Fig. 2a–c and Supplementary Data 2). It has broad expression across all segments of the nephron (Supplementary Data 4)^31^. 

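By mean TPM in noncystic mice, *Glis2* ranked 1222 of 15991 protein-coding genes in the male TRAP RNASeq libraries and 977 of 15968 in the female ones, which pool all tubule segments in which Cre was active. In the paper's segment values in Supplementary Data 4, *Glis2* was listed between 11.4 TPM in the inner medullary collecting duct and 108.6 TPM in the ascending thin limb. The paper's values were 22.7, 43.8 and 48.7 TPM in the S1, S2 and S3 segments of the proximal tubule. They were 66.0 and 53.5 TPM in the medullary and cortical thick ascending limb, 14.9 in the distal convoluted tubule, 22.7 in the connecting tubule and 31.1 in the cortical collecting duct. The segment values come from other mice and carry no error here.

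**Figure D10:**
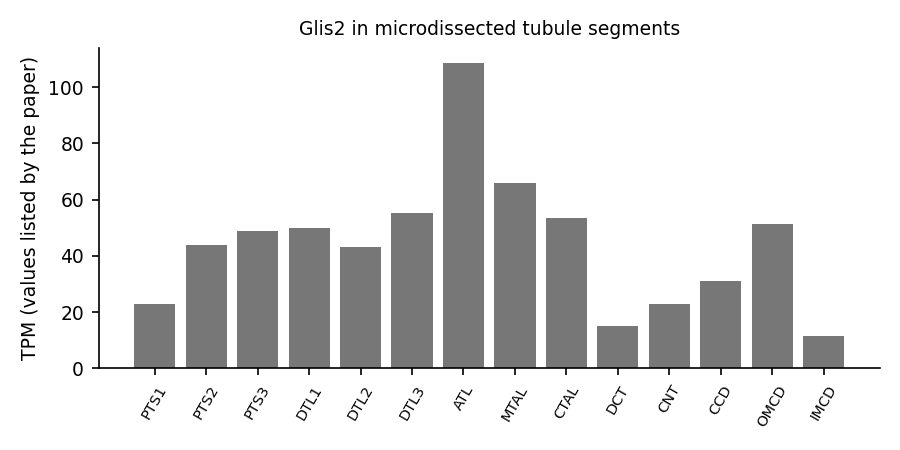
The paper's TPM of *Glis2* in 14 microdissected nephron segments (Supplementary Data 4), ordered along the nephron. The bars start at 0 and run from 11.4 to 108.6 TPM.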

*Glis2* is most highly expressed in the kidney relative to other tissues and inactivation of *Glis2* results in primarily a kidney phenotype^30^. Finally, *Glis2* is a causative gene for nephronophthisis, a ciliopathy related kidney disease^33^. To determine whether the changes in *Glis2* expression found in *Pkd1* models are extensible to other preclinical models of ADPKD, we used a mouse model in which polycystic kidney disease resulting from inactivation of *Pkd2* is rapidly reversed by re-expression of *Pkd2*^36^. *Glis2* expression was elevated in 13-week-old *Pkd2* mutant kidneys showing that the transcriptional upregulation observed in *Pkd1* knockouts extends to *Pkd2* (Fig. 3a). Beginning 2 days after starting *Pkd2* re-expression, *Glis2* transcripts returned to levels that did not differ significantly from noncystic kidneys (Fig. 3a). This rapid normalization of *Glis2* expression after PC2 re-expression parallels the rapid resolution of the polycystic kidney phenotype in vivo^36^. *Glis2* is an attractive candidate for CDCA-related functions.

**Fig. 3:**
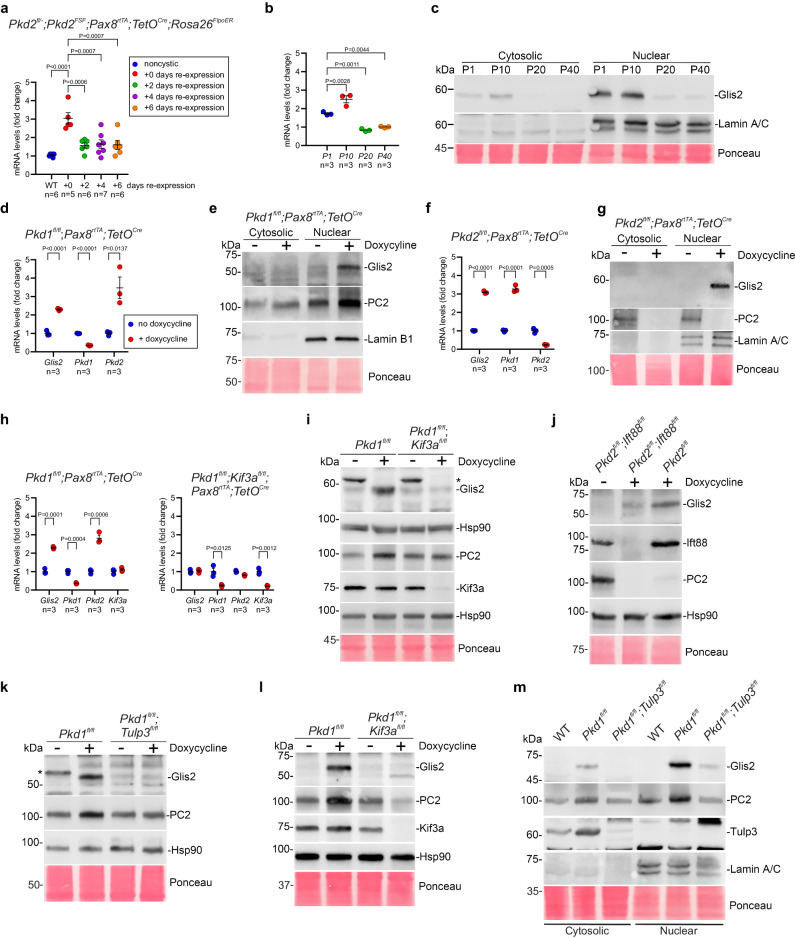
Glis2 expression is an in vitro indicator of polycystin dependent cyst forming potential. **a** qRT-PCR of *Glis2* from kidney tissue lysates of noncystic (blue) and cystic *Pkd2* knockout (red) 13 week old mice and from *Pkd2* knockout kidneys following 2, 4 and 6 days of re-expression begun at 13 weeks. All mice received oral doxycycline from P28–42. Noncystic mice lack *Pax8*^*rtTA*^. Fold-change *Glis2* expression relative to that in noncystic mice which is set to 1.0. **b** qRT-PCR and (**c**) immunoblot of kidney tissue lysates from wild type mice at postnatal days 1, 10, 20 and 40. **b** Fold-change *Glis2* relative to its expression at P40 which is set to 1.0. **c** Glis2 expression in cytosolic and nuclear fractionated kidney tissue lysates. **d**, **f** qRT-PCR and (**e**, **g**) immunoblots from primary kidney cells with *Pkd1* (**d**, **e**) and *Pkd2* (**f**, **g**) knockout following. doxycycline treatment during in vitro cell culture. **d**, **f** Fold change following doxycycline mediated inactivation (red) relative to expression of the same gene in cells without doxycycline (blue) which is set to 1.0. **h** qRT-PCR and (**i**–**k**) immunoblots from lysates of primary kidney cell cultures following in vitro doxycycline inducible inactivation of *Pkd1* and *Kif3a* (**h**, **i**), *Pkd2* and *Ift88* (**j**), and *Pkd1* and *Tulp3* (**k**). All mice have *Pax8*^*rtTA*^;*TetO*^*Cre*^ in addition to the indicated alleles. **h** Fold change following doxycycline mediated inactivation (red) relative to expression of the same gene without doxycycline (blue) which is set to 1.0. **i**, **k** *, non-specific band. **l**, **m** Immunoblots from total kidney tissue lysates from mice with indicated allele combinations. All mice also have *Pax8*^*rtTA*^;*TetO*^*Cre*^ alleles and received oral doxycycline from P28–42; kidney tissue was obtained at 10 weeks (**l**) and 12 weeks (**m**). Experiments in (**c**, **g**, **j**, **m**) were done two times with primary cell cultures from different mice; **i**, **k** were done three times; **e**, **l** were done more than three times. **a**, **b** Multiple-group comparisons using one-way ANOVA followed by Tukey’s multiple-comparison test and presented as the mean ± s.e.m. **d**, **f**, **h** Statistical significance for each gene is determined by unpaired two-tailed Student’s *t* test and presented as mean ± s.e.m. **c**, **g**, **m** Lamin A/C and (**e**) Lamin B1, loading control and relative enrichment for nuclear fractions. **i**–**l** Hsp90 loading control. **c**, **e**, **g**, **i**–**m** Ponceau S serves as another loading control. Source data for exact values and images of uncropped blots are provided as a Source Data file. Additional data are provided in Supplementary Figs. 8–11.

Glis2 protein had previously been reported to be localized in cilia^33^ so we considered the hypothesis that loss of PC1 affected the presence of Glis2 in cilia. We set out to test this by first establishing that IMCD3 cells with knockout of *Pkd1* grown under conditions to form cilia show upregulation of *Glis2* and *Pkd2* mRNA compared to wild type cells (Supplementary Fig. 8a), thereby mimicking the in vivo transcriptional changes for both genes in response to *Pkd1* knockout. This suggests that these cells should be adequate models for assessing PC1-dependent Glis2 subcellular expression. Unfixed ciliated IMCD3 cells expressing Glis2-EGFP and the fluorescent fusion protein cilia marker Nphp3^(1-200)^-mApple under live cell imaging conditions showed nuclear localization of Glis2-EGFP but undetectable Glis2-EGFP expression in the Nphp3^(1-200)^-mApple labeled cilia (Supplementary Fig. 8b and Supplementary Movie 1). Glis2-FLAG was similarly absent from cilia in fixed HEK293A cells, suggesting that neither cell type nor epitope label accounted for the absence from cilia (Supplementary Fig. 8c). As an independent technical and positive control, Glis3-EGFP fusion protein was readily detectable in cilia in similar heterologous expression studies (Supplementary Fig. 8d). Finally, we tested whether inactivation of PC1 resulted in Glis2 localization in cilia. IMCD3 cells with inactivation of PC1^49^ also failed to show Glis2-EGFP expression in cilia (Supplementary Fig. 8e, f and Supplementary Movies 2, 3). These data show that Glis2 is localized to the nucleus but is not detectable in cilia and the latter is unaffected by *Pkd1* mutation status.

To allow comprehensive evaluation of changes in *Glis2* protein expression, we developed and validated a polyclonal antibody to Glis2 (Supplementary Fig. 9a–d). The anti-Glis2 antibody (YNG2) recognizes epitope tagged over-expressed mouse and human Glis2 by immunoblotting (Supplementary Fig. 9a, b). The specificity of YNG2 is further indicated by detection of native Glis2 in nuclear fractions of cell lines and tissue lysates from kidneys of wild type mice, but not in kidney cell lines and lysates from *Glis2* null mice^50^ (Supplementary Fig. 9c, d). The bulk of Glis2 protein in both cultured cells and kidney tissue lysates is expressed in the nucleus, with little detected in the cytosolic fraction (Supplementary Fig. 9c, d). We next used the developing kidney to evaluate correlation of native tissue mRNA^51^ and protein expression for *Glis2*. *Glis2* showed elevated expression of both transcript and protein in postnatal kidneys at P1 and P10 followed by downregulation of both transcript and protein at P20 and P40 (Fig. 3b, c). Next, we examined Pkd genotype dependence of *Glis2* expression in primary cells cultured from kidneys of mice with allele combinations that allowed for conditional inactivation of target genes following in vitro treatment with doxycycline. All cells were studied under conditions that promoted cilia formation prior to mRNA and protein extraction. Primary cell cultures from kidneys of *Pkd1*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ (Fig. 3d, e) and *Pkd2*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ (Fig. 3f, g) mice were treated with doxycycline in cell culture to induce inactivation of the respective Pkd gene (Fig. 3g and Supplementary Fig. 10). *Glis2* transcript expression increased in both *Pkd1* and *Pkd2* knockout cells compared to cells not treated with doxycycline (Fig. 3d, f). Doxycycline treatment alone, without Pkd gene knockout had no effect on *Glis2* expression. *Pkd1* mutant primary cells also showed upregulation of *Pkd2* transcripts, reproducing another feature of the in vivo TRAP RNASeq and published data^42^ (Fig. 3d). *Pkd1* transcript expression was upregulated following *Pkd2* inactivation in the primary cell system suggesting possible coordinate transcriptional regulation of the polycystin genes (Fig. 3f). At the protein level, Glis2 showed increased nuclear expression following doxycycline induced *Pkd1* or *Pkd2* inactivation (Fig. 3e, g).

Primary cell cultures were also produced from kidneys of littermate mice with genotypes supporting inducible in vitro inactivation of *Pkd1* alone or *Pkd1* and *Kif3a* (Pkd1+cilia) together. These cells required longer time in culture after doxycycline treatment to allow for disappearance of cilia (Supplementary Fig. 11a). Cells with *Pkd1* inactivation alone again showed upregulation of both transcript and protein expression for *Glis2* and *Pkd2* (Fig. 3h, i). Cells with dual inactivation of Pkd1+cilia showed no difference in expression of either *Glis2* or *Pkd2* compared to control cells without *Pkd1* knockout (Fig. 3h, i). Suppression of Glis2 protein expression was also observed with *Pkd2* and *Ift88* (cilia) double knockout cells compared to *Pkd2*-only knockout primary cultures (Fig. 3j and Supplementary Fig. 11b). Adult inducible *Pkd1* and *Tulp3* double knockout mice have a similar suppressive effect on kidney cyst formation as Pkd1+cilia knockouts, but without loss of cilia^20^. Glis2 and PC2 protein expression in *Pkd1*;*Tulp3* double knockout cells remained unchanged from non-knockout controls further supporting the strict correlation of Glis2 levels in vitro with polycystin-dependent cyst forming potential in vivo (Fig. 3k). *Glis2* transcript and Glis2 protein expression are molecular markers that recapitulate the “CDCA pattern” in vitro.

Finally, we performed in vivo validation experiments using mouse kidney tissues in two different models to determine whether changes in protein expression correlated with changes in transcript levels. In the first model, kidney tissue lysates from *Pkd1*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ mice showed increased Glis2 protein as well as PC2 expression following doxycycline induced *Pkd1* knockout compared to mice with the same genotype that did not have doxycycline induced knockout (Fig. 3l). This knockout-dependent change in expression was abrogated in doxycycline treated *Pkd1*^*fl/fl*^; *Kif3a*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ double knockout mouse kidney lysates (Fig. 3l). The increase in Glis2 protein expression following *Pkd1* inactivation in *Pkd1*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ mice was primarily in the nuclear fraction of the tissue (Fig. 3m). In the second model, Glis2 protein upregulation in response to Pkd1^KO^ was markedly suppressed in *Pkd1*^*fl/fl*^; *Tulp3*^*fl/fl*^; *Pax8*^*rtTA*^*; TetO*^*Cre*^ mice following dual gene inactivation that is known to prevent cyst progression in adult inducible models^20^ (Fig. 3m). In aggregate, these data confirm the strong “CDCA pattern” correlation between Glis2 protein nuclear expression and propensity for cyst formation in vivo. We conclude that polycystin dependent transcriptional changes in *Glis2* manifest as correlated changes in protein expression with most of the protein showing nuclear localization in vivo and in vitro. *Glis2* shows genotype and phenotype dependent changes in expression in both *Pkd1* and *Pkd2* primary kidney cells that recapitulate the expression changes discovered by the TRAP RNASeq studies in vivo. *Glis2* transcript and protein expression changes in primary cells are an in vitro surrogate indicator of in vivo cyst forming potential resulting from polycystin inactivation.

### Inactivation of *Glis2* slows cyst progression in mouse models of ADPKD

To investigate whether *Glis2* has a phenotypic effect in ADPKD, we used a series of mouse allele combinations to determine whether inactivation of *Glis2* affected polycystin-dependent cyst progression. We first introduced a knock-out allele of *Glis2* ^50^ into the early-onset *Pkd1*^*fl/fl*^*;Pkhd1*^*Cre*^ mouse model^41^ (Fig. 4a–d and Supplementary Fig. 12). *Pkhd1*^*Cre*^ results in complete inactivation of *Pkd1* in principal cells of the collecting duct by P7^19^. Mice have significant polycystic kidney disease at P24 manifest by the structural parameters of increased kidney-to-body weight ratio and percent cystic area (cystic index) and the kidney functional measure of increased blood urea nitrogen (BUN)^19^. *Glis2* null mice at that age show subtle microscopic changes of mild cortical tubule atrophy and thickening of the glomerular basement membrane with normal BUN^50^. *Glis2*^*−∕−*^*; Pkd1*^*fl/fl*^*; Pkhd1*^*Cre*^ were significantly protected from polycystic kidney disease compared to *Pkd1*^*fl/fl*^*; Pkhd1*^*Cre*^ mice at P24 (Fig. 4a–d and Supplementary Fig. 12). We further evaluated the durability of this rescue by examining mice with these same allele combinations at P49 (Supplementary Fig. 13). Germline null *Glis2* supported persistent relative improvement of polycystic kidney disease with normal kidney-to-body weight ratio and significantly milder cystic index and BUN elevation when compared to *Pkd1*^*fl/fl*^*; Pkhd1*^*Cre*^ mice at P49. To examine whether the protective effect of *Glis2* loss on cyst growth is also applicable to other nephron segments as would be expected of factors related to CDCA, *Glis2*^*−∕−*^ knockout was combined with *Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ in another early onset mouse model. Oral doxycycline was administered to nursing female mice from P0–P14 and kidneys of the progeny litter were analyzed at P14^20^. Absence of *Glis2* resulted in significant protection from cyst growth following *Pkd1* inactivation as indicated by significant improvements in kidney-to-body weight ratio, cystic index and BUN levels (Fig. 4e–h and Supplementary Fig. 14). These findings suggest that elevated expression of *Glis2* is a permissive factor for cyst progression in vivo and absence of *Glis2* improves renal prognosis in early onset ADPKD models based on *Pkd1*.

**Fig. 4:**
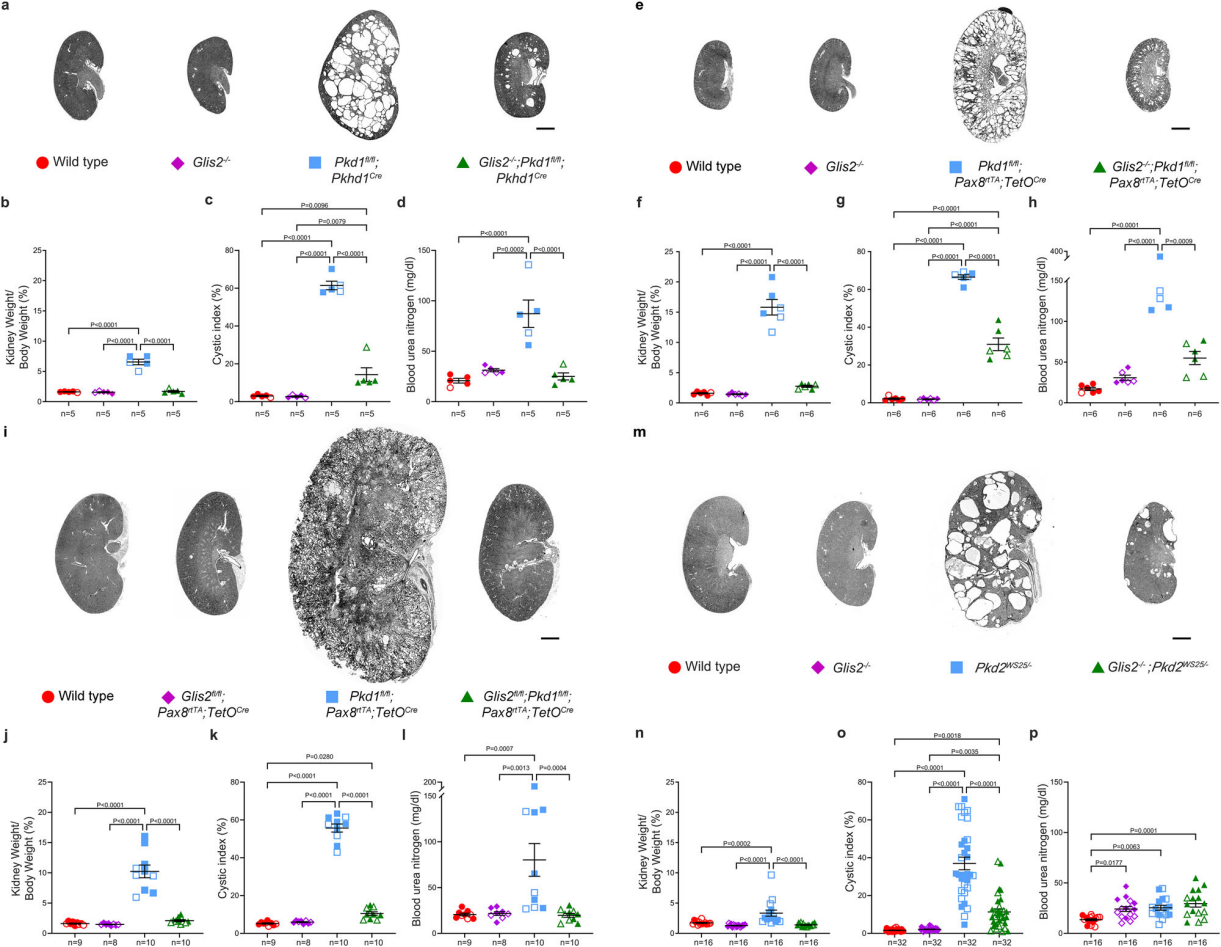
*Glis2* inactivation suppresses progression in mouse models of polycystic kidney disease. **a**, **e**, **i**, **m** Representative images of kidneys with the specified genotypes and **b**–**d**, **f**–**h**, **j**–**l**, **n**–**p** show corresponding kidney structural (**b**, **f**, **j**, **n** kidney weight to body weight ratio; **c**, **g**, **k**, **o** cystic index) and functional (**d**, **h**, **l**, **p** blood urea nitrogen) measures for male (closed symbols) and female (open symbols) mice. *n*, number of mice except in (**o**), where it is the number of kidneys. Multiple-group comparisons were performed by one-way ANOVA followed by Tukey’s multiple-comparison test, presented as mean ± s.e.m. **a**, **e**, **i**, **m** Scale bars, 1 mm. **a**–**d** *Pkd1* models based on the collecting duct selective *Pkhd1-Cre* at P24. Genotypes in (**b**–**d**) correspond to symbol color and shape coding in (**a**). **e**–**h** *Pkd1* models based on *Pax8*^*rtTA*^ induced with oral doxycycline from P1–14 and examined at P14. Genotypes in (**f**–**h**) correspond to symbol color and shape coding in (**e**). **i**–**l** *Pkd1* models based *Pax8*^*rtTA*^ induced with oral doxycycline from P28–42 and examined at 18 weeks. Genotypes in (**j**–**l**) correspond to symbol color and shape coding in (**i**). **m**–**p** *Pkd2* models based on the *Pkd2*^*WS25*^ allele examined at 14 weeks. Genotypes in (**n**–**p**) correspond to symbol color and shape coding in (**m**). Source data for exact values are provided as a Source Data file. Additional data are provided in Supplementary Figs. 12–18.

Cyst growth in adult onset ADPKD models is slower than in early onset models^52,53^ and may more closely reflect the course of ADPKD in most patients. Since germline null *Glis2*^*−∕−*^ mice develop progressive nephronophthisis-like chronic kidney disease that is evident at 4 months age^50^, we developed an inducible conditional *Glis2*^*fl/fl*^*; Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ model to evaluate the effects of contemporaneous *Glis2* inactivation on cyst growth in later onset mouse models. All mice were administered doxycycline from P28–P42, and severity of polycystic kidney disease was examined at 18 weeks age. Unlike germline null *Glis2* inactivation, inducible inactivation of *Glis2* alone beginning at P28 did not result in any discernible kidney phenotype when assessed for structural changes and evidence of collagen deposition at 18 weeks (Supplementary Fig. 15a, b). *Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ mice at 18 weeks showed the expected structural and fibrotic changes of polycystic kidney disease along with elevated BUN indicative of kidney function impairment (Fig. 4i–l and Supplementary Figs. 15c–f and 16). *Glis2* and *Pkd1* double mutant mice showed a much milder phenotype than *Pkd1* single mutants at 18 weeks age when evaluated by kidney-to-body weight ratio, cystic index, BUN and histologic criteria (Fig. 4i–l and Supplementary Figs. 15c–f and 16). *Glis2* and *Pkd1* dual inactivation was accompanied by normalization of kidney epithelial cell proliferation measured by EdU incorporation and Ki67 in both proximal and distal nephron segments compared to cystic *Pkd1* single mutants (Supplementary Fig. 17). Germline inactivation of *Glis2* also results in senescence in kidney epithelial cells^54^. We used senescence-associated β-galactosidase (SA-β-gal) staining and qRT-PCR for *Cdkn1* and *Cdkn2a* to determine whether cellular senescence occurs in kidneys of 18-week-old mice with adult inducible inactivation of *Glis2* (Supplementary Fig. 18). *Glis2*^*ΔEx3/ΔEx3*^ null mice, using the germline null allele generated from our *Glis2*^*fl*^ allele, showed extensive cortical SA-β-gal staining and elevated mRNA levels for *Cdkn1a* and *Cdkn2a* confirming previous reports of increased cellular senescence in *Glis2* germline null mice (Supplementary Fig. 18a, b, f, g)^54^. Kidneys from *Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ mice showed only occasional cysts with SA-β-gal staining and no increase in *Cdkn1a* or *Cdkn2a* mRNA expression (Supplementary Fig. 18c, f, g). This sporadic SA-β-gal staining may indicate increased lysosomal activity in a few cysts, but is not specific for increased senescence, which is not present at the whole organ level. Adult *Glis2*^*fl/fl*^*; Pkd1*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ double knockout and *Glis2*^*fl/fl*^*; Pax8*^*rtTA*^*; TetO*^*Cre*^ single knockout kidneys did not show any evidence of SA-β-gal staining or elevated *Cdkn1a* and *Cdkn2a* transcript expression (Supplementary Fig. 18d–g). These findings indicate that the association of *Glis2* inactivation with epithelial cell senescence in the kidney is a feature of germline null nephronophthisis phenotypes and not a feature of postnatal kidney tubule selective inactivation of *Glis2*. Overall, adult inducible tubule specific inactivation of *Glis2* in kidney epithelial cells suppresses kidney cyst growth following *Pkd1* inactivation without evidence of untoward effects on kidney structure or function.

Finally, CDCA related factors are expected to affect ADPKD due to *Pkd2* as well as *Pkd1*^19^. We examined the effects of *Glis2*^*–∕–*^ null alleles on polycystic kidney disease progression in the *Pkd2*^*WS25/−*^ model^55^. The spontaneous stochastic second hit mutations in *Pkd2*^*WS25/−*^ most closely recapitulate the mechanism of human ADPKD. Since there is no Cre recombinase in this model, we used the *Glis2*^*−∕−*^ null mice. We selected 14 weeks as the endpoint for the analysis to allow enough time for the highly variable *Pkd2*^*WS25/−*^ model to develop polycystic kidney disease while limiting the progressive chronic kidney disease that occurs in Glis2^−∕−^ mice^50^. *Glis2*^*−∕−*^*; Pkd2*^*WS25/−*^ mice showed reduced cyst growth in kidneys as reflected by significant reduction in kidney-to-body weight ratio and cystic index (Fig. 4m–p and Supplementary Fig. 19). The same degree of mild impairment of kidney function was observed in *Glis2*^*−∕−*^, *Pkd2*^*WS25/−*^ double mutant mice as in the respective single mutant *Glis2*^*−∕−*^ and *Pkd2*^*WS25/−*^ mice. The underlying impairment of kidney function caused by the *Glis2*^*−∕−*^ null mutation precludes clear interpretation of the effects in *Glis2*^*−∕−*^*; Pkd2*^*WS25/−*^ mice, but the absence of an additive worsening of BUN in *Glis2*^*−∕−*^*; Pkd2*^*WS25/−*^ mice is permissive for the interpretation that renal impairment due to polycystic kidney disease was limited with the reduction in cyst growth. *Glis2* inactivation is effective in reducing polycystic kidney disease progression in adult models based on both *Pkd1* and *Pkd2*. The *Pkd* genotype-dependent changes in *Glis2* transcription and protein expression have a causative role in progression of polycystic kidney disease that can be ameliorated by inactivation of the *Glis2* gene.

### *Glis2* is a target for therapy in ADPKD

We next sought to evaluate whether *Glis2* is a suitable target for preclinical pharmacological intervention to reduce polycystic kidney disease progression. We designed an optimized antisense oligonucleotide (ASO)^56^ targeting degradation of mouse *Glis2* (Glis2-ASO) and a scrambled sequence control ASO (control-ASO). Since ASO are most effectively taken up in the proximal tubule in the kidney^57,58^, we tested the Glis2-ASO effect in the tamoxifen inducible *Pkd1*^*fl/fl*^*; UBC*^*Cre-ERT2*^ model^19^ which only has Cre activity in the proximal tubule in the kidney when evaluated with the *ROSA*^*mT/mG*^ reporter (Supplementary Fig. 20). Mice received daily intraperitoneal (IP) tamoxifen from P28-P35 to inactivate *Pkd1* in proximal tubule cells. Mice were treated with control- or Glis2-ASO at a dose of 50 mg/kg by IP injection from 5 weeks of age to 18 weeks age. Mice were injected twice during week 5 and then once per week thereafter for a total of 15 doses; polycystic kidney disease progression was examined at 18 weeks of age. Kidneys of Glis2-ASO treated mice had significantly reduced kidney-to-body weight ratio, cystic index, and BUN (Fig. 5a–d and Supplementary Fig. 21). The data showed statistically significant improvement with Glis2-ASO compared to control-ASO treatment with both sexes combined. However, the previously reported sex dimorphism in *Pkd1* disease severity in adult mouse models^37^ notably affected the distribution of the results. Male mice developed severe polycystic kidney disease with mean kidney-to-body weight ratio ~8.8% that was associated with mean cystic index ~48% and BUN 77 mg/dl in control-ASO treated mice. These parameters were significantly improved by Glis2-ASO treatment to respective means of ~4.3%, ~25% and 43 mg/dl in the male mice (Supplementary Fig. 22a–c). Female mice developed minimal polycystic kidney disease with mean kidney-to-body weight ratio of only ~3.3%, cystic index ~22% and BUN 29 mg/dl. These parameters all decreased slightly to ~2.6%, ~19% and 27 mg/dL, respectively, with treatment but the findings were not powered to achieve statistical significance in female mice given the mild control-ASO treated disease state (Supplementary Fig. 22d–f).

**Fig. 5:**
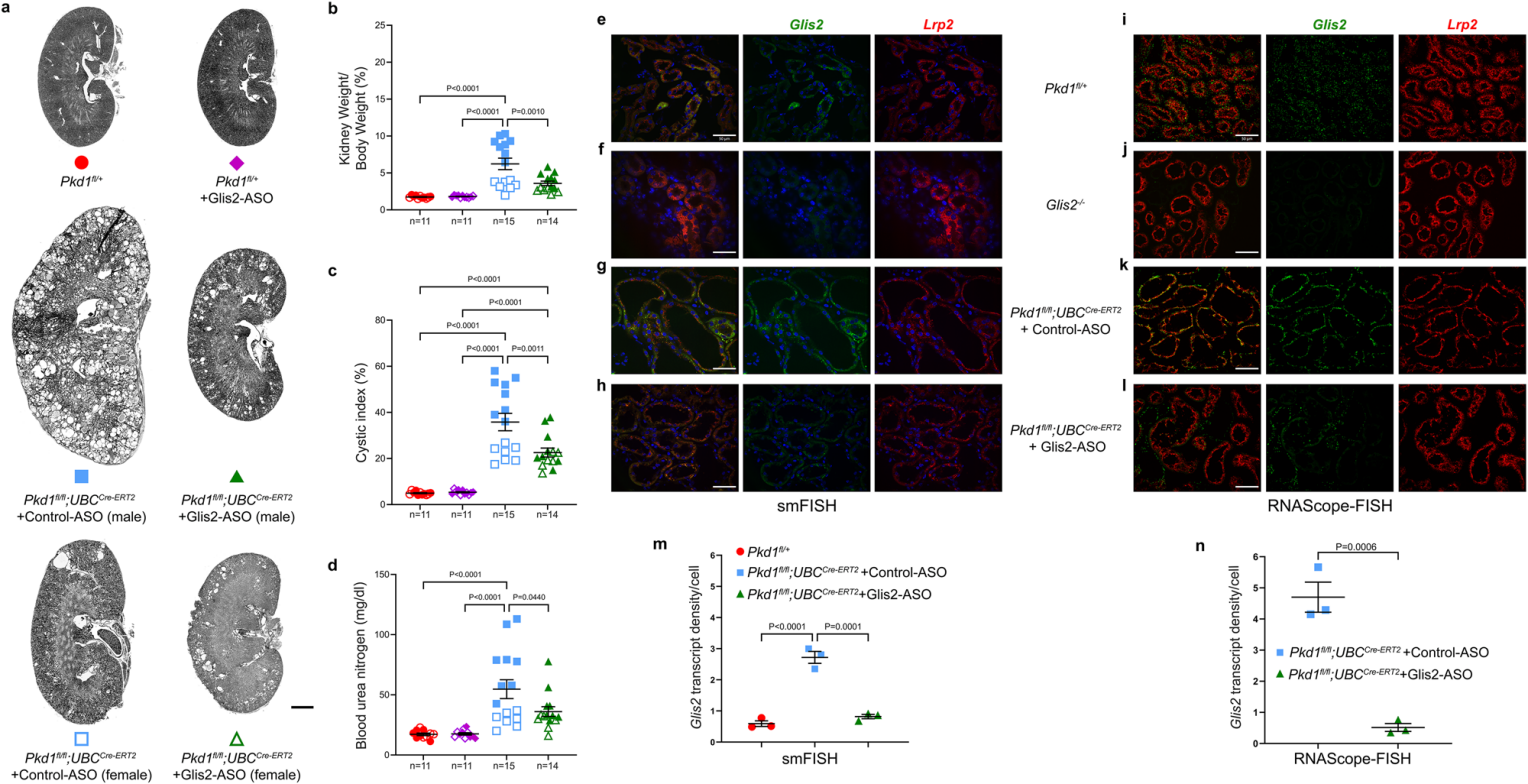
*Glis2* antisense oligonucleotide (ASO) reduces kidney cyst growth in an adult onset ADPKD model. **a** Representative kidney images, **b** kidney weight to body weight ratio, **c** cyst index and **d** blood urea nitrogen from mice with the indicated genotypes in (**a**) and matched symbol color and shape codes in (**b**–**d**) at 18 weeks age. *Pkd1* inactivation was induced with tamoxifen administration from P28–35 and control- or Glis2-ASO was administered twice in week 5 and then weekly through 18 weeks age. All mice received tamoxifen regardless of genotype. One group of noncystic controls also received Glis2-ASO; the other did not. **e**–**l** Representative images of two-color fluorescent in situ hybridization (FISH) for *Glis2* mRNA (green) and the proximal tubule marker gene *Lrp2* (red) encoding megalin. **b**–**d** Male mice, closed symbols; female mice, open symbols. *n* number of mice. **e**–**h** Single molecule FISH (smFISH); **i**–**l** RNAScope-FISH. *Glis2* expression is detected by both methods in control mouse kidneys (**e**, **i**) and the specificity of both probes is demonstrated by the absence of signal for *Glis2* in kidneys from *Glis2*^*−/−*^ mice (**f**, **j**). *Glis2* signal by both FISH methods is increased relative to control kidney in *Lrp2* positive proximal tubule derived cysts in mice treated with control-ASO (**g**, **k**). *Glis2* signal by both FISH approaches is decreased relative to control-ASO in proximal tubules of mice treated with Glis2-ASO (**h**, **l**). All mice, except (**f**, **j**), received tamoxifen IP daily from P28-35; all kidneys were examined at age 18 weeks. Treatment with Glis2-ASO significantly decreased *Glis2* mRNA levels in proximal tubules of *Pkd1*^*fl/fl*^*;UBC*^*Cre-ERT2*^ male mice compared to control-ASO treated counterparts when measured both smFISH (**m**) and RNAScope-FISH (**n**). *n* = 3 for all groups. Multiple-group comparisons (**b**–**d**, **m**) were performed by one-way ANOVA followed by Tukey’s multiple-comparison test. Comparison between two groups (**n**) was performed by one-tailed unpaired Student’s *t* test. All data are presented as mean ± s.e.m. Scale bar, 1 mm (**a**); 50 μm (**e**–**l**). Source data for exact values are provided as a Source Data file. Additional data are provided in Supplementary Figs. 19–24.

We assessed the “target engagement” efficiency of proximal tubule *Glis2* mRNA depletion by the Glis2-ASO compared to control-ASO in 18-week-old kidneys of male mice using two independent semiquantitative fluorescent in situ hybridization (FISH) approaches—single molecule FISH (smFISH) and RNAScope-FISH (Fig. 5e–n and Supplementary Fig. 23). Two color FISH with probes directed against the proximal tubule specific endocytic receptor megalin (*Lrp2*) allowed assessment of *Glis2* mRNA expression in the region of proximal tubule cells (Fig. 5e, i). The specificity of both FISH methods was confirmed by absence of hybridization of the *Glis2* probes on *Glis2*^*−∕−*^ null kidney tissue sections (Fig. 5f, j). Glis2-ASO treatment resulted in reduced *Glis2* FISH signal compared to control-ASO treatment by both detection methods (Fig. 5g, h, k, l). To quantitate these differences, regions of interest (ROI) near the proximal tubules in multiple images from kidney sections from control- and Glis2-ASO treated mice were manually selected based solely on the megalin FISH channel (Supplementary Fig. 23). The numbers of *Glis2* FISH signal points and the number of DAPI stained nuclei as a surrogate for cell numbers in these ROI were quantified using CellProfiler and the *Glis2* transcript density per cell was used for relative quantitation (Fig. 5m, n). Treatment with the Glis2-ASO significantly decreased *Glis2* mRNA in regions of the cortex expressing *Lrp2* (i.e., proximal tubules) when measured by both smFISH and RNAScope-FISH (Fig. 5m, n).

Glis2-ASO treatment in noncystic kidneys did not result in discernible evidence of senescence when evaluated by SA-β-gal staining (Supplementary Fig. 24a, b). Kidneys from *Pkd1*^*fl/fl*^*; UBC*^*Cre-ERT2*^ mice treated with control-ASO again showed occasional cysts with SA-β-gal staining as previously noted in untreated mice with polycystic kidney disease (Supplementary Fig. 24c). Glis2-ASO treated *Pkd1*^*fl/fl*^*; UBC*^*Cre-ERT2*^ mice showed similar presence of sporadic SA-β-gal cell staining that was qualitatively reduced compared to untreated cystic kidneys indicating that Glis2-ASO did not result in increased lysosomal activity as detected by SA-β-gal staining (Supplementary Fig. 24d). Finally, we assessed several additional markers of polycystic kidney disease severity in response to Glis2-ASO treatment in male mice. Cyst cell proliferation is a common feature of ADPKD. Male *Pkd1*^*fl/fl*^*; UBC*^*Cre-ERT2*^ polycystic mice treated with control-ASO showed increased proximal tubule cell proliferation measured by EdU incorporation and Ki67 staining, and this proliferation was significantly reduced in mice treated with Glis2-ASO (Fig. 6a–d). Polycystic kidneys are also characterized by inflammatory changes. The presence of increased interstitial macrophages in control-ASO treated cystic kidneys was significantly reduced following Glis2-ASO treatment (Fig. 6e, f). We had previously shown that the cytokine TNF-α and the NLRP3 inflammasome effector cleaved-caspase-1 are elevated in the interstitial regions of polycystic kidneys^36^. In keeping with these observations, control-ASO treated cystic kidneys showed elevated levels of the TNF-α and cleaved caspase-1; both were significantly reduced in mice treated with Glis2-ASO (Fig. 6g–j). Another hallmark of progressive polycystic kidney disease is tubulointerstitial fibrosis. The fibrotic response can be reduced or prevented in ADPKD but once it is established, it can result in irreversible kidney damage^36^. Control-ASO treated kidneys showed increased myofibroblast activation by immunoblotting and immunohistochemistry for α-smooth muscle actin (α-SMA) and platelet-derived growth factor receptor β (PDGFRβ) (Fig. 6k–n). Treatment with Glis2-ASO significantly reduced the levels of both markers of fibrosis compared to the control-ASO treatment (Fig. 6k–n). Overall, the studies presented validate a paradigm for in vivo translatome discovery in ADPKD preclinical models and show that upregulation of *Glis2* discovered by this approach is a marker for polycystin function both in vivo and in vitro. Beyond being a marker for polycystin activity, Glis2 is shown in preclinical studies to be therapeutic target for treatment of ADPKD.

**Fig. 6:**
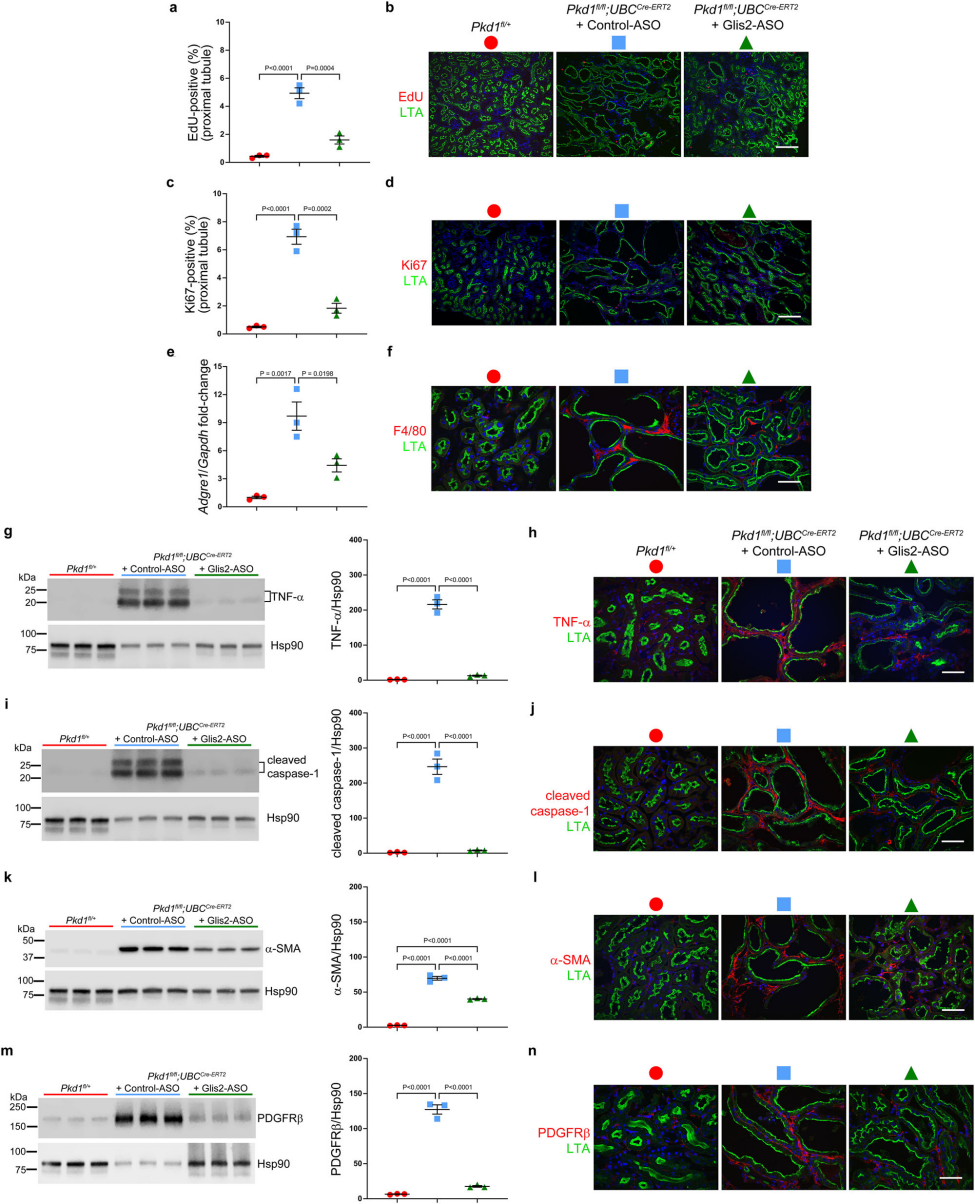
Glis2-ASO treatment decreases cyst cell proliferation, inflammation, and fibrotic changes in a model of ADPKD. **a**–**n** Analyses of kidney tissues from noncystic mice (red symbols) and polycystic *Pkd1*;*UBC*^*Cre-ERT2*^ mice treated with control-ASO (blue) or Glis2-ASO (green). All mice are male; all received tamoxifen from P28–35; treatment groups received the respective ASO from weeks 5 to 18. Kidney tissue was examined at 18 weeks. **a**, **c** Aggregate quantitative data and (**b**, **d**) representative images showing the percentage of EdU-positive nuclei (**a**, **b**) and Ki67-positive nuclei (**c**, **d**) in the Lotus tetragonolobus agglutinin (LTA) positive proximal tubules. **e** qRT-PCR for *Adgre1*, encoding F4/80, from kidney lysates normalized to *Gapdh*, expressed as fold-change relative to the mean for control kidneys which is set to 1.0. **f** Representative images of F4/80 expression near proximal tubules. Changes in inflammatory responses indicated by changes in TNF-α (**g**, **h**) and cleaved caspase-1 (**i**, **j**). Immunoblots are shown with quantitation using densitometric ratios (**g**, **i**) that include two bands each for TNF-α (**g**) and cleaved caspase-1 (**i**) normalized to Hsp90. Fold-change is shown relative to the mean of the ratio in the non-cystic samples, which is set to 1.0. Representative images of TNF-α (**h**) and cleaved caspase-1 (**j**). **k**–**n** Changes in fibrotic responses indicated by changes in α-SMA (**k**, **i**) and PDGFRβ (**m**, **n**) expression following control- or Glis2-ASO treatment. Immunoblots are shown with quantitation using densitometric ratios (**k**, **m**) for α-SMA (**k**) and PDGFRβ (**m**) normalized to Hsp90. Fold-change is shown relative to the mean of the ratio in the non-cystic samples, which is set to 1.0. Representative images of α-SMA (**l**) and PDGFRβ (**n**). **b**, **d**, **f**, **h**, **j**, **l**, **n** At least one section from 3 kidneys for each group was examined for all representative images. Scale bars: 150 µm (**b**, **d**); 50 μm (**f**, **h**, **j**, **l**, **n**). **a**, **c**, **e**, **g**, **i**, **k**, **m** Multiple-group comparisons were performed by one-way ANOVA followed by Tukey’s multiple-comparison test, presented as mean ± s.e.m. Full-length blots are provided as source data. Source data for exact values and images of uncropped blots are provided as a Source Data file.

## Discussion

The polycystins were initially discovered as complex, novel proteins with uncertain function. They were subsequently localized to the primary cilium. The precise molecular composition and function of the polycystin complex in primary cilia in the metanephric kidney remains incompletely understood. While many known cellular pathways have been shown to be altered in ADPKD, molecular mechanistic connections between these dysregulated pathways and polycystin function in cilia has been lacking (reviewed in refs. ^59–61^). The novel nature of the polycystins and of their organellar compartment, coupled with the absence of biological mechanistic precedents for connecting these features to in vivo phenotypes, suggest that critical functional relationships in the polycystin effector pathways are yet to be discovered. In the current study, we adopted strategies to produce an unbiased discovery platform based on early tubule cell-specific transcriptional changes specifically related to the in vivo propensity for *Pkd1*-dependent cyst formation. First, we used TRAP RNASeq to selectively capture the kidney tubule cell type-specific in vivo translatome only from cells with *Pkd1* inactivation^23,62^. Second, we used a tripartite comparison of genotypes that included Pkd1^KO^+cilia^KO^ double knockouts to enhance specificity for transcriptional changes associated with cyst formation which is markedly attenuated in Pkd1^KO^+cilia^KO^ kidneys despite inactivation of *Pkd1*^19,22^. Third, we selected a time point before discernible cystic tubule dilation following *Pkd1* inactivation to reduce the impact of non-cell autonomous “outside-in” signals. To increase the utility of these TRAP RNASeq and related data to the broader research community, we have set up the “Metabolism and Genomics in Cystic Kidney (MAGICK)” (https://pkdgenesandmetabolism.org/) website making the data readily browsable. The in vivo TRAP translatome derived in these studies should offer broad opportunities for focused hypothesis generation and discovery in polycystin- and cilia-related kidney phenotypes.

A transcriptional signature for PKD based on bulk RNASeq data and comprised of 1,515 commonly dysregulated genes (~7.5% of protein coding genes) has been previously proposed^63^. This set contained 92 transcription factors which included Glis2, although it was not prioritized^64^. The challenge with such broad gene lists is that it is difficult to prioritize focus for biological investigation and, because it is based on bulk RNASeq, it incorporates many changes in the polycystic kidney that are extrinsic to cyst cells. In an effort to further focus the gene set in the TRAP translatome, we applied parameters based on biological context. To identify the highest confidence minimal “CDCA pattern” transcriptional changes, we focused on DEG that were in common between male and female mice with the knowledge, confirmed in our current studies, that female mice are relatively phenotypically protected in cyst progression^37^. Notably, sex dimorphism as seen in adult mice is not observed in humans. In focusing on the highest confidence DEG that appear in both sexes in the TRAP, it is recognized that there are likely other genes that respond in the “CDCA pattern,” but which are excluded from our core list due to the stringency of our criteria. For example, male mice showed a strong cell cycle related transcriptional signature at 7 weeks, as we previously observed at 10 weeks in bulk RNASeq studies using *Pkd2* models^40^. The earlier appearance of the enhanced cyst cell proliferation phenotype in males may be correlated with the more rapid polycystic kidney disease progression in male mice. It can be hypothesized that this transcriptional signal will appear in female mice at a later stage when further progression toward cysts has occurred, but it is absent from our male-female overlap gene set at 7 weeks. The set of 167 DEG common to both sexes that follow the CDCA transcriptional pattern represents a high confidence set of early ADPKD-related in vivo alterations in the translatome, but not a comprehensive list.

The “CDCA pattern” DEG were further prioritized based on expression along the entire tubule with TPM > 1.0^31^. The latter subset of 73 DEG contained several genes with cilia-related functions as well as genes with undefined functions but with high degrees of statistical association with the “CDCA pattern”. The finding that among nearly 17,000 transcripts sequenced, the 73 DEG identified by the above unbiased paradigm included *Pkd2* provides a degree of assurance that this set of DEG contain transcripts with significant functional relevance to ADPKD pathobiology. Beyond that, several of these DEG retain *Pkd1* genotype-dependent differential expression in primary ciliated kidney cell cultures. The concordance of these in vitro expression patterns with the in vivo cell-specific transcriptional changes suggests that with further selection, optimization and validation, the “CDCA pattern” translatome will define a modest sized “multigenic transcriptional signature” for polycystin function as it relates specifically to polycystic kidney disease, agnostic to knowledge of specific functional mechanisms. This in vivo validated transcriptional signature can also be applied to validation of other polycystic kidney disease model systems such as organoids^65^.

*Glis2* was selected for biological validation based on its robust expression along the entire nephron, its association with a ciliopathic nephronophthisis phenotype and its strong statistical association with the “CDCA pattern” TRAP gene set. *Glis2* had not previously been considered a target of CDCA activity or an effector of polycystin-related functional pathways in ADPKD. Our finding and validation of *Glis2* in these roles highlights the value of the unbiased in vivo TRAP RNASeq approach to fill gaps in understanding of ADPKD mechanisms. Although *Glis2* has been implicated in an array of biological functions [e.g. refs. ^66,67^], it is best characterized in its role in the mammalian kidney^27,29^. We found that Glis2 protein expression is highest in the first two postnatal weeks in the mouse kidney, confirming that the previously reported increased transcript levels during development are correlated with protein levels^51^. Although of unknown significance, it is noteworthy that this pattern parallels the developmental regulation of polycystin-1 expression^68^ and the developmental switch in the pace of cyst growth following *Pkd1* inactivation^52^. Initial reports suggested that Glis2 may be localized in cilia in addition to the nucleus^33^, offering an attractive parallel with Gli transcription factors in the Hedgehog pathway; however, the cilia localization of Glis2 was not corroborated in later studies^69^ nor in the cilia proteome^70^ nor by our data. Glis2 has been proposed as a regulator of Hedgehog signaling required for maintaining kidney tubular cells in a differentiated state^51^; however, we have previously shown that the Hedgehog pathway has no role in ADPKD cyst progression in orthologous models^71^ so it is unlikely that this proposed role for Glis2 is related to its effector function in polycystin dependent signaling.

Interestingly, *Glis2* inactivation suppresses cyst formation due to loss of cilia in an early onset model of kidney selective inactivation of *Kif3a*^54^. While the cadence and mechanisms of cyst formation due to cilia inactivation differ from polycystic kidney disease resulting from inactivation of *Pkd1* or *Pkd2*^19^, this observation does raise the intriguing possibility that Glis2 may be a common downstream effector for both mechanisms. Although a speculative formulation, it is possible that the absence of cilia supports low-level activity of cellular effectors of CDCA due to a general loss of regulation; this contrasts with the strong maladaptive cyst-driving signal that CDCA emanating from intact cilia lacking polycystins offers. Glis2 may be an effector of both the high amplitude CDCA signal in ADPKD (intact cilia, absent polycystin) and the low amplitude signal that occurs when cilia are lost (absent cilia, intact polycystin). Such a hypothesis raises the possibility that transcriptional targets of Glis2 are common elements of kidney cyst formation from diverse genetic causes.

*Glis2*^*−∕−*^ mice develop progressive nephronophthisis-like tubulointerstitial fibrotic kidney disease associated with epithelial cell senescence, but with relatively few reported extra-renal defects^33,50,54,67,72^. Similarly, patients with *NPHP7* develop early onset end stage kidney disease, and although it is possible that subtle extrarenal manifestations also occur, these have not been reported to date^33,34^. *Glis2* has been reported to be upregulated in mouse models of nonalcoholic steatohepatitis (NASH), and knockdown has reversed NASH associated transcriptional programs^66^. In our studies, kidney selective conditional inactivation of *Glis2* or systemic treatment with Glis2-ASO did not result in any discernible deleterious kidney phenotype. The absence of tubulointerstitial disease and changes suggestive of cellular senescence in *Glis2* adult inactivation and ASO inhibition models indicates that these features may only occur with homozygous germline null mutations when Glis2 is absent throughout development. Overall, these data leave open the possibility that pharmacological inhibition of *Glis2* in adults may be well tolerated both systemically and in the kidney.

One of the factors limiting progress in understanding polycystin function is the lack of in vitro model systems that reliably recapitulate in vivo polycystic kidney disease-related molecular phenotypes as a “readout”. Cultured cells are an adequate model for assessing trafficking and biophysical properties of polycystin proteins^73–75^. More complex systems such as three-dimensional cell culture^76^ or organoids^65,77^ that enable assessment of integrated biological phenotypes (i.e., cysts) have to date not enabled discovery of unique molecular events directly related to polycystin-dependent cyst formation in vivo. *Glis2* transcript and nuclear protein expression is an in vitro molecular readout that is directly correlated with genetic factors that determine in vivo cyst formation. Inactivation of either polycystin results in upregulation of Glis2 in vivo and in vitro while genetic interventions that suppress cyst growth in vivo, including mutation of several cilia-related genes, similarly suppress increased expression of Glis2 in vitro. These findings also show that the primary cell culture systems, grown under conditions that support cilia formation, recapitulate elements of the in vivo cilia dependent transcriptional phenotype associated with cyst formation. The discovery of the value of both the primary cells as an assay system and at least *Glis2* as a dependable, biologically relevant readout, should facilitate in vitro discovery screens for modulators of polycystin function.

A transcriptional change related directly to polycystin function as provided by *Glis2* does not necessarily indicate functional importance. We established the functional importance of *Glis2* in ADPKD pathogenesis through a series of genetic experiments in mouse models of ADPKD. Inactivation of *Glis2* suppressed cyst formation in two early onset models of ADPKD based on *Pkd1* and two adult models based on either *Pkd1* or *Pkd2*. The protection in the adult inducible model of *Pkd1* was particularly complete and could be interpreted in the absence of confounding by the nephronophthisis phenotype that occurs in germline *Glis2*^*−∕−*^ mice. Since Glis2 is a transcription factor, it is reasonable to hypothesize that its effects on cyst growth are related to its transcriptional targets. Glis2 has been proposed to act as a transcriptional repressor^29,78^ although it is important to note that its function, like that of many transcription factors, may be context dependent. A critical next step will be to identify targets of Glis2 activity specifically in the context of inactivation of the polycystins. We also addressed an inherent limitation of models that use the Cre/*lox*P system which results in simultaneous inactivation of large swaths of contiguous cells along the kidney tubule. This mechanism differs from the more spatially discrete sporadic somatic inactivation events thought to underlie cyst initiation in human ADPKD. We used the *Pkd2*^*WS25/−*^ mice which develop cysts following sporadic random second hit events akin to the human disease to extend validation that *Glis2* inactivation suppresses cyst formation in non-Cre dependent models. These genetic interaction studies establish *Glis2* not only as a marker for CDCA, but also as an effector of CDCA. We do not have a direct mechanism connecting polycystin function to *Glis2* expression so there are certainly additional intervening molecular components of CDCA, some likely in cilia, that remain essential to identify. If these intervening steps involve signaling events linked to posttranslational modifications, for example, they will not be discovered by interrogating transcriptional changes. Nonetheless, knowledge of a second critical molecular component of CDCA downstream of polycystins, i.e., *Glis2*, offers a significant step forward in devising strategies to fill in the remaining gaps.

We assessed whether *Glis2* is a suitable therapeutic target in preclinical model systems. We found that an ASO mediating degradation of *Glis2* mRNA was effective in reducing polycystic kidney disease severity and attendant tissue level changes including cyst cell proliferation and inflammatory and pro-fibrotic changes in the kidney. These findings suggest that inhibition of *Glis2*, to an extent achievable by pharmacologic rather than genome level genetic inactivation, can significantly impact the course of ADPKD in an orthologous gene model system. Furthermore, a drug with specificity for *Glis2* may be tolerated given the limited known extra-renal effects even in a germline null background. There are a few notable elements to our preclinical study design. Since we anticipated that the ASO would be most effective in reducing *Glis2* transcripts in the proximal tubule^57,58^, we selected a model in which *Pkd1* was only inactivated in the proximal tubule in the kidney. Given that our *Glis2* dual genetic inactivation data was effective in reducing cysts in the proximal and distal nephron, we expect that compounds able to achieve *Glis2* inhibition along the entire nephron would likewise be effective in suppressing cyst growth along the entire nephron. Lastly, we began treatment with ASO soon after inactivation of *Pkd1* before cysts had formed. This choice eliminated potential confounding variation in drug availability in more advanced cysts that may not receive glomerular filtrate. This was beneficial in a proof-of-concept studies, but future studies should determine if inhibition of Glis2 at later stages of ADPKD can nonetheless slow disease progression.

Overall, this study fills several gaps in the ADPKD field. First, it provides a translatome dataset that most closely defines the early, cell autonomous in vivo changes associated with polycystic kidney disease. Second, it identifies *Glis2* transcript and protein as an in vivo and in vitro marker of polycystin function specifically related to polycystic kidney disease progression. Third, it defines primary cells cultured from mouse kidneys as a validated in vitro system in which to assay Glis2 expression as an indicator of polycystin function. Fourth, it establishes *Glis2* as a functional target of CDCA cyst-promoting activity following polycystin inactivation. Finally, it offers a proof of concept that pharmacological targeting of *Glis2* can suppress polycystic kidney disease based on studies in preclinical models.

## Materials and methods

### Mouse strains and procedures

This research was conducted in strict accordance with the guidelines and regulations for the care and use of laboratory animals as set forth by the Institutional Animal Care and Use Committee (IACUC) at Yale University. All experimental protocols involving animals were reviewed and approved by the IACUC. Efforts were made to minimize animal suffering and to reduce the number of animals used.

Following strains of mice were used in this study: *Pkd1*^*fl*^ ^41^, *Pkd2*^*fl*^ ^79^, *Kif3a*^*fl*^ ^80^, *Pax8*^*rtTA*^ (JAX Strain # 007176), *TetO*^*Cre*^ (JAX Strain # 006234), *Tulp3*^*fl*^ ^20^ (kindly provided by Karel Liem, Yale University), *Pkd2*^*+/−*^ ^81^, *Pkd2*^*WS25*^ ^55^, *Ift88*^*fl*^ (JAX Strain # 022409)^82^, *Glis2*^−*/−*^ ^50^, *UBC*^*Cre-ERT2*^ (JAX Strain # 008085), *Pkhd1*^*Cr*e^ ^83^, *ACTB*^*Cre*^ (JAX Strain # 003376), *ACTB*^*Flp*^ (JAX Strain # 005703), *ROSA*^*mT/mG*^ (JAX Strain # 007676), *R26*^*Rpl10a*^ (JAX Strain # 024750). *Glis2*^*fl*^ mice were produced in this study. Three *Glis2*-targeted *Glis2*^*tm1a(EUCOMM)Hmgu*^ embryonic stem (ES) cell lines (HEPD0539_2_B10; HEPD0539_2_D09; HEPD0539_2_G11) were obtained from the European Mouse Mutant Cell Repository (EuMMCR, Munich, Germany). All three ES cell lines have identically targeted *Glis2*, which in its final form has exon 3 is flanked by l*oxP* sites. Two ES cell clones (HEPD0539_2_B10, HEPD0539_2_D09) were expanded and injected into blastocysts to obtain founders. F1 progeny with the *Glis2* targeted allele were crossed with *ACTB*^*FLP*^ mice to remove the LacZ-neomycin cassette through the germline. An exon 3 deleted *Glis2*^*ΔEx3-*^ null allele was obtained from *Glis2*^*fl*^ by mating with *ACTB*^*Cre*^. Mating strategies for allele combination and doxycycline and tamoxifen Cre induction protocols have been previously described^19,36^. All strains were backcrossed at least four generations with C57BL/6J and are expected to be at least 90% congenic C57BL/6J. Mice of both sexes were used. All animals were maintained in secure, intact, clean, fully assembled, barcoded, static micro-isolator cages. Temperature was maintained between 20 °C and 26.1 °C and humidity between 30% and 70%, with 12 h:12 h light:dark cycles. All animals were used in accordance with scientific, humane, and ethical principles and in compliance with regulations approved by the Yale University Institutional Animal Care and Use Committee (IACUC). Genotyping was done on DNA isolated from toe clips. Mice were euthanized according to standard protocols approved by Yale IACUC. Experimental mice were euthanized with ketamine (100 mg/kg) and xylazine (10 mg/kg). Blood was collected by ventricular puncture. One kidney was snap-frozen for protein and mRNA extraction, and the other kidney was fixed in situ by perfusion through the heart with 4% paraformaldehyde (PFA, MP Biomedicals, Cat. no. 0215014601) in 1× PBS. Sera were separated using Plasma Separator Tubes with lithium heparin (BD Biosciences, BD Vacutainer, Cat. No. 364606). Serum urea nitrogen was analyzed by the George M. O’Brien Kidney Center at Yale. Genotyping primer sequences are provided in Supplementary Data 5.

### Copy number determination of Pax8^rtTA^ and TetO^Cre^

Mouse genomic DNA was diluted to 50 ng/μl and mixed with iTaq Universal SYBR Green Supermix (BioRad, Cat. no. 1725121) and qPCR primers specific to *Pax8*^*rtTA*^ or *TetO*^*Cre*^ and 18S rRNA. The primer sequences used were:

Pax8E1QF15’-GGGAAGAGAAGGGTTGAAGG-3’

Pax8E1QR15’-ACTCAGCAGGCCAGGAAGTA-3’

TetCreQF25’-CACGCTGTTTTGACCTCCAT-3’

TetCreQR25’-CTCTGCCCCTCGACTCTAGA-3’

qPCR was performed with a CFX96 Touch Real-Time PCR Detection System (BioRad). The expression of *Pax8*^*rtTA*^ and *TetO*^*Cre*^ was normalized to *18S* by the 2^−ΔΔCT^ method.

### Pkd1 deletion efficiency in kidney tissues

Mice were euthanized and one kidney was snap-frozen in liquid nitrogen. DNA was extracted with DNeasy Blood & Tissue kit (Qiagen, Cat. no. 69504). DNA concentration was measured by Nanodrop 2000 (Thermo Fisher Scientific, Cat. no. ND2000). An equal starting amount of DNA (50 ng/μl) was used for all samples. A common forward primer (Pkd1X1F1) was designed to the region upstream of the first *loxP* site within intron 1. A reverse primer (Pkd1X1R1) was designed to the region immediately downstream of the first *loxP* site also within intron 1. A second reverse primer (Pkd1X2R4) was designed to the region downstream of the second *loxP* site within intron 4. The following primer were used in *Pkd1* deletion efficiency assay:

Pkd1X1F1: 5’-TCACGGAAGAGCAGCCTGCCTT-3’

Pkd1X1R1: 5’-TCTGTGTACTGGGGCACAGCCT-3’

Pkd1X2R4: 5’-AGCACCTGAGCTGTTGTCAGGG-3’

*Cre* activation results in deletion of exons 2 to 4 of *Pkd1*. The product from primer set Pkd1X1F1/ Pkd1X1R1 yields a 119 bp PCR in wild type (no *loxP*) DNA and a 319 bp in the undeleted *loxP* allele. Pkd1X1F1/ Pkd1X2R4 will result in a PCR product of 425 bp only obtained after Cre mediated recombination. The PCR products were resolved on a 1.5% (w/v) agarose gel (Sigma-Aldrich, Cat. no. A9539), imaged with ChemiDoc XRS+ Imaging System (BioRad, Cat. No. 1708265) and the intensity of the PCR bands in captured TIFF images were quantitated using ImageJ (NIH). A ratio of the densitometric intensity of the *loxP*-deleted 425 bp band to the sum of the densitometric intensities of the *loxP*-undeleted 319 bp band plus the deleted 425 bp band was taken as indicating the deletion efficiency for each sample.

### Translating ribosome affinity purification (TRAP)

TRAP was performed largely by the method described by^62^ with a few modifications. Briefly, fresh kidney in lysis buffer [20 mM HEPES-KOH (Fisher Scientific, Cat. no. AAJ16924AE), 5 mM MgCl_2_ (Thermo Fisher Scientific, Cat. no. AM9530G), 150 mM KCl (Thermo Fisher Scientific, Cat. no. AM9640G), 0.5 mM DTT (AmericanBio, Cat. no. AB00490-00005), Mini Complete EDTA-Free Protease inhibitor (Roche, Cat. no. 11873580001), 100 µg/ml Cycloheximide (Sigma-Aldrich, Cat. no. C7698), 40 U/ml RNasin Plus Ribonuclease Inhibitor (Promega, Cat. no. N2615), and 20 U/ml SUPERase•In RNase Inhibitor (Thermo Fisher Scientific, Cat. no. AM2696)] was homogenized using a bead mill homogenizer (Precellys® evolution, Bertin Instruments) at 5500 rpm for 20 s twice with 1 min ice-bath in between. The homogenate was then centrifuged at 2000 × *g* at 4 °C for 10 min and the soluble fraction was mixed with 10% NP-40 (Thermo Fisher Scientific, Cat. no. 28324) prior centrifugation at 20,000 × *g* at 4 °C for 10 min. The supernatants of the homogenates were mixed with anti-GFP monoclonal antibodies (Monoclonal Antibody Core Facility, Memorial Sloan-Kettering Cancer Center, New York, Cat. no. Clone: 19C8 and 19F7) pre-conjugated to magnetic beads (Dynabeads MyOne Streptavidin T1, Thermo Fisher Scientific, Cat. no. 65601) for overnight immunoprecipitation at 4 °C with gentle rotation. The magnet bound fraction was washed three times with 1 M KCl buffer containing 20 mM HEPES-KOH (pH 7.4), 5 mM MgCl_2_, 1 M KCl, 1% NP-40, 0.5 mM DTT and 100 µg/ml Cycloheximide. Any residual DNA was removed with DNase I digestion (Qiagen, Cat. no. 79254) and RNA was isolated with RNeasy MinElute columns (Qiagen, Cat. no. 74204). The RNA eluted in RNase-free water were stored at -80^o^C until sequencing. mRNA library preparation and sequencing were performed by the Yale Center for Genome Analysis. The sequencing library was prepared using the ribosomal depletion method (KAPA RNA HyperPrep Kit with RiboErase, Roche) and sequencing was run on Illumina’s NovaSeq 6000 platform using 150 bp paired end reads with read depth 100 million reads per sample.

### TRAP RNASeq analysis

Raw TRAPSeq fastq files were processed using fastq tool (version 0.20.0)^84^. Sequencing reads with low-quality bases were trimmed or filtered with the default settings. Cleaned reads were aligned using STAR (version 2.7.9)^85^ with the mouse reference genome gencode version GRCm38.p6 with vM25 gene annotation. Expression quantification for aligned reads was performed using featureCounts (version 2.0.0)^86^. We used an expression threshold of ≥6 read counts in at least 20% of samples for each sex; genes not meeting this expression threshold were eliminated from downstream analyses. The filtered read counts matrix was normalized by the transcripts per million (TPM) method. Detection of differentially expressed genes was performed using R package DESeq2 (version 1.30.1)^87^ and the Benjamini–Hochberg procedure was used for multiple test correction with FDR ≤ 0.05 used as the significance threshold for detection of differentially expressed genes (DEG). The DEGs in the Pkd1^KO^ mutant that when compared to the noncystic and Pkd1^KO^+cilia^KO^ have the same change direction were defined as “CDCA pattern” DEGs. Heatmaps were generated using the “pheatmap” package in R, with genes and samples hierarchically clustered using the Pearson correlation method. For the heatmaps generated from microdissected kidney tubule bulk RNASeq data^31^, CDCA pattern genes were first ranked based on how many of the 14 microdissected tubule segments showed expression TPM > 1.0, and then further sorted by their significance level (adjusted *p* value) in the comparison between Pkd1^KO^ and noncystic male samples. The analysis pipeline scripts are available at: https://github.com/StefanSomloLab/TRAPseq.

### Primary cell culture

Primary cells from kidney were isolated using enzymatic digestion procedures. Briefly, adult mouse kidney tissue was collected and minced into small pieces maintaining sterile conditions. Minced tissue pieces were transferred to GentleMACS C-tube (Miltenyi Biotech, Cat. no. 130093237) containing 5 ml of freshly prepared dissociation buffer (DMEM containing D, P, A, Y enzymes). The C-tube was inserted into GentleMACS Octo-Dissociator (Miltenyi Biotech, Cat. no. 130096427) and run with pre-set program “37 multi E 01” (run time of 30 mins). After cell dissociation, 5 ml of DMEM with 10% FBS was added to stop digestion, and the mixture was passed through 70 µm strainer followed by centrifugation at 400 × *g* for 10 min. The cell pellet was resuspended in REGM medium (Lonza, REGM Renal Epithelial Cell Growth Medium BulletKit, Cat. no. cc-3190) and cells were directly seeded for experiments. Cells were let attach for 48 h and then treated with doxycycline (Sigma, Cat. no. D9891-100G) 1 µg/ml for 72 h, followed by serum starvation in 0.1% FBS containing media for 24 h prior to preparation of protein or RNA. For quality control purposes, cells were seeded in parallel, treated similarly to experimental conditions and tested to assess Cre dependent deletion by genotyping after doxycycline treatment. All experiments were done with freshly isolated primary cells without passaging. This reduced the chance of increasing fibroblast overgrowth in the culture. Fibroblast overgrowth was observed in passaged primary cells. Epithelial composition of isolated primary cells was tested by immunofluorescence for epithelial, fibroblasts markers and lineage markers, e.g., ZO1, COL1A1, PAX2 and PAX8.

### Cell lines

Cell line generation from primary cells was performed using lentivirus of SV40 large T antigen (Gentarget, Cat. no. LVP016-Hygro). Hygromycin antibiotic was used for selection of the transduced and transformed cells. Cell lines were validated by genotyping and by protein analysis for target alleles. IMCD3 cells (ATCC CRL-2123) were cultured in DMEM/F12 (Thermo Fisher Scientific, Cat. no. 10565042) with 5% FBS. IMCD3-3F5, 3F6 *Pkd1* KO clones and the Cas9 parental line have been described previously^49^. IMCD3 cells were transduced with lentiviruses containing Glis2-EGFP or Glis3-EGFP to generate stable cells. HEK293T (ATCC CRL-3216) were cultured in DMEM high glucose (Thermo Fisher Scientific, Cat. no. 11965092) with 10% FBS. Cells were either transiently transfected with indicated plasmids or stable expression was performed using lentiviruses of the indicated constructs and appropriate selection antibiotic. All cell lines were serum starved 24 h in 0.1% FBS media prior experimentation.

### Generation of anti-Glis2 antibodies

Anti-Glis2 antibodies (named YNG2) were custom synthesized by Covance (now Labcorp Drug Development, NC, USA). Two rabbits were injected with 500 µg of each of two peptides corresponding to amino acids 31-46 and 462-476 of the mouse Glis2 sequence (NCBI Accession NP_112461) followed by three rounds of boosting. Serum was collected after final boost and antibodies were obtained from the pooled serum by peptide antigen affinity purification.

### Plasmids, transient transfection, and lentiviral infection

Mouse *Glis2* (NCBI Accession NM_031184) was cloned into several vectors with different epitope tag combinations: pLenti CMV GFP Blast (Addgene, Cat. no. #17445) with N-terminal V5 tag and C-terminal EGFP tag; pLVX-TetOne (Takara, Cat. no. 631846) with C-term FLAG tag; pHTC HaloTag® CMV-neo was used to clone *Glis2* with C-term Halo tag. Human *GLIS2* (NCBI Accession NM_032575) was purchased as GLIS2-HaloTag® human ORF in pFN21A (Promega, Cat. no. FHC03277). Mouse *Glis3* (NCBI Accession NM_175459) was cloned into pLenti CMV GFP Blast with C-term EGFP tag. The cilia marker Nphp3^(1-200)^-mApple was made by amplifying a fragment corresponding to amino acid 1-200 of mouse *Nphp3* (NCBI Accession NM_028721.3) from mouse kidney cDNA and combining it in-frame with mApple using PCR, followed by subcloning into a pCDH-Hygro vector which was modified from pCDH-EF1-MCS-IRES-Puro (System Biosciences). All constructs were validated by sequencing and immunoblot expression analysis. Transient transfection of HEK293T cells was done with Lipofectamine 2000 (Thermo Fisher Scientific, Cat. no. 11668030). Stable gene expression was achieved using lentivirus transduction and selection with appropriate antibiotic.

### Protein preparation, electrophoresis and immunoblotting

Total lysates from cell pellets or tissues were prepared for immunoblotting using 1x Red Loading Buffer Pack (Cell Signal Technology, Cat. no. 7723S) according to manufacturer’s instructions. Briefly, cell pellets or tissue were suspended in the buffer without DTT and sonicated three times, each in 10 pulses of 1–2 s, with a probe sonicator (Misonix, XL-2000; power setting 6). Protein amounts were quantified using a bicinchoninic acid assay (BCA) kit (Thermo Fisher Scientific, Cat. no. 23225). DTT was added to normalized concentrations of protein and samples were boiled for 5 min prior to SDS-PAGE. Fractionation of cells or tissue into cytosolic and nuclear parts was done using either NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo, Cat. no. 78833) with manufacturer’s instructions or by a non-kit method. For the latter, cells pellets were resuspended in ice cold lysis buffer containing 100 mM Tris pH 7.4, 20 mM NaCl, 10 mM EDTA, 0.1% Triton X-100 and incubated on ice for 5 min. For fractionation of tissues, tissue in the same lysis buffer was homogenized in a bead mill homogenizer (Precellys® evolution, Bertin Instruments) at 6800 rpm for 30 s twice with 1 min ice-bath in between. Cell or tissue lysates were resuspended and centrifuged at 21,000 × *g* for 5 min. The supernatant was transferred to a new tube and comprised the cytosolic fraction. The pellet was resuspended in 1X Red Loading buffer and followed the protein extraction steps described above.

Lysates were run on 4–20% Mini-PROTEAN TGS Precast Protein gels (Biorad, Cat. no. 4561094) for all except for PC1 western blots. PC1 western blots were run on NuPAGE 3-8% Tris-Acetate 1.5 mm Mini Protein gels (Thermo Fisher Scientific, Cat. no. EA0378BOX). Proteins were transferred either on Nitrocellulose membrane (Biorad, Cat. no. 1620115) or PVDF membrane (Biorad, Cat. no. 1620177). Precision Plus Protein™ Dual Color Standards (Biorad, Cat. no. 1610374) or PureView Prestained Protein Ladder (Azura Genomics, Cat. no. AZ-1142-2) were used as size markers. Ponceau S (SCBT, Cat. no. sc-301558) was used to reversibly stain membranes to determine loading and proper transfer from the gel to the membrane. Membrane stripping for re-probing was done using Restore PLUS Western Blot Stripping Buffer (Thermo Fisher Scientific, Cat. no. 46430). Briefly, membranes were washed with running water multiple times. Then, membranes were incubated with buffer enough to cover the membrane at 55 °C for 10 min followed by washing with running water multiple times. Membranes were then blocked with 5% non-fat dry milk for 10 min, followed by incubation with primary and secondary antibodies. Chemiluminescent signals from membranes were determined using either Clarity Western ECL Substrate (Biorad, Cat. no. 1705060) or SuperSignal Femto Maximum Sensitivity Substrate (Thermo Scientific, Cat. no. 34095) on Licor Odyssey Fc. A detailed listing of antibodies used is provided in Supplementary Data 5.

### RNA isolation and qRT-PCR

Total RNA from kidney and cells was isolated using either RNeasy Mini Kit (Qiagen, Cat. no. 74104) or Trizol (Themo Fisher Scientific, Cat. no. 15596026) based method followed by column purification. Cells were serum starved overnight before the day of RNA preparation. For tissue homogenization, kidneys were homogenized in Trizol by bead mill homogenizer (Precellys® Evolution, Bertin Instruments) at 6800 rpm for 30 s twice with 30 s in ice-bath in between. Two µg of total RNA was used for cDNA synthesis using iScript cDNA synthesis kit (Biorad, Cat. no. 1708890). Quantitative RT-PCR was performed using iTaq Universal SYBR green Supermix (Biorad, Cat. no. 18064022) or AzuraView Green Fast qPCR Blue Mix, LoRox (Azura Genomics, Cat. no. AZ2320) in CFX96 Touch Real-Time PCR detection system (Biorad, USA). *Gapdh* or *18s* was used for normalization. qRT-PCR primer sequences are provided in Supplementary Data 5.

### Immunocytochemistry and cystic index measurement

Immunocytochemistry was performed on primary cells, IMCD3 and HEK293T as per standard protocols. Cells were plated on 4-well chambered dishes (Cellvis, Cat. no. C4-1.5P). All adhered cells were washed gently two times with 1X PBS followed by fixation with 4% PFA in PBS for 20 min. Cells were washed 3 times with 1X PBS and permeabilized with 0.25% Triton X-100 for 5 min followed by blocking with 5% BSA in PBS. Primary antibody was diluted in 5% BSA and incubated at room temperature for 1 h. Cells were washed 3 times with PBS followed by secondary antibody in 5% BSA for 1 h at room temperature. Cells were washed another 3 times with PBS and Hoechst was added to stain nuclei. Microscopy of non-fixed live cells was done on adhered cells. Cells were washed in sterile conditions in 1X PBS and imaging was done on cells with 1X PBS to reduce autofluorescence from media. All images were acquired on Nikon Eclipse Ti (Nikon Instruments Inc, Japan) equipped with Yokogawa CSU-W1 spinning disc and Andor lasers (Andor Technology, UK). For movies, gamma correction was done to reduce background noise. For tissue immunohistochemistry, cryosections (5–7 μm) were used according to standard procedures. Cystic index was calculated as previously described^19^ using frontal plane sections of kidneys processed for hematoxylin and eosin and scanned by light microscopy under the control of MetaMorph software (Universal Imaging, version 7.7).

### Blood urea nitrogen (BUN) measurements

BUN was measured at the George M. O’Brien Kidney Center at Yale Core using Stanbio Urea Nitrogen (BUN) Procedure 0580 quantitative colorimetric determination of urea nitrogen in serum and plasma. The method is based on the diacetylmonoxime (DAM) methodology. Samples were read on the Excel Chemistry Analyzer (Stanbio Laboratory, Boerne Texas).

### Proliferation assays

Proliferation was measured by EdU incorporation and Ki67 staining. For EdU incorporation, mice received 50 mg/kg of 5-ethynyl-2’-deoxyuridine (Invitrogen, Cat. no. A10044) by intraperitoneal injection 4 h before euthanasia. Kidneys were fixed with 4% PFA overnight and embedded in OCT after 30% sucrose infiltration and processed for immunofluorescence. EdU staining was performed with Click-iT™ EdU Imaging Kit with Alexa Fluor™ 647 (Invitrogen, Cat. no. C10086,). KI-67 expression in kidney was detected with rabbit anti-Ki67 antibody (Thermo Fisher Scientific, RM-9106-S1, dilution 1:200). Numbers of EdU and Ki67-positive nuclei were counted amongst at least 1,000 DBA or LTA positive cells per animal.

### Senescence associated-β-Galactosidase (SA-β-Gal) staining in tissue

SA-β-Gal staining was done using the Senescence β-Galactosidase Staining Kit (Cell Signaling, Cat. no. 9860), adapted for tissue, according to manufacturer’s instructions. Briefly, kidneys were collected after perfusing mice with 4% PFA in 1x PBS followed by fixation in 4% PFA at 4 °C overnight. Following fixation, kidneys were treated with 30% sucrose solution in 1x PBS at 4 °C overnight and embedded in OCT compound. Frozen sections (5–7 μm) were air dried for 15 min and washed with 1x PBS three times, then incubated with fresh SA-β-Gal staining solution at 37 °C for 24 h. Sections were counterstained with Nuclear Fast Red solution (Statlab Medical Products, Cat. no. STNFR100).

### RNAScope multiplex fluorescent in situ hybridization (RNAScope-FISH)

RNAScope® Multiplex Fluorescent Kit v2 (Advanced Cell Diagnostics) was used to perform RNA-probe based fluorescent in situ hybridization (FISH) according to the manufacturer’s instructions. Briefly, 5–7 µm thick Tissue-Tek OCT Compound (Sakura, Cat. no. 4583) embedded cryosections of mouse kidneys were fixed in 4% PFA for 15 mins at 4 °C prior to serial dehydration for 5 min each with 50, 70 and 100% ethanol. Sections were then treated with hydrogen peroxide for 10 min at room temperature, followed by incubation in RNAscope target retrieval solution for 15 min at 98–102 °C and then treated with RNAscope Protease III for 30 min at 40 °C. RNA-specific probes targeting mouse *Glis2* (Mm-Glis2, Cat. no. 405621) and mouse megalin (Mm-Lrp2, Cat. no. 425881; Advance Cell Diagnostics Inc., USA) were incubated for 2 h at 40 °C. Sections were counterstained with DAPI, and mounted with fluorescent mounting media with anti-fading agent DABCO (Fluoro Gel with DABCO, EMS, USA). All the slides were kept at 4 °C prior to image acquisition. Images were obtained using a confocal microscope (Nikon Eclipse Ti, Japan) under the control of NIS-Elements AR 4.30.02 software (Nikon).

### Single molecule fluorescence in situ hybridization (smFISH)

Kidneys were removed and fixed in 4% PFA in 1 x PBS for 4 h and subsequently incubated in a 30% sucrose, 4% PFA in 1 x PBS solution at 4 °C overnight with gentle agitation. Fixed kidneys were embedded in Tissue-Tek OCT Compound (Sakura, Cat. no. 4583) and 5 µm thick sections placed onto poly L-lysine coated coverslips. Probe libraries for *Glis2* and *Lrp2* were designed using the Stellaris FISH Probe Design Software (Biosearch Technologies). Probe sequences are provided in Supplementary Data 5. Probes for *Glis2* were coupled to Quasar® 670 Dye and probes for *Lrp2* (megalin) were coupled to CAL Fluor® Red 590 Dye. Kidney sections were hybridized with smFISH probe sets based on the Stellaris RNA FISH protocol (Biosearch Technologies). Images were obtained using a confocal microscope (Nikon ECLIPSE Ti, Japan). under the control of NIS-Elements AR 4.30.02 software (Nikon). A pipeline in CellProfiler^88^ was written that segmented and identified Megalin puncta, Glis2 puncta and nuclear signal. The intensity of the Glis2 puncta normalized to the number of nuclei were used to calculate signal intensity.

### Mouse Glis2 antisense oligonucleotide (Glis2 ASO) development, characterization, and administration

The *Glis2* ASOs targeting murine *Glis2* were designed, synthesized, and tested in a series of in vitro and in vivo screens and evaluated for efficacy and tolerability in 8–10-week-old male C57BL/6J mice at a dose of 50 mg/kg per week for 3 weeks by Ionis Pharmaceuticals, Inc. (Carlsbad, CA). ASOs that displayed robust reduction of kidney *Glis2* mRNA without inducing elevations in plasma transaminases and mRNA biomarkers of renal tubular injury (KIM-1 and NGAL) were selected for additional in vivo studies in models of ADPKD. The *Glis2* ASO identified from the screening exercise evaluated in the disease models had the following sequence: 5’- CCTTATAAGCTTCTGC -3’, with the underlined sequences indicated the 2’,4’-constrained ethyl-D-ribose (cEt) modified bases. Additionally, a control ASO was used: 5’- ACGATAACGGTCAGTA. ASO was dissolved and diluted in sterile D-PBS and sterilized by filtration through a 0.22 µm filter. ASO was administered by intraperitoneal injection (IP) at a dose of 50 mg/kg beginning at 5 weeks of age following the end of tamoxifen induction (P28-P35). ASO was administered twice during week 5 (initial week), and once a week from 6 weeks of age through 18 weeks age. Mice were euthanized 1 day after the final dose.

### Sample size and statistics

Sample size and power calculations were performed prospectively using STPLAN (v.4.5; University of Texas MD Anderson Cancer Center). Calculations were based on the following inputs: we selected a significance level (α) as 0.05 (one sided) and 0.80 power (1 − β) as our threshold. For kidney weight to body weight ratio in *Pkd1*^*fl/fl*^*;Pax8*^*rtTA*^*;TetO*^*Cre*^ mice at age 18 weeks after receiving oral doxycycline from P28-42, a mean of 10.2% with s.d. ±3.3% was empirically derived from our earlier data. Our alternative hypothesis was that *Glis2*^*fl/fl*^;*Pkd1*^*fl/fl*^*;Pax8*^*rtTA*^*;TetO*^*Cre*^ mice would result in at least a 40% decrease in the kidney weight to body weight ratio. Under these expectations, 6 mice could achieve 80% power to detect the difference between the null hypothesis and the alternative hypothesis. For kidney weight to body weight ratio in *Pkd1*^*fl/fl*^*;UBC*^*CreERT2*^ mice at age 18 weeks after receiving tamoxifen from P28-35, a mean of 6.2% with s.d. ±3.0% was empirically derived from our earlier data. Our alternative hypothesis was that *Pkd1*^*fl/fl*^*;UBC*^*CreERT2*^+Glis2-ASO mice would result in at least a 40% decrease in the kidney weight to body weight ratio. Under these expectations, 11 mice could achieve 80% power to detect the difference between the null hypothesis and the alternative hypothesis.

Most of the quantitative data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test using GraphPad Prism 9.5.1 software. The data of Fig. 3d, f, h were analyzed using two-tailed, unpaired Student’s *t* test. The data in Supplementary Fig. 5a were analyzed using two-way ANOVA followed by Dunnett’s multiple-comparison test. All data are presented as mean ± s.e.m. *p* < 0.05 was considered the threshold for significance throughout. Exact *p* values are provided for all *p* > 0.0001.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

### Source data

Source Data

## Data Availability

All the raw sequencing data and processed data have been deposited in the Gene Expression Omnibus (GEO) with the following accession number: GSE232556. Access is not restricted. It contains all TRAP RNASeq data reported in this study. All other data are contained in the Supplementary Information and Source Data files with this manuscript. Source data are provided with this paper.

# Supplementary material for: Glis2 is an early effector of polycystin signaling and a target for therapy in polycystic kidney disease
**Source:** Nat Commun. 2024 May 1;15:3698. doi: 10.1038/s41467-024-48025-6
**Supplement:** Supplementary file 1 — Supplementary Information

1 **Supplementary Information**

2  
3  
4  
5  
6  
7  
8  
9  
10  
11  
12  
13

***Glis2* is an early effector of polycystin signaling and a target for therapy in polycystic kidney disease**

Chao Zhang<sup>1\*</sup>, Michael Rehman<sup>1\*</sup>, Xin Tian<sup>1\*</sup>, Steven Lim Cho Pei<sup>1</sup>, Jianlei Gu<sup>2</sup>, Thomas A. Bell 3rd<sup>3</sup>, Ke Dong<sup>1</sup>,  
Ming Shen Tham<sup>1</sup>, Yiqiang Cai<sup>1</sup>, Zemeng Wei<sup>1</sup>, Felix Behrens<sup>1</sup>, Anton M. Jetten<sup>4</sup>, Hongyu Zhao<sup>2,5,6</sup>, Monkol Lek<sup>2</sup>,  
Stefan Somlo<sup>1,2,‡</sup>

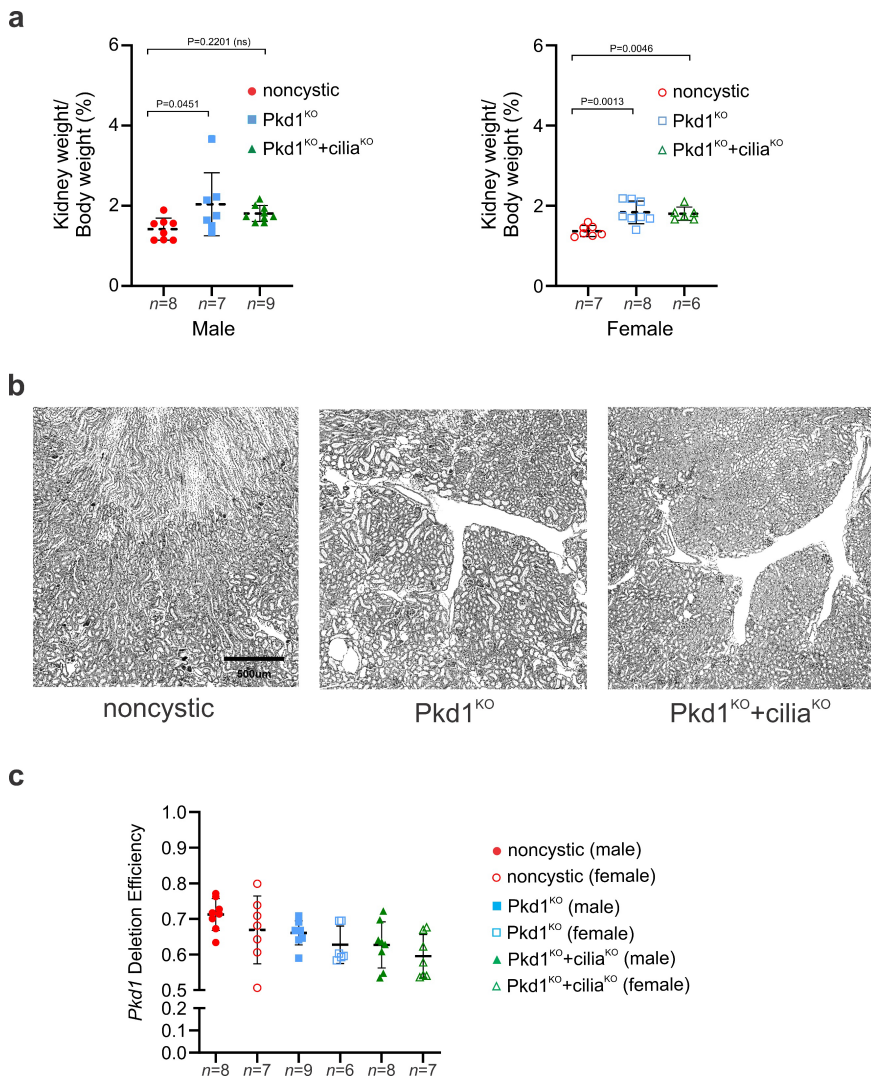

**Supplementary Figure 1: Early stage  $Pkd1^{KO}$  and  $Pkd1^{KO}+cilia^{KO}$  show mild tubule dilation without cyst formation.** **a**, Quantitative data showing the kidney weight-to-body weight ratio from 7 weeks-old mice of both sexes. Noncystic (red circle),  $Pkd1^{KO}$  (blue square) and  $Pkd1^{KO}+cilia^{KO}$  (green triangle). All mice received doxycycline from P28–42. Male mice filled symbols; female mice, open symbols. ‘ $n$ ’, number of mice in each group. Multiple-group comparisons were performed using one-way ANOVA followed by Tukey’s multiple-comparison test and are presented as the mean  $\pm$  s.e.m. **b**, Representative images of kidneys from 7 weeks-old male mice with the indicated genotypes. Scale bar = 500  $\mu$ m. At least one section from 3 kidneys for each group were examined for all representative images. **c**, The aggregate semi-quantitative data showing the  $Pkd1^fl$  allele deletion efficiency (see Methods) in kidney from mice with the indicated genotypes and sex. These are the same mice used for the TRAP studies and colors and  $n$ , symbol shapes correspond to genotype and sex denoted in **a**. Source data for exact values are provided as a Source Data file.

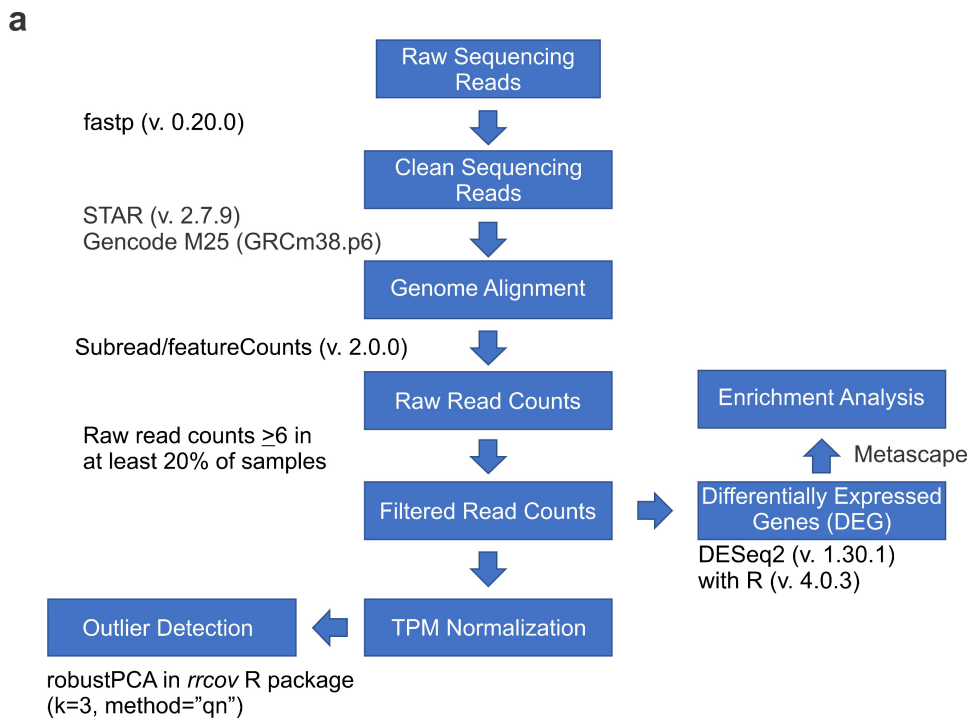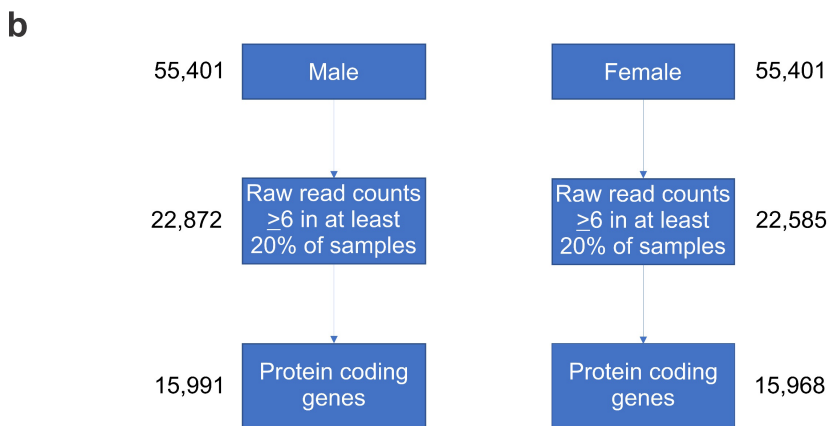

**Supplementary Figure 2: Flow diagram for TRAP RNASeq analysis.** **a**, Raw sequencing reads were trimmed using Fastp tool. The trimmed sequencing reads were aligned to the mouse reference genome using STAR. Gene-level expression quantification was performed using Subread/featureCount. Non-expressed/low-expressed genes were filtered using the criteria that the raw read counts of each gene should be no less than 6 in at least 20% of samples. The filtered read counts matrix was normalized using the TPM method (Transcripts Per Million). The filtered read counts matrix was also used to identify DEGs with R package DESeq2. The TPM normalized relative expression matrix was used to perform classic Principal Component Analysis (PCA) and robust PCA analysis to identify potential problematic samples (Supplementary Figure 3). **b**, The steps used to filter out non/low-expressed genes and non-coding genes in male and female mice are shown starting from average number of genes across samples from each sex. The numbers of genes obtained after performing each step are indicated.

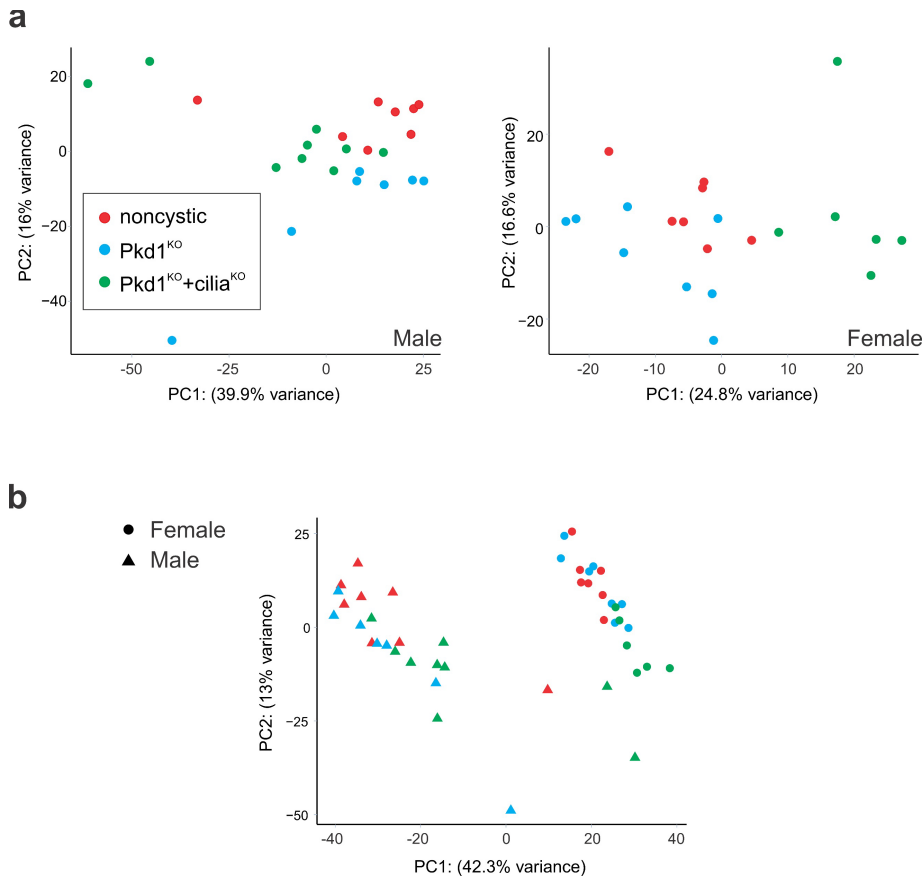

**Supplementary Figure 3: PCA analysis for TRAP RNASeq.** The percentages on each axis represent the percentages of variants explained by the respective principal components. **a**, PCA plot of male and female samples. Data points are colored by genotype group, and almost all samples have values close to their expected genotype groups. **b**, PCA plot showing sex differences of the TRAP RNASeq translome profiles in 7-week kidneys.

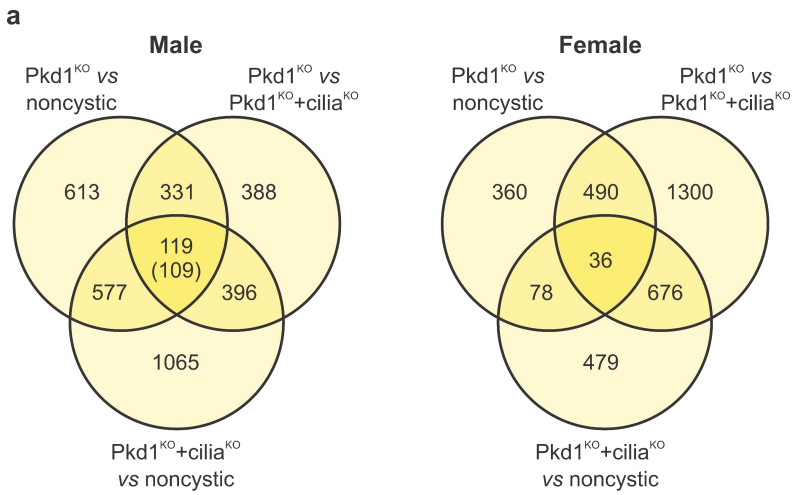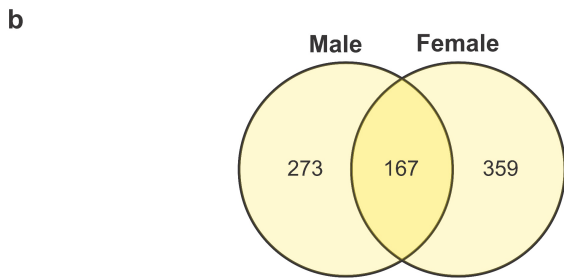

Shared DEG in Pkd1<sup>KO</sup> vs both noncystic and Pkd1<sup>KO</sup>+cilia<sup>KO</sup>

**Supplementary Figure 4: Venn diagrams showing DEG distributions in TRAP RNASeq. a**, Venn diagrams showing numbers of DEGs identified for each sex in the indicated pairwise analyses and in Pkd1<sup>KO</sup> compared to both other groups. The number in parentheses (**a**) indicates Pkd1<sup>KO</sup> DEGs changed in the same direction relative to the other two groups, when different from the total number of DEG. **b**, The DEGs in Pkd1<sup>KO</sup> compared to both other groups and shared between the sexes (n=167).

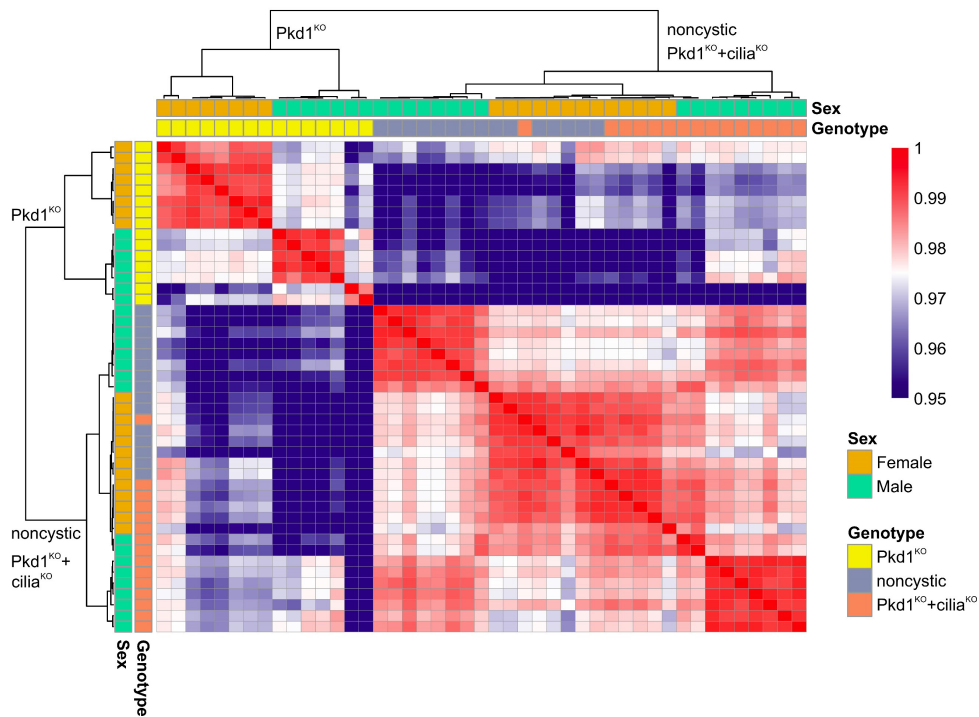

**Supplementary Figure 5: Clustered heatmap of Pearson correlation coefficients.** Unsupervised clustering of Pearson correlation coefficients based on TPM values for 799 unique DEGs in the combined male and female DEG sets comparing Pkd1<sup>KO</sup> to Pkd1<sup>KO</sup>+cilia<sup>KO</sup> and noncystic kidneys. Pkd1<sup>KO</sup> cluster together and there is further sub-clustering by sex within the groups.

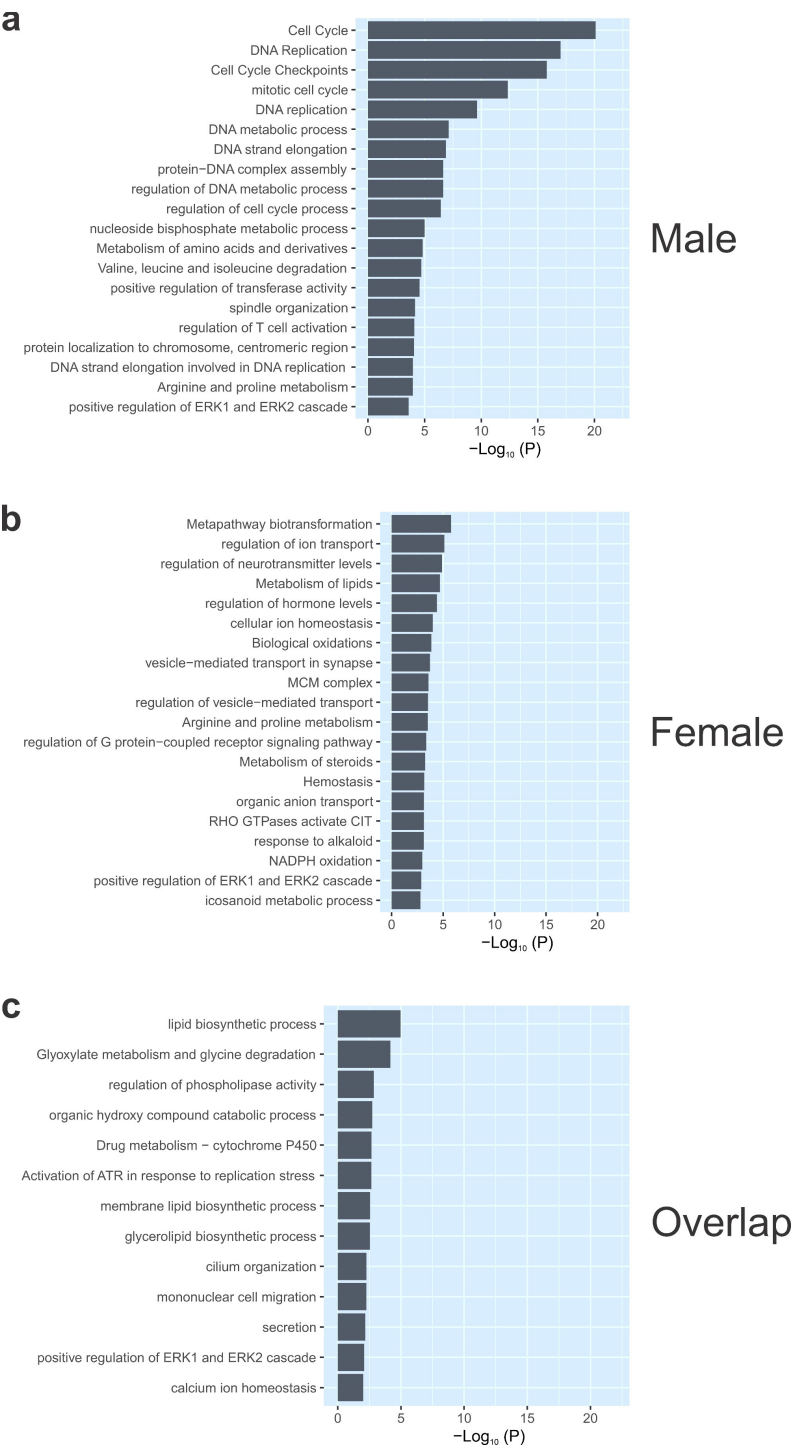

**Supplementary Figure 6: Functional enrichment analysis of DEGs using Metascape.** X-axis represents enrichment magnitude. **a**, The statistically significantly enriched set of 440 genes with same direction in Pkd1<sup>KO</sup> compared to both noncystic and Pkd1<sup>KO</sup>+cilia<sup>KO</sup> in male mice. **b**, The statistically significantly enriched set of 526 genes with same direction in Pkd1<sup>KO</sup> compared to both noncystic and Pkd1<sup>KO</sup>+cilia<sup>KO</sup> in female mice. **c**, The statistically significantly enriched set of 167 genes with same direction in Pkd1<sup>KO</sup> compared to both noncystic and Pkd1<sup>KO</sup>+cilia<sup>KO</sup> in common between male and female mouse kidneys.

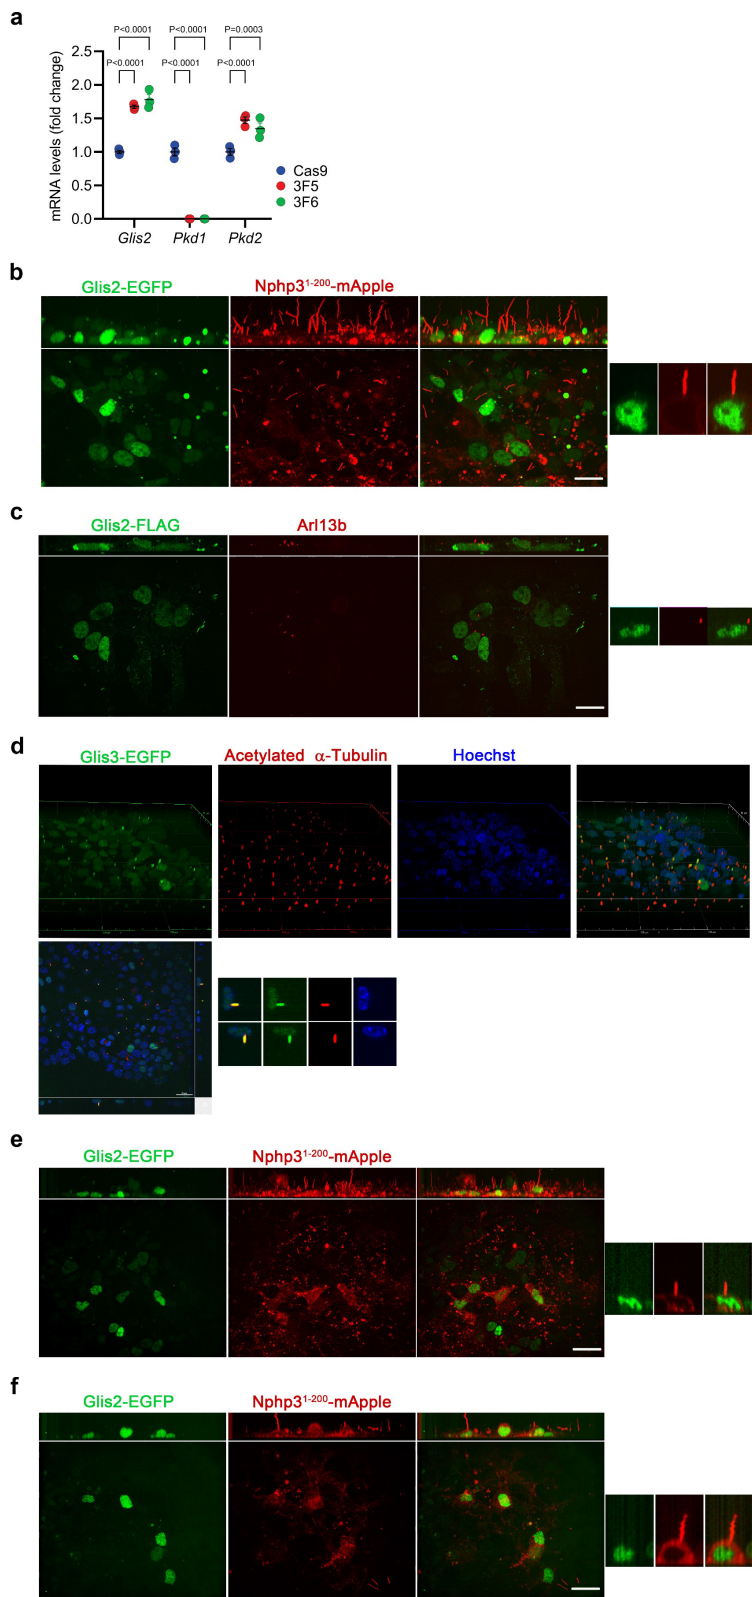

**Supplementary Figure 8: Glis2 is undetectable in primary cilia.** **a**, mRNA expression of *Glis2*, *Pkd1* and *Pkd2* in IMCD3 cells with *Pkd1* knockout (clones 3F5 and 3F6) compared to the parental control cell line (Cas9). Fold-change is shown relative to the mean of the ratio in the control cell line, which is set to 1.0.  $n=3$  for each condition. Multiple-group comparisons were performed using two-way ANOVA followed by Dunnett's multiple-

Page | 9

comparison test, presented as the mean  $\pm$  s.e.m. **b**, Representative images from wildtype IMCD3 cells expressing C-terminal Glis2-EGFP (green) and the cilia marker protein Nphp3<sup>1-200</sup>-mApple (red) under live cell imaging conditions. Left three panels are maximum intensity projections. Right three panels are a single plane from a z-stack. Glis2-EGFP epifluorescence is seen in the nucleus but is absent from cilia marked by Nphp3<sup>1-200</sup>-mApple. **c**, Representative images from transiently transfected HEK-293T cells expressing C-terminal Glis2-FLAG (green) with immunostaining of anti-FLAG and the cilia marker anti-Arl13b (red). Left three panels are maximum intensity projections. Right three panels are a single plane from a z-stack. **d**, Representative images of IMCD3 cells expressing C-terminal Glis3-EGFP (green) epifluorescence and immunostaining with acetylated  $\alpha$ -tubulin (red). Nuclei are stained in blue with Hoechst. Glis3-EGFP epifluorescence is readily detectable in cilia. **e**, Representative images of IMCD3-Cas9 control cells expressing Glis2-EGFP (green) and Nphp3<sup>1-200</sup>-mApple (red) under live cell imaging conditions. Left three panels are maximum intensity projections. Right three panels are a single plane from a z-stack. **f**, Representative images of IMCD3-3F6 Pkd1<sup>KO</sup> cell line expressing Glis2-EGFP (green) and Nphp3<sup>1-200</sup>-mApple (red) under live cell imaging conditions. Left three panels are maximum intensity projections. Right three panels are a single plane from a z-stack. Glis2-EGFP epifluorescence is seen in the nucleus in both **e**, **f**, but is absent from cilia marked by Nphp3<sup>1-200</sup>-mApple. All experiments were done in cell lines transduced with lentiviral vectors; all experiments were repeated at least 3 times and showed consistent results for the representative images shown. Scale bars, 25  $\mu$ m. Source data for exact values are provided as a Source Data file.

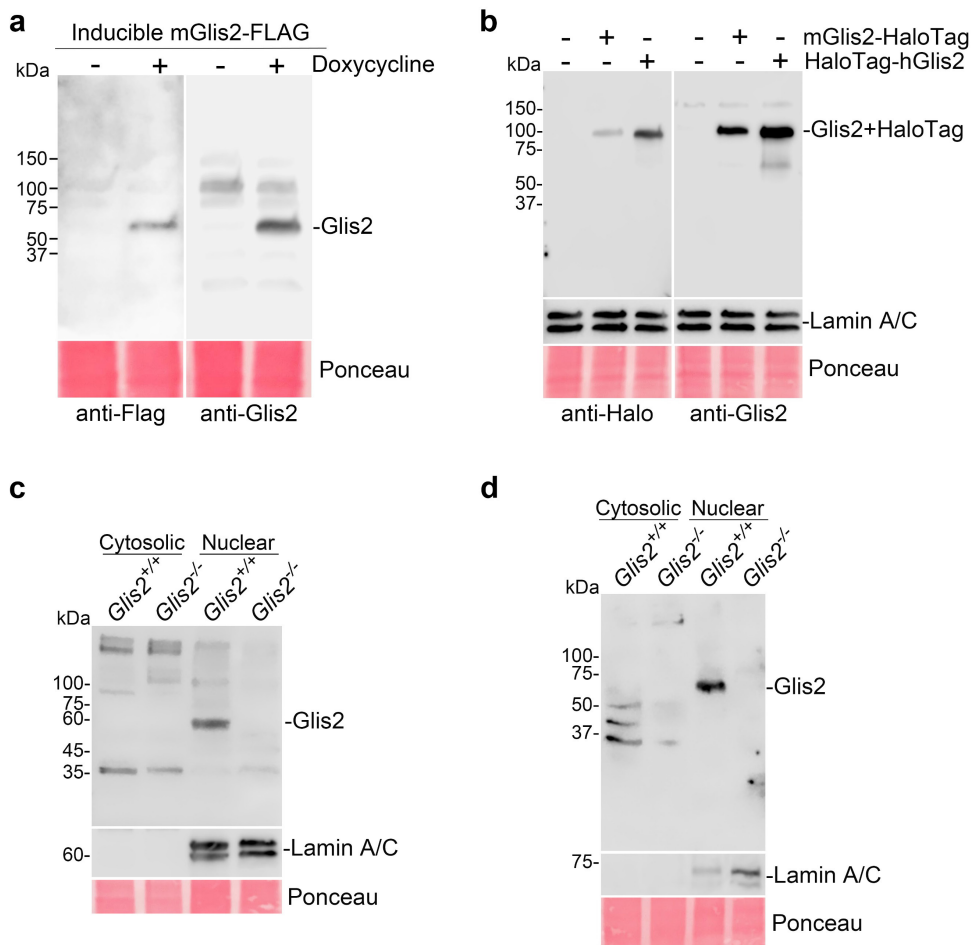

**Supplementary Figure 9: The polyclonal anti-Glis2 antibody YNG2 detects mouse and human Glis2.** **a**, Total cell lysates of HEK-293T cells stably expressing doxycycline inducible C-terminal mouse Glis2-FLAG (mGlis2-FLAG) were immunoblotted with anti-FLAG antibodies and anti-Glis2 (YNG2) antibodies without (-) and with (+) doxycycline treatment. Ponceau staining is shown as loading control. **b**, Nuclear lysates of HEK-293T cells transfected with C-terminal mouse Glis2-HaloTag (mGlis2-Halo) or N-terminal human HaloTag-Glis2 (Halo-hGLIS2) were immunoblotted with anti-Halo and anti-Glis2 (YNG2) antibodies. Lamin A/C is shown for nuclear loading. Ponceau staining is shown for total loading control. **c**, SV40 transformed cell lines were made from primary cell cultures of kidneys of *Glis2*<sup>-/-</sup> null and *Glis2*<sup>+/+</sup> wild type mice and lysates of cytosolic and nuclear fractions were obtained from each cell line. YNG2 detects a band migrating as expected for Glis2 only in the nuclear fraction of the wild type cell line. Lamin A/C is shown for nuclear enrichment and loading control. Total loading was controlled by Ponceau staining. **d**, Lysates of cytosolic and nuclear fractions from kidney tissue of *Glis2*<sup>-/-</sup> (*Glis2*<sup>fl/fl</sup>; *Actb*<sup>Cre</sup>) null and *Glis2*<sup>+/+</sup> wild type mice were immunoblotted with YNG2 antibodies. Lamin A/C is shown as nuclear enrichment and loading control. Glis2 is specifically detected only in lysates of the nuclear fraction of wild type kidney. Ponceau staining is shown for total loading. Full-length blots are provided as source data. Experiments in **a**, **d** were done at least three times; **b**, **c** were done two times. Source data for uncropped blots are provided as a Source Data file.

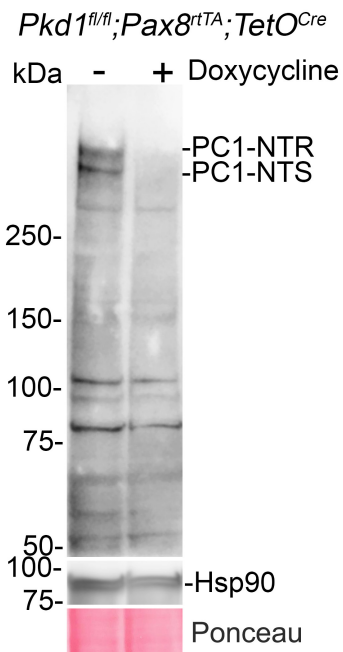

**Supplementary Figure 10: Depletion of PC1 in primary cells from kidneys of *Pkd1<sup>fl/fl</sup>; Pax8<sup>rtTA</sup>; TetO<sup>Cre</sup>* mice after doxycycline treatment.** Immunoblot showing the Endo H resistant (PC1-NTR) and Endo H sensitive (PC1-NTS) N-terminal fragments of PC1 detected by anti-PC1 clone 7e12 antibody in primary cells with indicated genotype without or with doxycycline treatment for 3 days. Doxycycline induced knockout results in absence of PC1. Hsp90 and Ponceau staining are shown as loading controls. Full-length blots are provided as source data. Experiment was done two times. Source data for images of uncropped blots are provided as a Source Data file.

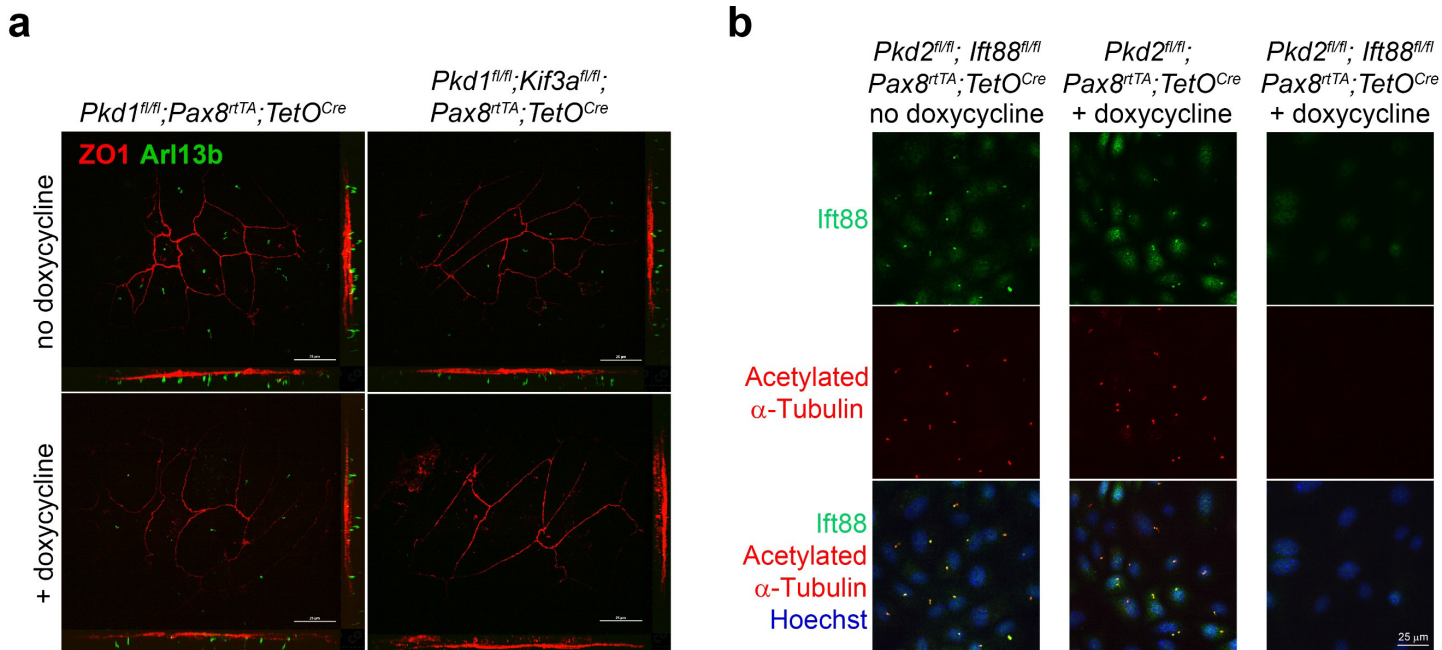

**Supplementary Figure 11: Doxycycline treatment results in absence of cilia in  $Pkd1^{KO}+cilia^{KO}$  and  $Pkd2^{KO}+cilia^{KO}$  primary cells.** **a**, Representative images of primary cells cultured from kidneys of mice with the indicated genotypes without or with doxycycline treatment for 3 days. Cells were fixed after 1 day serum starvation at the end of 20 days in culture cells were stained for ZO1 (red) to mark tight junctions and Arl13b (green) to mark cilia. Cilia are absent in double knockout cells after doxycycline treatment. **b**, Representative images of primary cells cultured from kidneys of mice with the indicated genotypes without or with doxycycline treatment for 3 days. Cells were serum starved for one day and stained for the cilia markers If88 (green) and acetylated  $\alpha$ -tubulin (red) and the nuclear Hoechst stain (blue). Scale bars, 25  $\mu$ m.

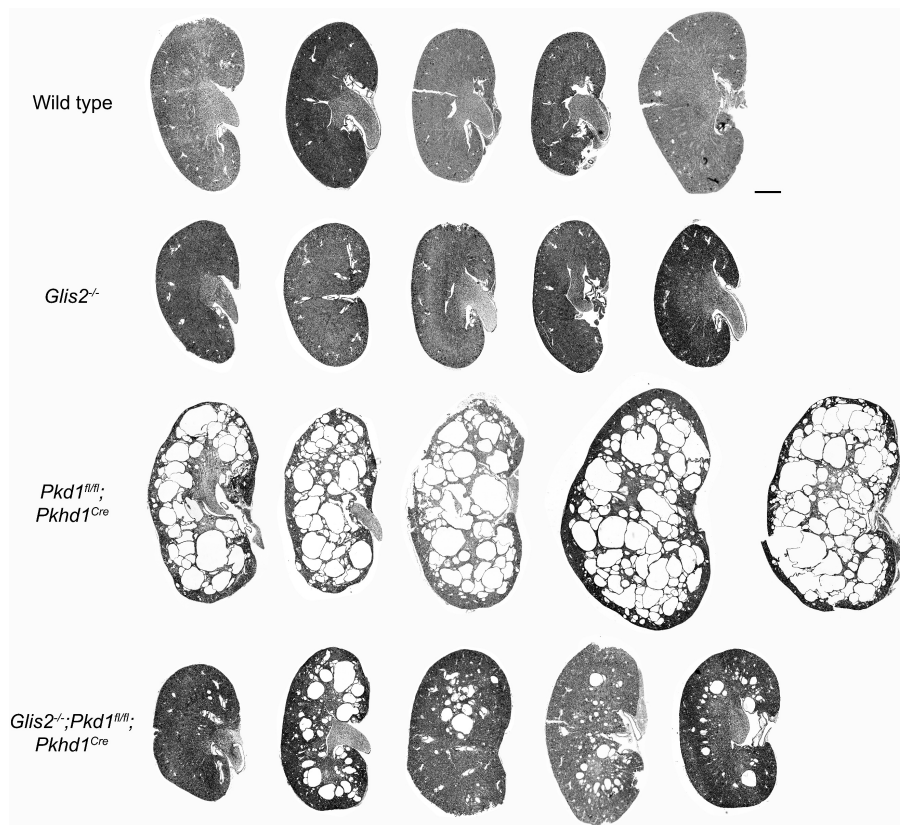

**Supplementary Figure 12: Images of all the kidney histological sections used in Figure 3a-d. Scale bar, 1 mm.**

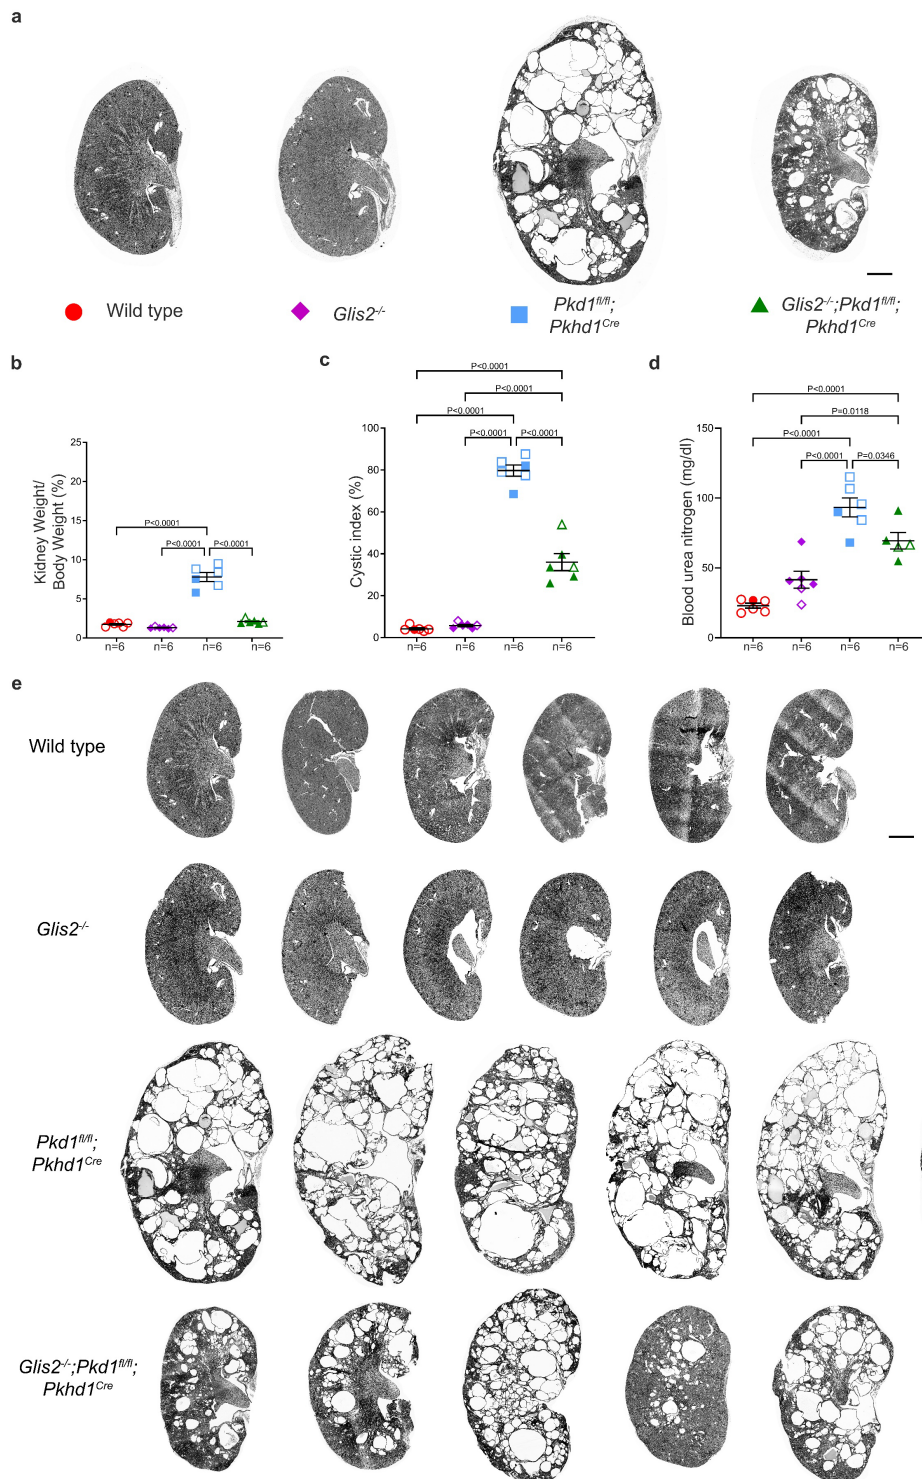

**Supplementary Figure 13. *Glis2* inactivation shows sustained suppression polycystic kidney disease in an early onset mouse model.** **a**, Representative images of kidneys with the indicated genotypes at P49. Scale bar, 1 mm. **b-d**, Aggregate quantitative data for the indicated parameters. *n*, number of mice in each group. Colors and symbol shapes correspond to genotypes defined in **a**. **e**, All kidney histological sections used in **a-d**. **b-d**, Male mice, closed symbols; female mice, open symbols. Multiple-group comparisons by one-way ANOVA followed by Tukey's multiple-comparison test, presented as mean±s.e.m. **e**, Scale bar, 1 mm. Source data for exact values are provided as a Source Data file.

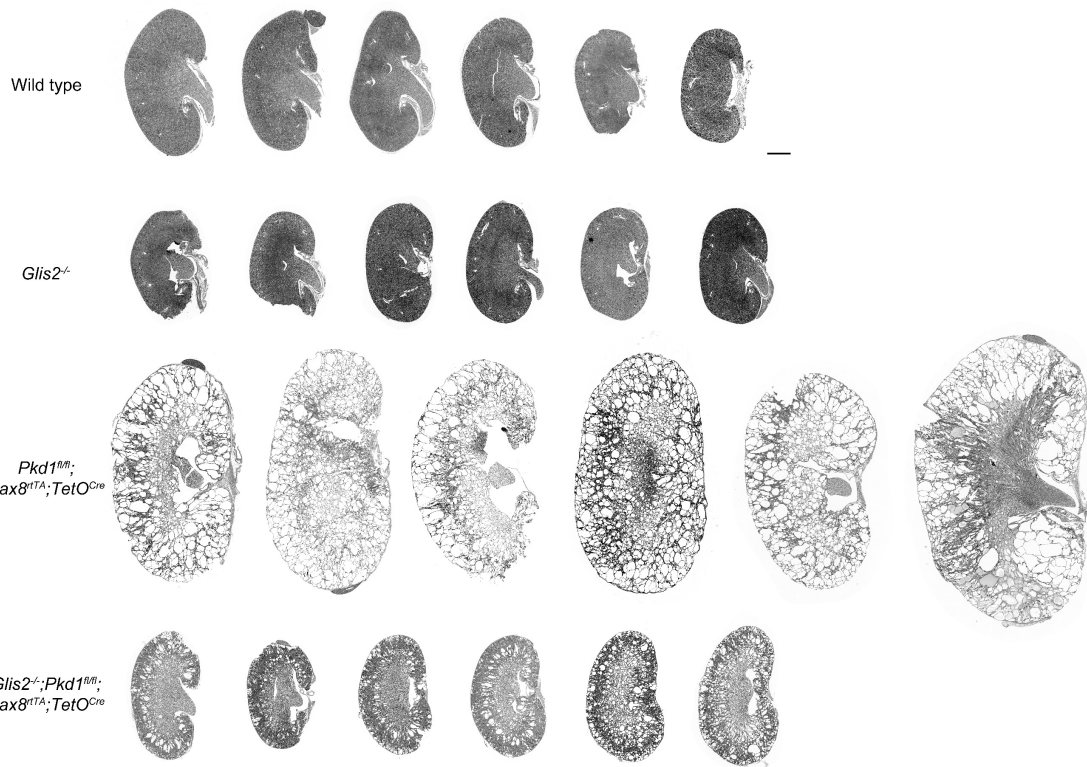

**Supplementary Figure 14: Images of all the kidney histological sections used in Figure 3e-h. Scale bar, 1 mm.**

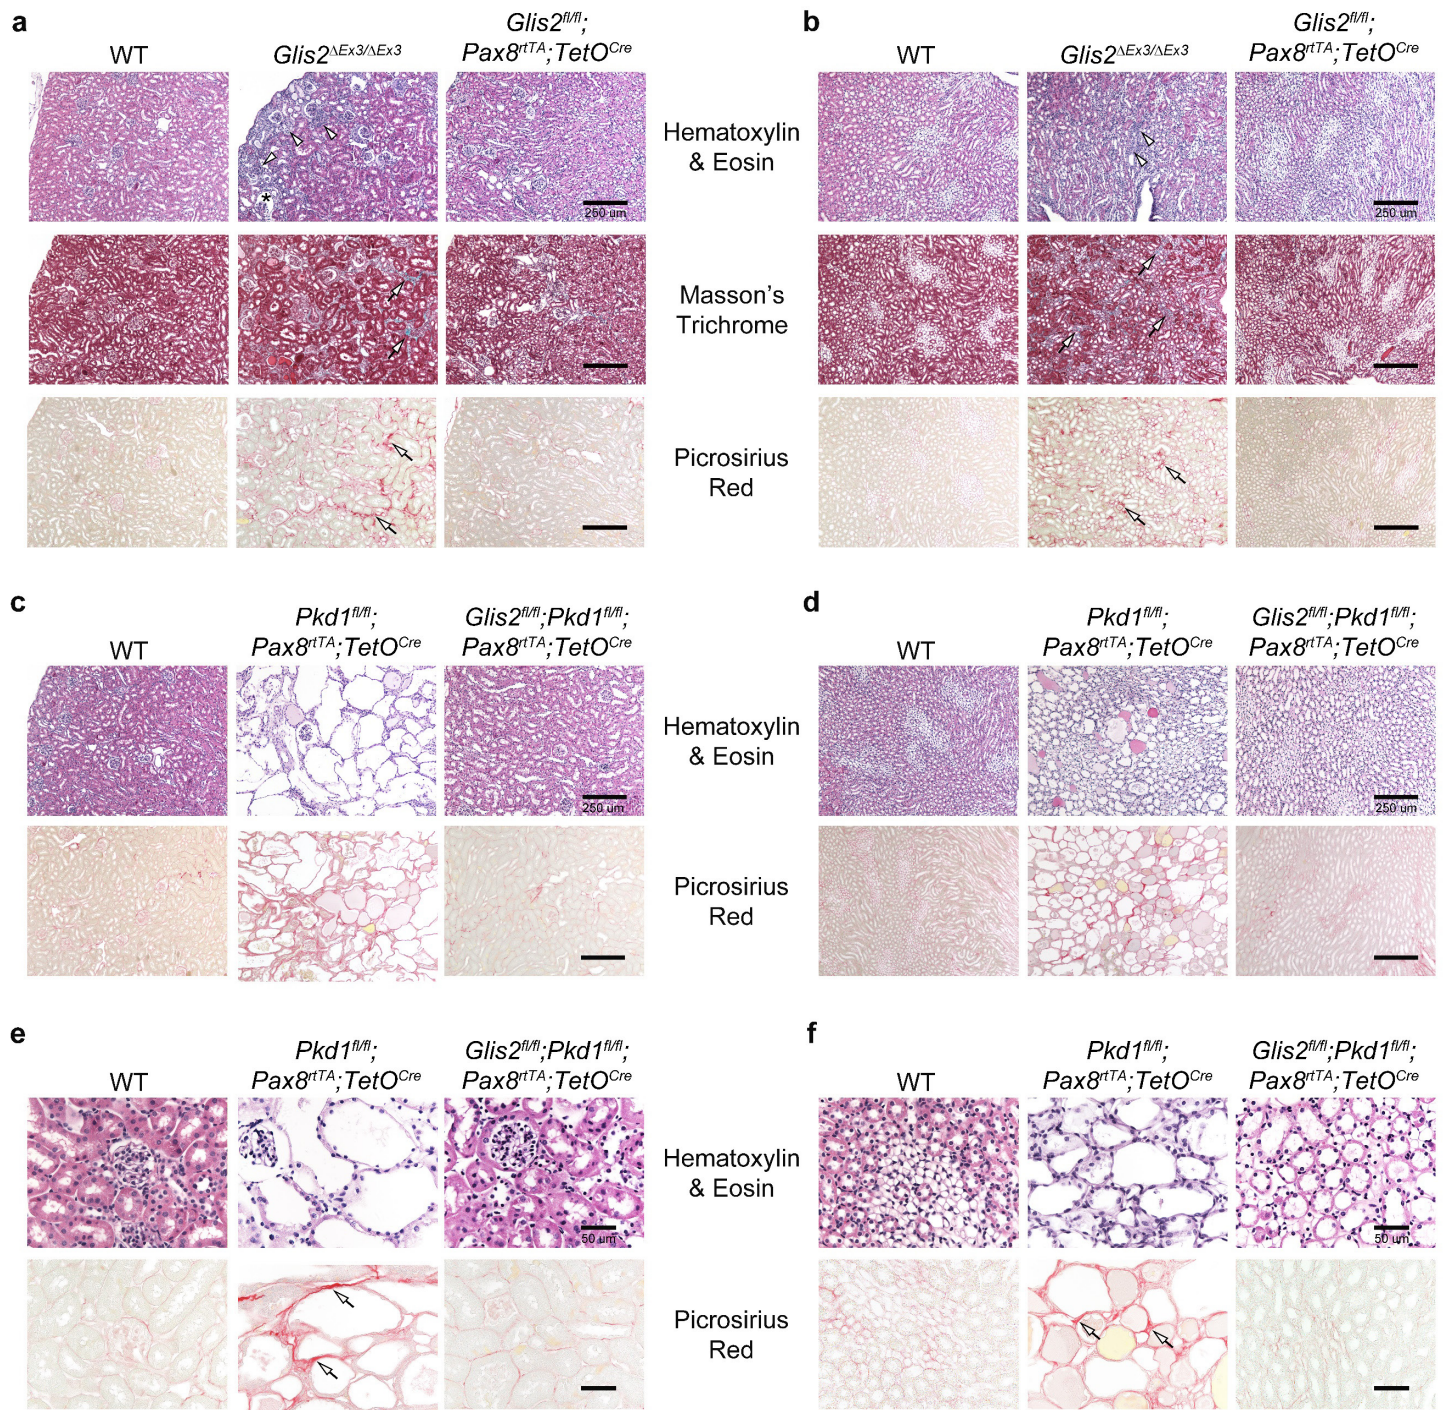

**Supplementary Figure 15: Adult inactivation of *Glis2* does not result in a nephronophthisis-like phenotype.** a-f, Representative images of kidney cortex (a,c,e) and medulla (b,d,f) from mice with the indicated genotypes at 18 weeks age. All mice with the *Pax8*<sup>rtTA</sup>; *TetO*<sup>Cre</sup> alleles received oral doxycycline to induce gene knockouts from P28-42. a,b Comparison of germline null *Glis2*<sup>ΔEx3/ΔEx3</sup> and adult inducible *Glis2* inactivation. *Glis2*<sup>ΔEx3/ΔEx3</sup> kidneys show inflammatory infiltrates (arrowhead, H&E) and interstitial fibrosis (arrows, blue areas in Masson's Trichrome and red areas in Picrosirius Red) in both cortex (a) and medulla (b). These changes are absent in tubule-selective adult conditional inactivation of *Glis2* (*Glis2*<sup>fl/fl</sup>; *Pax8*<sup>rtTA</sup>; *TetO*<sup>Cre</sup>). c-f, Fibrosis is present in the pericystic areas in the cortex (c,e) and medulla (d,f) of *Pkd1*<sup>fl/fl</sup>; *Pax8*<sup>rtTA</sup>; *TetO*<sup>Cre</sup> kidneys (arrows in e,f) but

1 absent from the *Glsi2<sup>fl/fl</sup>*; *Pkd1<sup>fl/fl</sup>*; *Pas8<sup>ortTA</sup>*; *TetO<sup>Cre</sup>* double knockout kidneys which are protected from cyst  
2 formation. Scale bars: 250  $\mu$ m (**a-d**); 50  $\mu$ m (**e, f**).  
3

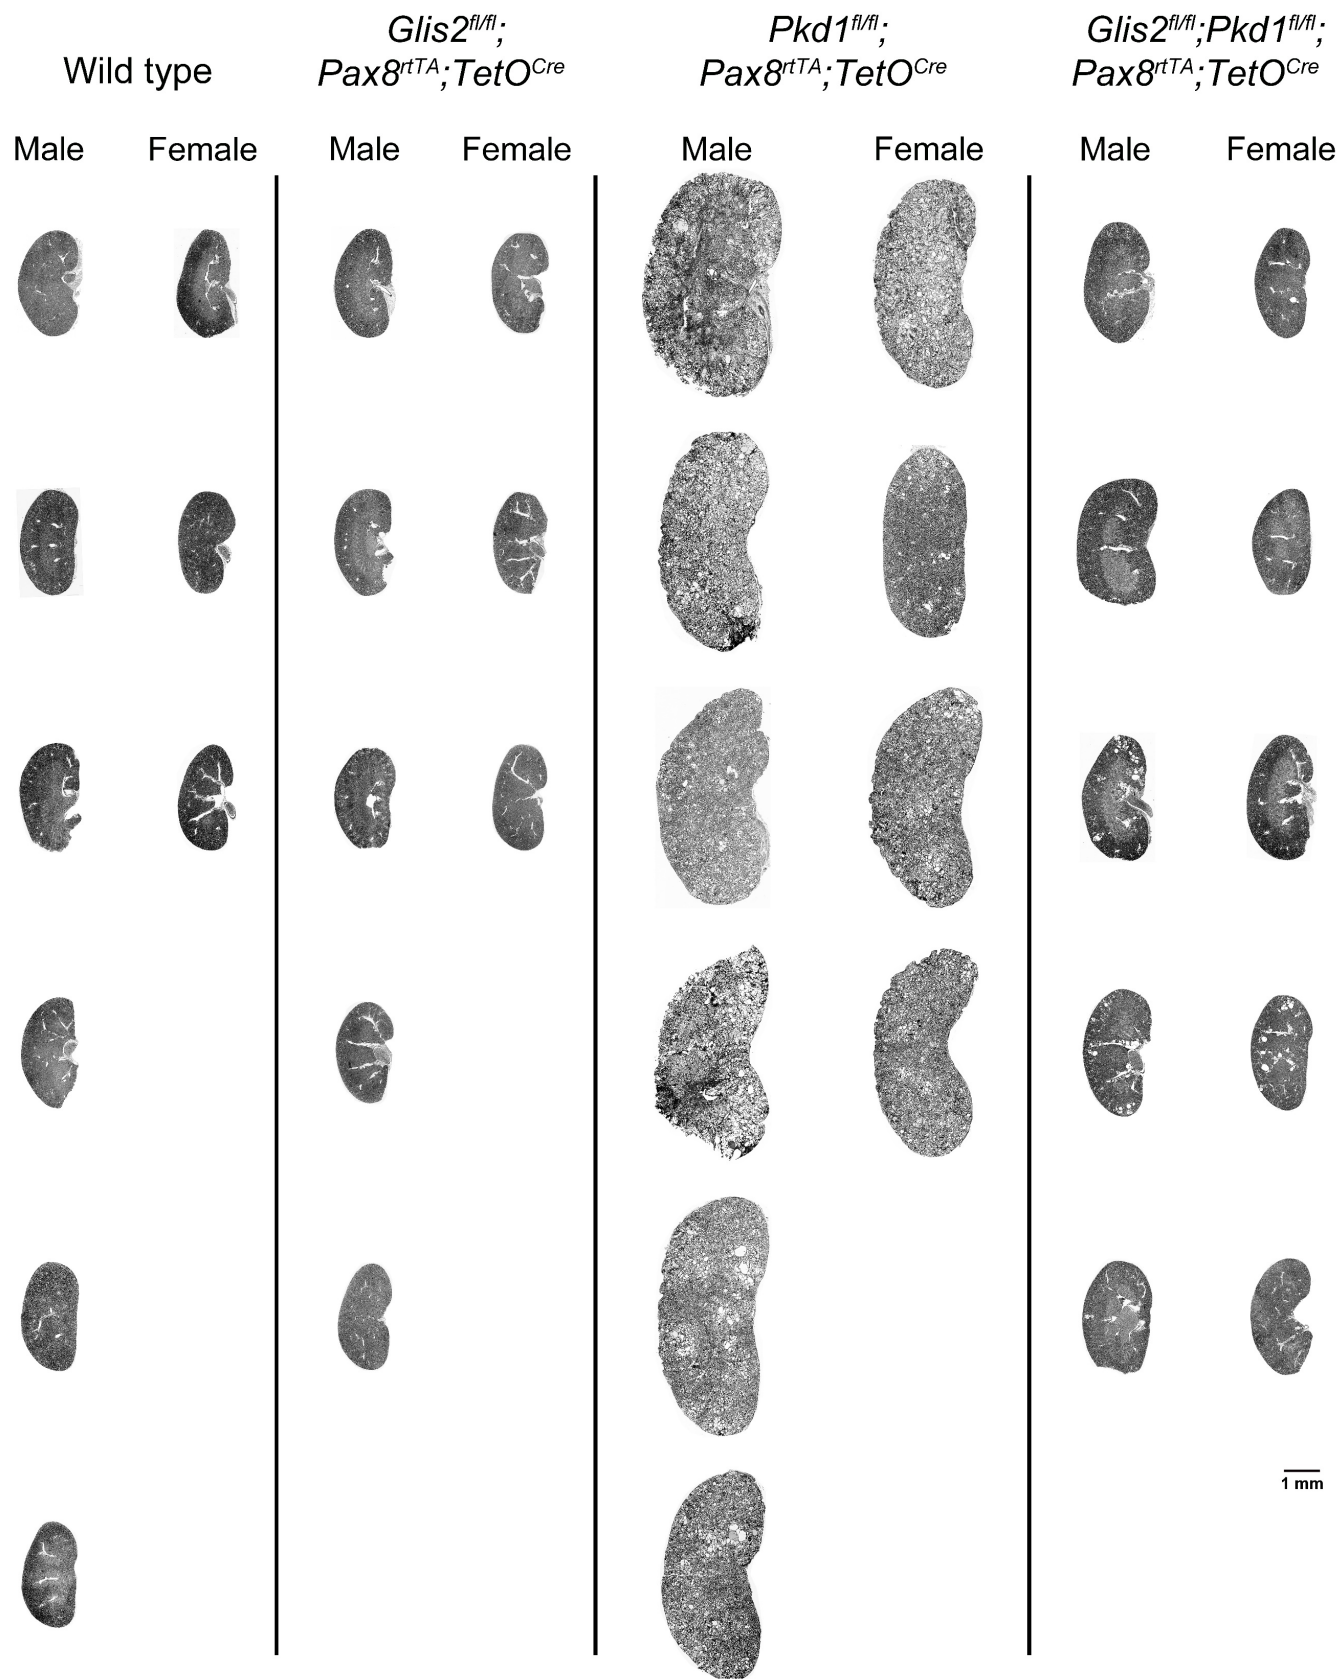

**Supplementary Figure 16: Images of all the kidney histological sections used in Figure 3i-l. Genotypes and sexes for each kidney are shown at the top. Scale bar, 1 mm**

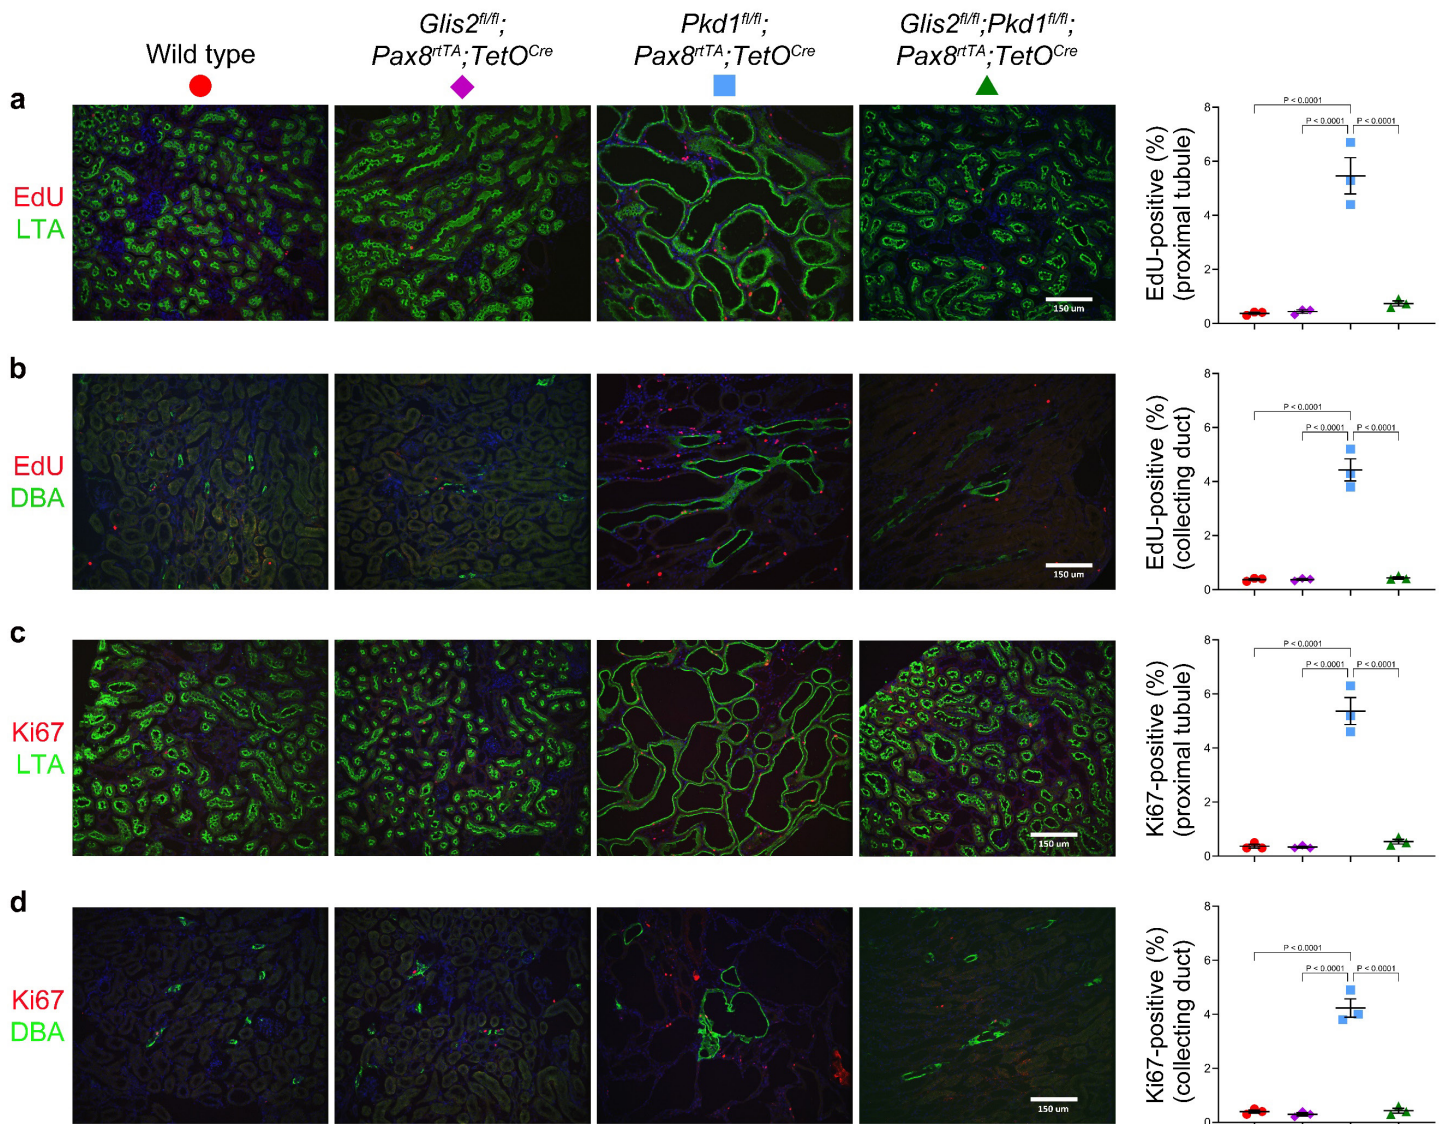

**Supplementary Figure 17: Concomitant inactivation of *Glis2* decreases cyst cell proliferation in adult onset ADPKD.** **a-d**, Representative images and aggregate quantitative data showing the percentage of EdU-positive nuclei (**a, b**) and Ki67-positive nuclei (**c, d**) in Lotus tetragonolobus agglutinin (LTA) positive proximal tubules (**a,c**) and Dolichos biflorus agglutinin (DBA) positive collecting ducts (**b,d**) in kidneys of mice with the indicated genotypes at 18 weeks. All mice received doxycycline from P28–42. The percentage of EdU and Ki67 positive nuclei was determined by counting at least 1,000 LTA or DBA positive nuclei marked by Hoechst 33342 (blue) in each mouse ( $n=3$  mice). Multiple-group comparisons were performed by one-way ANOVA followed by Tukey's multiple-comparison test and data are presented as mean $\pm$ s.e.m. Scale bars, 150  $\mu$ m. Source data for exact values are provided as a Source Data file.

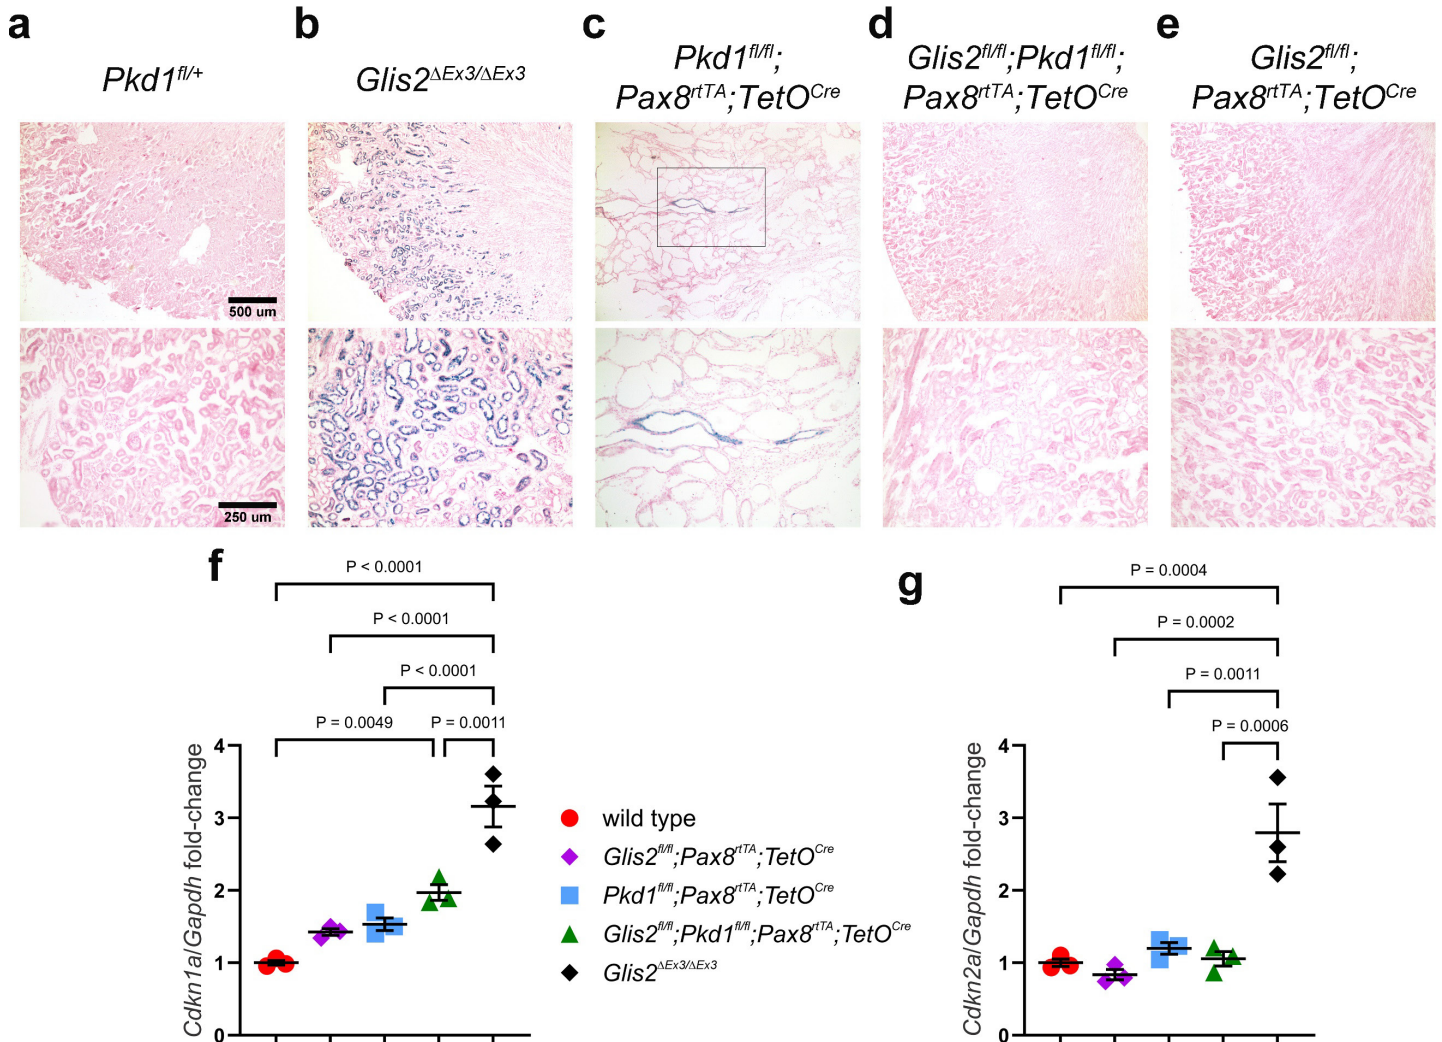

**Supplementary Figure 18: Inducible inactivation of *Glis2* does not result in senescence in kidney epithelial cells.** **a-e**, Representative bright-field microscopy images of kidney sections showing senescence-associated  $\beta$ -galactosidase (SA- $\beta$ -Gal) activity with the specified genotypes at 18 weeks with lower (*upper panel*) and higher (*lower panel*) magnification. Blue staining indicative of cellular senescence is present in the cortical region of germline null *Glis2<sup>ΔEx3/ΔEx3</sup>* kidneys (**b**) but is absent from kidneys of *Glis2<sup>fl/fl</sup>; Pkd1<sup>fl/fl</sup>; Pax8<sup>rtTA</sup>; TetO<sup>Cre</sup>* and *Glis2<sup>fl/fl</sup>; Pax8<sup>rtTA</sup>; TetO<sup>Cre</sup>* kidneys (**d,e**). Occasional cysts showing evidence of cellular senescence are observed in cystic *Pkd1<sup>fl/fl</sup>; Pax8<sup>rtTA</sup>; TetO<sup>Cre</sup>* kidneys (**c**; boxed region is shown at higher magnification in lower panel). Histological sections from two mice for each genotype were examined to identify representative images. Scale bars: 500  $\mu$ m (*upper panel*); 250  $\mu$ m (*lower panel*). **f,g**, qRT-PCR *Cdkn1a* mRNA (**f**) and *Cdkn2a* mRNA (**g**) expression in whole kidney lysates from mice with the indicate genotypes at 18 week of age, normalized to *Gapdh* and expressed as fold-change relative to the mean for wild type kidneys which is set to 1.0. All mice except *Glis2<sup>ΔEx3/ΔEx3</sup>* (null) received oral doxycycline from P28-42.  $n=3$  mice for each group. Multiple-group comparisons are done by one-way ANOVA followed by Tukey's multiple-comparison test and are presented as the mean  $\pm$  s.e.m. Source data for exact values are provided as a Source Data file.

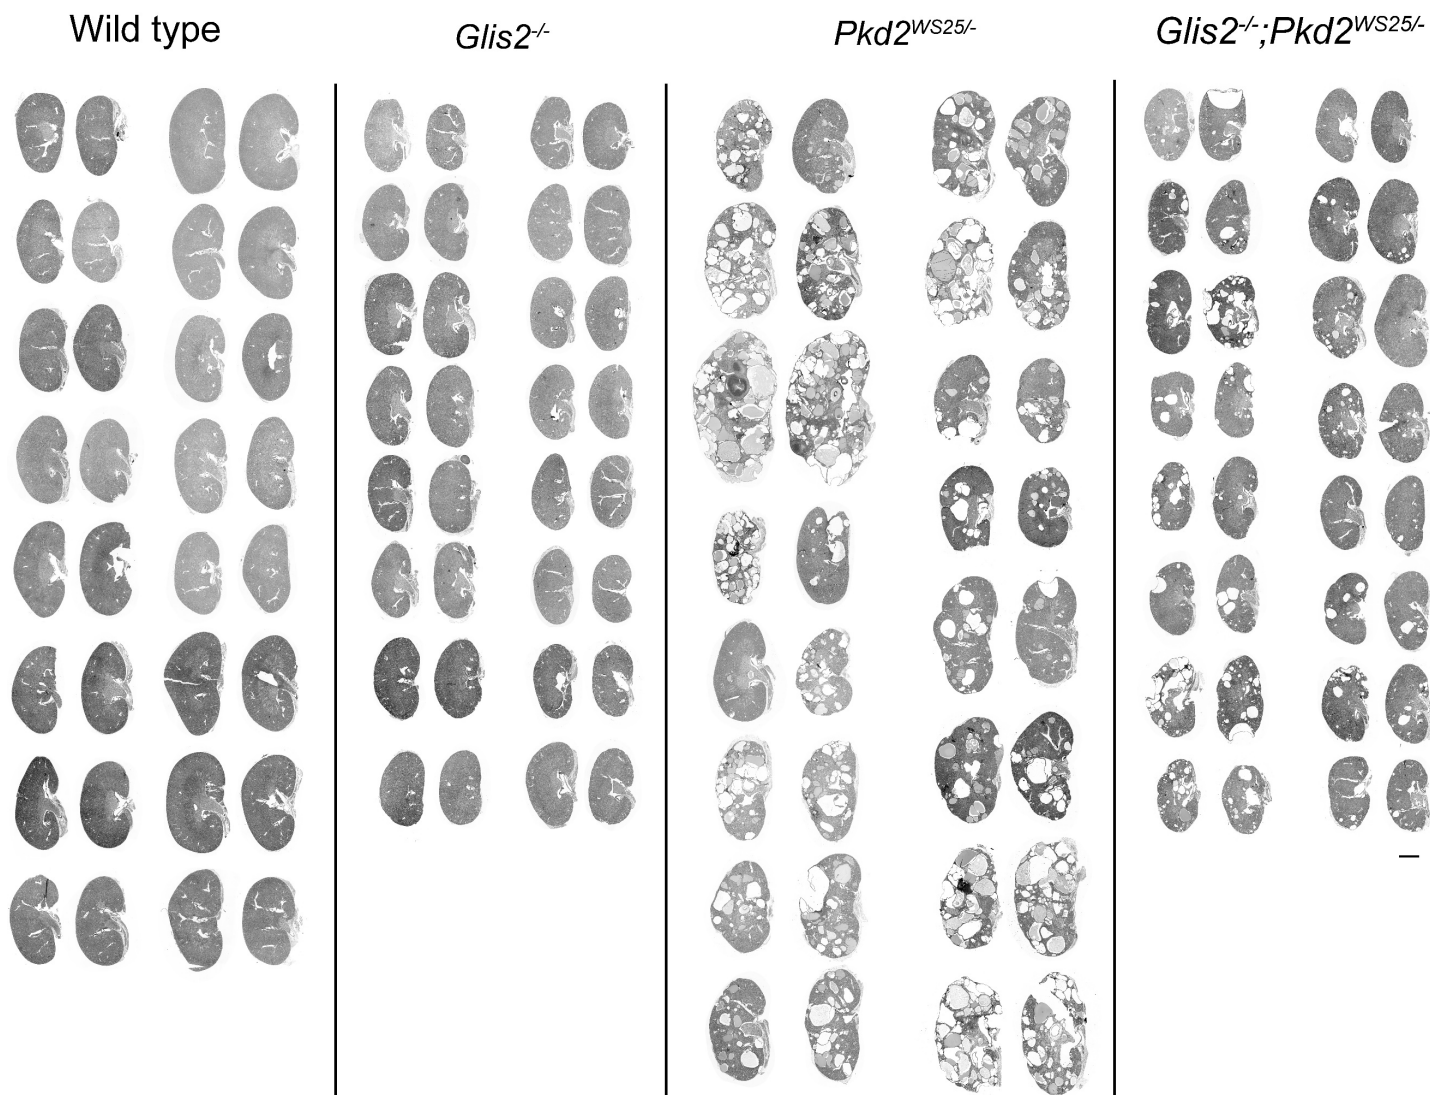

**Supplementary Figure 19: Images of all the kidney histological sections used in Figure 3m-p.** Pairs of kidneys from each mouse are shown and each kidney is used as a separate data point in the cystic index data in Figure 3m due to the variation in cyst burden between two kidneys from the same mouse in the *Pkd2*<sup>WS25/-</sup> models. Scale bar, 1 mm

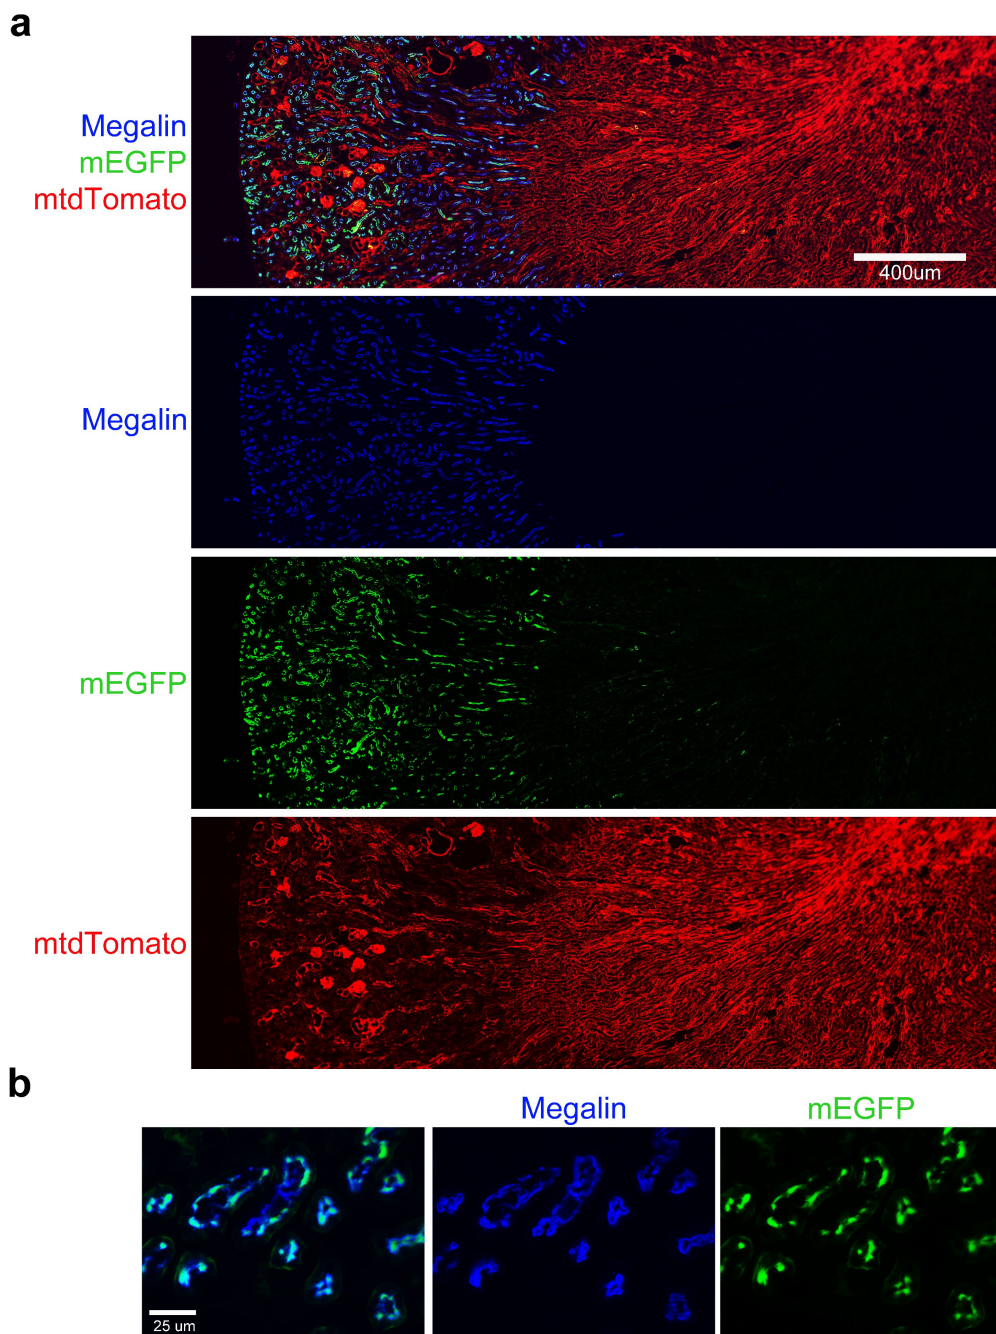

**Supplementary Figure 20:  $UBC^{Cre/ERT2}$  is active only in proximal tubule in mouse kidneys. a,b**

Colocalization of Cre activity (mEGFP) with proximal tubule marker megalin. Mice with  $UBC^{Cre/ERT2}$  and the Cre reporter  $ROSA^{mT/mG}$  allele ( $UBC^{Cre/ERT2};ROSA^{mT/mG}$ ) received tamoxifen daily from P28-35 and kidney tissue was examined at P35. Segments with Cre activity are marked by mEGFP (green); absence of Cre activity is marked by mtdTomato (red). Proximal tubules are marked by anti-megalin antibody staining (blue). There is complete overlap between EGFP and anti-megalin indicating that  $UBC^{Cre/ERT2}$  is only active in the proximal tubule in the kidney. Image of representative of sections from 3 independent mice; mice aged past P35 show the same pattern (data not shown). Scale bars: 400 µm (a); 25 µm (b).

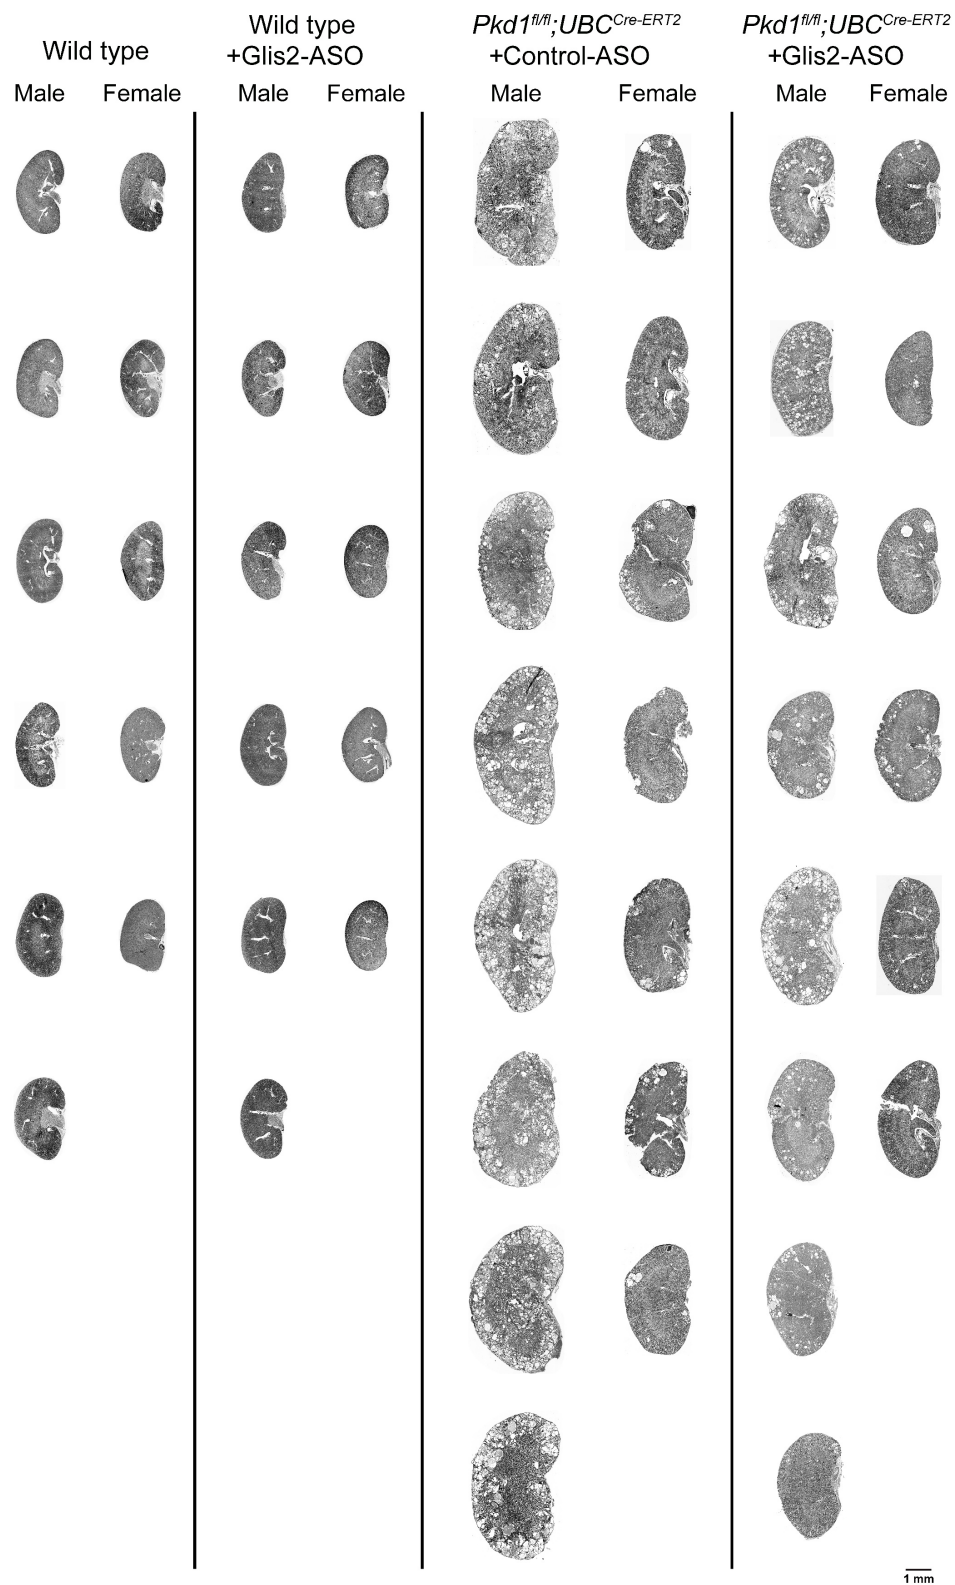

**Supplementary Figure 21. Images of all the kidney histological sections used in Figure 4.** Genotypes, treatments, and sexes for each kidney are shown at the top. Scale bar, 1 mm.

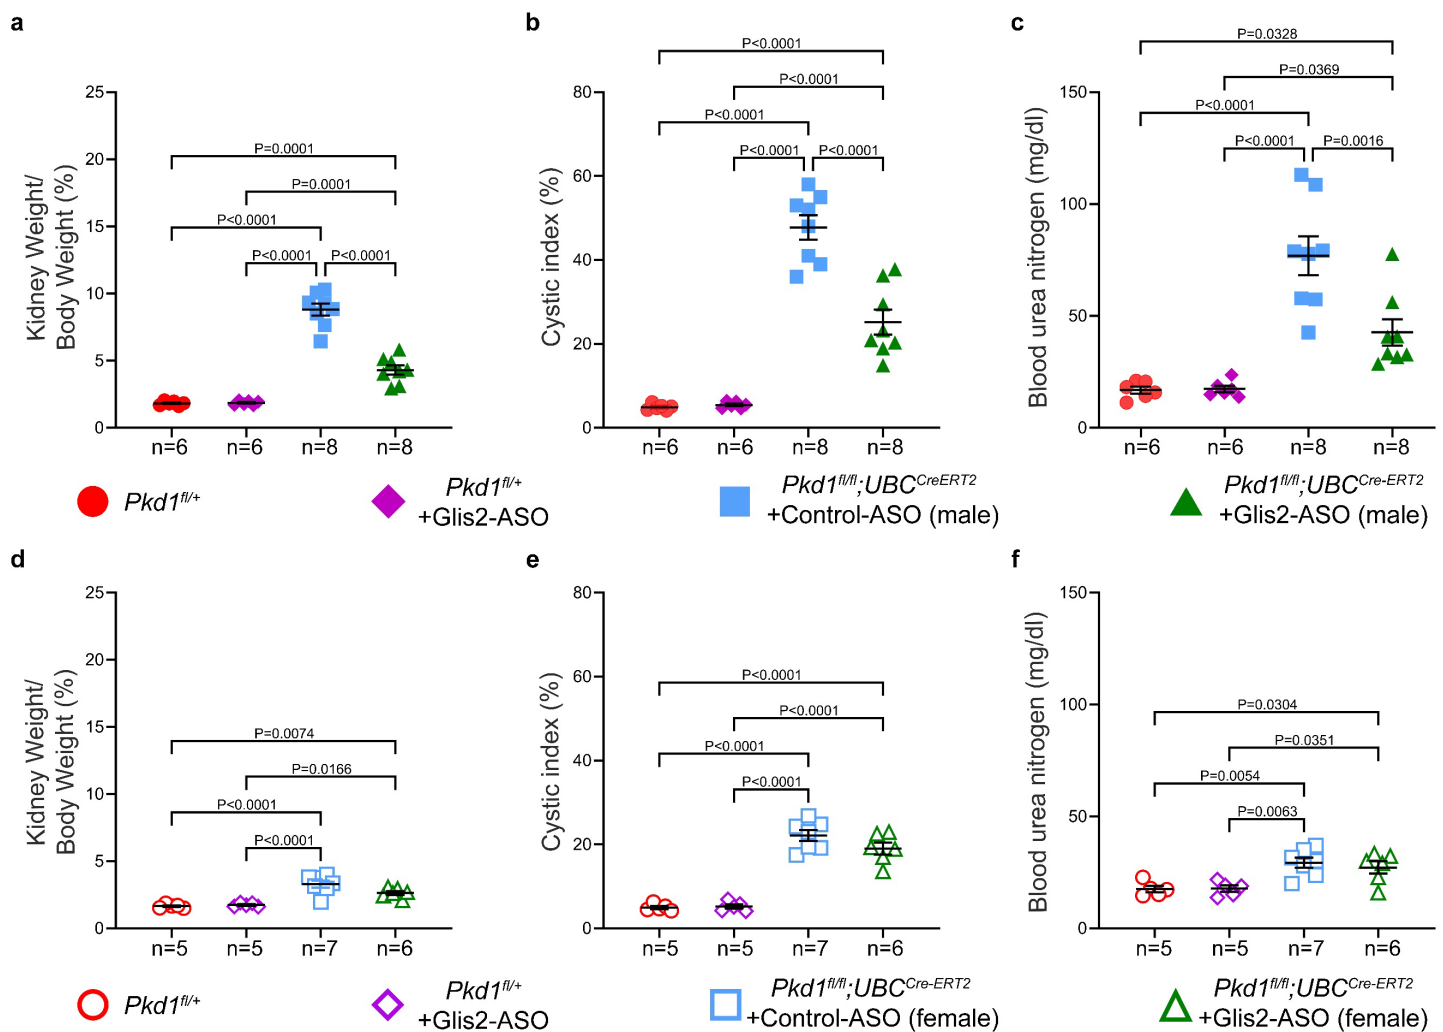

**Supplementary Figure 22. Aggregate quantitative data in Fig. 4b-d separated by sex.** a-f, Aggregate quantitative data for the indicated parameters in male (a-c) and female (d-f) mice. *n*, number of mice in each group. Colors and symbol shapes correspond to indicated genotypes and treatment groups. Multiple-group comparisons are done by one-way ANOVA followed by Tukey's multiple-comparison test presented as mean±s.e.m. Source data for exact values are provided as a Source Data file.

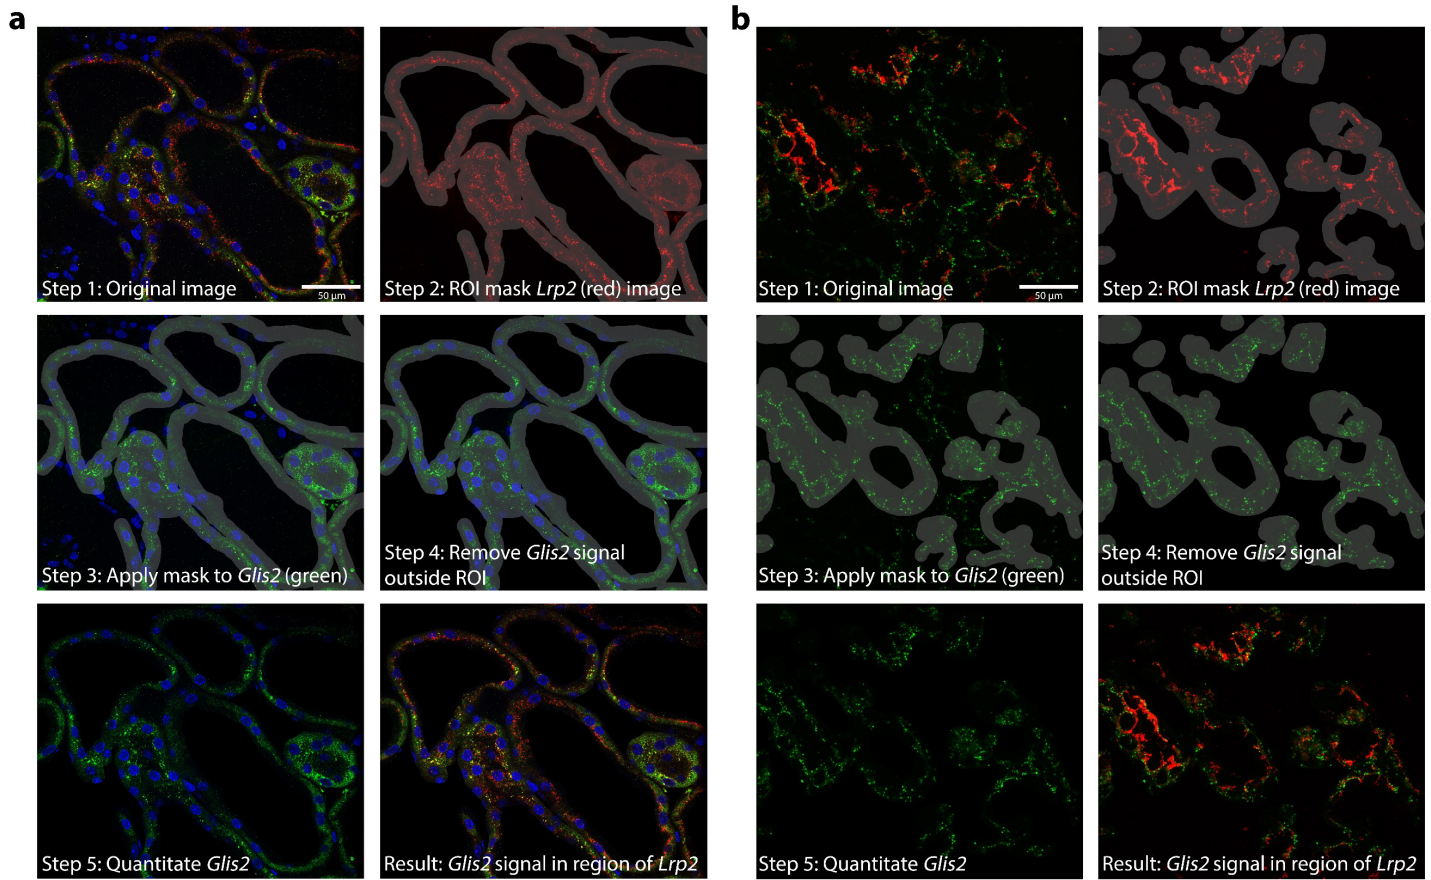

**Supplementary Figure 23. Approach to quantifying *Glis2* mRNA expression in proximal tubules. a,b** Representative images showing the workflow and key steps in masking strategies used for quantitation in both smFISH (**a**) and RNAScope-FISH (**b**). A mask showing the regions of interest (ROI) was created solely based on the megalin (*Lrp2*) channel (red). The resulting mask was applied to the *Glis2* channel (green). Signals in areas outside the ROI in the *Glis2* channel were removed. The *Glis2* signals remaining in the ROI were quantified with Cell Profiler. DAPI stained nuclei in the ROI were also counted by Cell Profiler. Scale bar, 50  $\mu$ m.

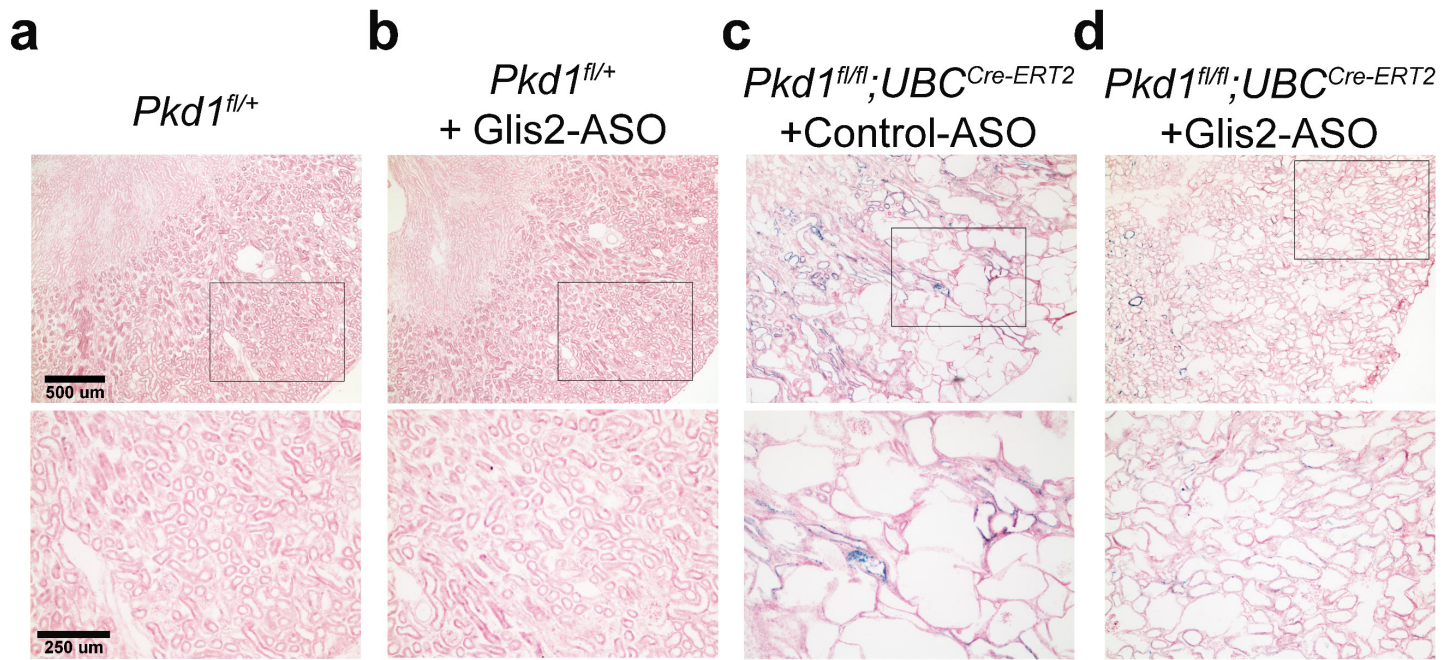

**Supplementary Figure 24. *Glis2* ASO reduces cellular senescence in adult onset ADPKD.** **a-d,** Representative bright-field microscopy images of kidney sections showing senescence-associated  $\beta$  galactosidase (SA- $\beta$ -Gal) activity with the specified genotypes and treatments at 18 weeks age with lower (*upper panel*) and higher (*lower panel*) magnification. **a,b,** Blue staining indicative of cellular senescence is absent from noncystic kidneys, including those treated with Glis2-ASO (**b**). Evidence of cellular senescence is present sporadically in polycystic *Pkd1<sup>fl/fl</sup>;UBC<sup>Cre-ERT2</sup>* kidneys treated with control-ASO (**c**) and is qualitatively reduced following treatment with Glis2-ASO (**d**). At least one histological section from two mice for each genotype and treatment group were examined to identify representative images. Boxed regions in upper image are shown in the respective lower panels. Scale bars: 500  $\mu$ m (*upper panels*); 250  $\mu$ m (*lower panels*).

# Supplementary material for: Glis2 is an early effector of polycystin signaling and a target for therapy in polycystic kidney disease
**Source:** Nat Commun. 2024 May 1;15:3698. doi: 10.1038/s41467-024-48025-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data Legends:**

**Supplementary Data 1: TRAP RNASeq quality metrics.**

**Supplementary Data 2: DEG analysis in male and female samples.** Gene annotation data, mean transcripts per million (TPM) values for each genotype and DEG for comparisons Pkd1^KO^ vs. noncystic, Pkd1^KO^ vs. Pkd1^KO^+cilia^KO^, and Pkd1^KO^+cilia^KO^ vs. noncystic in male mice. DEGs are ordered based on descending adjusted P value for Pkd1^KO^ vs. noncystic. Contents of sheets: *SKO.Centered.DEGs.male*, 15,991 genes; *FDR005&sameDirectionMale*, subset of DEG with the same relative direction of change in comparisons of Pkd1^KO^ vs. noncystic and Pkd1^KO^ vs. Pkd1^KO^+cilia^KO^ with FDR<0.05 (440 genes); *overlap_with_female*, subset of genes shared between male and female *FDR005&sameDirection* group (167 genes). *SKO.Centered.DEGs.female*, 15,968 genes; *FDR005&sameDirectionFemale*, subset of DEG with the same relative direction of change in comparisons of Pkd1^KO^ vs. noncystic and Pkd1^KO^ vs. Pkd1^KO^+cilia^KO^ with FDR<0.05 (526 genes); *overlap_with_male*, subset of genes shared between male and female *FDR005&sameDirection* group (167 genes). Detection of DEGs was done with the DESeq2 R package (version 1.30.1) using a negative binomial generalized linear model. The Benjamini-Hochberg procedure was used for multiple test correction with FDR <0.05 used as the threshold for statistical significance.

**Supplementary Data 3: Biologic pathway enrichment analysis using Metascape^1^**. Primary data corresponding to data presented in Supplementary Figure 4. Contents of sheets: *male*, statistically significantly enriched set of 440 genes with same direction in Pkd1^KO^ compared to both noncystic and Pkd1^KO^+cilia^KO^ in male mice corresponding to Supplementary Figure 4a; *female*, statistically significantly enriched set of 526 genes with same direction in Pkd1^KO^ compared to both noncystic and Pkd1^KO^+cilia^KO^ in female mice corresponding to Supplementary Figure 4b; *overlap*, statistically significantly enriched set of 167 genes with same direction in Pkd1^KO^ compared to both noncystic and Pkd1^KO^+cilia^KO^ in common between male and female mouse kidneys corresponding to Supplementary Figure 4c. The results of the enrichment analysis were obtained directly from Metascape^1^. Metascape uses the hypergeometric test to calculate P-values, which are then adjusted for multiple testing using the Benjamini-Hochberg correction algorithm.

**Supplementary Data 4: ‘CDCA pattern’ genes with broad expression along the nephron.** TRAP RNASeq DEG data cross-referenced with nephron segment-specific bulk RNASeq expression data^2^ to identify genes with TPM >1.0 in seven selected segments highlighted in yellow columns (proximal tubule S1, S2, medullary thick ascending limb, cortical thick ascending limb, distal convoluted tubule, connecting tubule, cortical collecting duct)^3^. Nephron segments definitions are presented in the “Legend” tab. The segment specific TPM presented are from published data in normal microdissected nephrons^3^. In addition, the mean TPM from TRAP RNASeq for each genotype and sex are presented in green highlighted columns. The last two columns show the number of microdissected segments for which the gene has TPM >1 in normal kidney (maximum 14) and the adjusted P value for the indicated comparison. Genes in the table were ordered first by the number of segments positive and then by adjusted P value. Selected genes discussed in the text are highlighted in red text. The P-values in this Table are obtained from Supplementary Data 2. The adjusted P-values in column U in the "MaleDEGs TPM >1" sheet are derived from the SKOvsWT comparison of 7-week male samples in Supplementary Data 2. The adjusted P-values in column U on the "FemaleDEGs TPM >1" sheet are obtained from the SKOvsWT comparison of 7-week female samples in Supplementary Data 2. In the "Male-FemaleOverlap TPM >1" sheet, the adjusted P-values in column X originate from the SKOvsWT comparison of 7-week male samples in Supplementary Table 2.

**Supplementary Data 5: Primer and probe sequences and antibodies. a,** Primer sequences for mouse genotyping; **b**, antibodies used in the studies; **c**, qRT-PCR primer sequences; **d**, single molecule fluorescence in situ hybridization (smFISH) probe sequences.

**References**

1. Zhou Y*, et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nature Communications* **10**, 1523 (2019).

2. Chen L, Chou CL, Knepper MA. A Comprehensive Map of mRNAs and Their Isoforms across All 14 Renal Tubule Segments of Mouse. *J Am Soc Nephrol* **32**, 897-912 (2021).

3. Ma M, Tian X, Igarashi P, Pazour GJ, Somlo S. Loss of cilia suppresses cyst growth in genetic models of autosomal dominant polycystic kidney disease. *Nat Genet* **45**, 1004-1012 (2013).

**Supplementary Movie Legends**

**Supplementary Movie 1.** **Glis2 is not detectable in primary cilia of IMCD3.** IMCD3 cells expressing Glis2-EGFP and Nphp3^(1-200)^-mApple were live imaged using confocal microscope to create a z-stack. Z-stack was used to create a movie with manual rotation to show Glis2 localization.

**Supplementary Movie 2.** **Glis2 is not detectable in primary cilia of IMCD3-Cas9**. IMCD3-Cas9 cells expressing Cas9, Glis2-EGFP and Nphp3^(1-200)^-mApple were live imaged using confocal microscope to create a z-stack. Z-stack was used to create a movie with manual rotation to show Glis2 localization.

**Supplementary Movie 3.** **Loss of *Pkd1* does not change Glis2 localization**. IMCD3-3F6 (*Pkd1*^-/-^ clone) cells expressing Cas9, Glis2-EGFP and Nphp3^(1-200)^-mApple were live imaged using confocal microscope to create a z-stack. Z-stack was used to create a movie with manual rotation to show Glis2 localization.

# Supplementary material for: Glis2 is an early effector of polycystin signaling and a target for therapy in polycystic kidney disease
**Source:** Nat Commun. 2024 May 1;15:3698. doi: 10.1038/s41467-024-48025-6
**Supplement:** Supplementary file 8 — Supplementary Data 5

**a. Mouse allele genotyping primer sequences**

The primers for genotyping the mouse alleles are presented in the table below. We note that we present PCR genotyping primers for the *Pkd2^WS25^* allele which was previously only genotyped by Southern blotting^1^. The same forward primer is combined with the *Pkd2^WS25^* reverse primer to detect the *Pkd2^WS25^* allele with the *Pkd2^▬^* reverse primer which detects the *Pkd2* null allele in a manner that distinguishes it from *Pkd2^WS25^*.

Genotyping primers:

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Pkhd1^Cre^* | 5’-CTGGTTGTCATTGGCCAGG | 5’-GCATCGACCGGTAATGCAGGC |
| *Pax8^rtTA^* | 5’-CCATGTCTAGACTGGACAAGA | 5’-CTCCAGGCCACATATGATTAG |
| *TetO^Cre^* | 5’-GCAGAGCTCGTTTAGTGAAC | 5’-TCGACCAGTTTAGTTACCC |
| *Pkd1^fl^* | 5’-CACAACCACTTCCTGCTTGGTG | 5’-CCAGCATTCTCGACCCACAAG |
| *Pkd2^fl^* | 5’-GGGTGCTGAAGAGATGGTTC | 5’-TCCACAAAAGCTGCAATGAA |
| *Tulp3^fl^* | 5’-CCATTTGTGAGGGTTGCTTT | 5’-GTTTTGTGCTGGGGATGGTA |
| *Ift88^fl^* | 5’-GACCACCTTTTTAGCCTCCTG | 5’-AGGGAAGGGACTTAGGAATGA |
| *Kif3a^fl^* | 5’-TCTGTGAGTTTGTGACCAGCC | 5’-GGTGGGAGCTGCAAGAGGG |
| *Glis2^fl^* | 5’-ACTGGGGGTAGGGTCCTAGA | 5’-CCCTGTCACCATCTCCAACT |
| *UBC^Cre-ERT2^* | 5’-GACGTCACCCGTTCTGTTG | 5’-AGGCAAATTTTGGTGTACGG |
| *ACTB^Cre^* | 5’-AGGTTCGTTCACTCATGGA | 5’-TCGACCAGTTTAGTTACCC |
| *ACTB^Flp^* | 5’-CACTGATATTGTAAGTAGTTTGC | 5’-CTAGTGCGAAGTAGTGATCAGG |
| *R26^Rpl10a^* (knockin) | 5’-CGTGTTCGTGCAAGTTGAGT | *5’-*ATTGCATCGCATTGTCTGAG |
| *R26^Rpl10a^* (WT) | 5’-CGTGTTCGTGCAAGTTGAGT | 5’-CCGAAAATCTGTGGGAAGTC |
| *Pkd2^WS25^* | 5’-GTGCTACTTCCATTTGTCACGTCCTGC | 5’-CTGATTCACATGCCCCAGGT |
| *Pkd2^▬^*  with *Pkd2^WS25^* | 5’-GTGCTACTTCCATTTGTCACGTCCTGC | 5’-GGGAAAACCATGGAAAATCG |
| *Glis2^+^* (WT) | 5’-CAGTCTGCCTGGCCTGCCATTAC | 5’-CAGACCCTGGTGGAATGACCAC |
| *Glis2^▬^* | 5’-TTCTATCGCCTTCTTGACGAG | 5’-GCGCCTTTCCAATGAGTCTTC |
| *Glis2^Ex3+^* (WT) | 5’-ACTGGGGGTAGGGTCCTAGA | 5’-CCCTGTCACCATCTCCAACT |
| *Glis2^Ex3▬^* | 5’-tcgtatagcatacattatacgaa | 5’-AATAGCGAAGTGGCTGGAAA |
| *ROSA^mT/mG^* (knockin) | 5’-TAGAGCTTGCGGAACCCTTC | 5’-CTTTAAGCCTGCCCAGAAGA |
| *ROSA^mT/mG^* (WT) | 5’-AGGGAGCTGCAGTGGAGTAG | 5’-CTTTAAGCCTGCCCAGAAGA |

**b. Antibodies**

| **Target** | **Antibody name** | **Company** | **Cat. no.** | **Dilution (IB)** | **Dilution (IF)** |
| --- | --- | --- | --- | --- | --- |
| PC1 | 7e12 | Santa Cruz Biotechnology | sc-130554 | 1:1000 | NA |
| PC2 | YCC2 | ^2^ | NA | 1:2000 | NA |
| GLIS2 | YNG2 | This study | NA | 1:40,000 | 1:1000 |
| KIF3a | D7G3 | Cell Signaling Technology | 8507S | 1:1000 | NA |
| IFT88 | IFT88 Polyclonal antibody | Proteintech | 13967-1-AP | 1:1000 | 1:500 |
| TULP3 | Tulp3 Polyclonal antibody | Proteintech | 13637-1-AP | 1:1000 | 1:500 |
| ZO1 | ZO1 Polyclonal antibody | Proteintech | 21773-1-AP | NA | 1:500 |
| ZO1 | ZO-1 Monoclonal antibody | Proteintech | 66452-1-Ig | NA | 1:500 |
| Acetylated α-Tubulin | AF647 | Santa Cruz Biotechnology | sc-23950 | NA | 1:1000 |
| ARL13b | ARL13b Mouse Monoclonal Antibody | Proteintech | 66739-1-Ig | NA | 1:1000 |
| HSP90 | HSP90 Antibody #4874 | Cell Signaling Technology | 4877S | 1:1000 | NA |
| LAMIN A/C | Lamin A/C Antibody #2032 | Cell Signaling Technology | 2032S | 1:1000 | NA |
| LAMIN B1 | Lamin B1 Polyclonal antibody | Proteintech | 12987-1-AP | 1:1000 | NA |
| Anti-FLAG | Mouse monoclonal ANTI-FLAG® M2 antibody | Sigma-Aldrich | F1804 | 1:500 | NA |
| Caspase-1 | Mouse anti-cleaved caspase-1 | Adipogen International | AG-20B-0042-C100 | 1:1000 | 1:200 |
| TNFα | Mouse anti-TNFα | Santa Cruz Biotechnology | SC-52746 | 1:1000 | 1:200 |
| α-SMA | Rabbit anti-α-SMA | Abcam | ab5694 | 1:1000 | 1:200 |
| PDGFR-β | Rabbit anti- PDGFR-β | Abcam | ab32570 | 1:1000 | 1:200 |
| F4/80 | Rat anti-F4/80 | AbD Serotec | MCA497R | NA | 1:200 |
| Ki-67 | Rabbit monoclonal anti-Ki-67 | Thermo Fisher Scientific | RM 9106-S1 | NA | 1:200 |
| Megalin | Rabbit anti-megalin | ^3^ | NA | NA | 1:500 |
| Dolichos biflorus agglutinin (DBA) | FITC DBA  or  Rhodamine DBA | Vector Laboratories | FITC (FL-1031)  Rhodamine (RL-1032) | NA | 1:50 |
| Lotus tetragonolobus agglutinin (LTA) | FITC LTA | Vector Laboratories | FL-1321 | NA | 1:200 |
| Secondary antibodies | Alexa-488, Alexa-594 and Alexa-647 conjugated secondary antibodies | Molecular ProbesThermo FIsher |  | NA | 1:500 |
| Hoechst 33342 | Nuclear stain | Molecular ProbesThermo Fisher | H-3570 | NA | 1:5000 |

**c. qRT-PCR primer sequences**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Pkd1* | 5’-CTAGACCTGTCCCACAACCTA | 5’-GCAAACACGCCTTCTTCTAATGT |
| *Pkd2* | 5’-GGGGAACAAGACTCATGGAAG | 5’-GCCGTAGGTCAAGATGCACAA |
| *Glis2* | 5’-GTGTCGATGGGCCAAGTGTAA | 5’-TGACAGCAGTATCGAGCATCC |
| *Kif3a* | 5’-ATGCCGATCAATAAGTCGGAGA | 5’-GTTCCCCTCATTTCATCCACG |
| *Cables2* | 5’-AGGAGACGAGTCACATCTCAG | 5’-TGTGTCATACTGCCTCATGTTC |
| *Chpf* | 5’-AGTGCCTGATGCCACCTATAC | 5’-CGGCCAAGATAGAGATGGGTTG |
| *Tspan5* | 5’-GGGAAGCACTACAAGGGTCC | 5’-CCACAGTCCGATTCCAAGAAA |
| *Anks3* | 5’-AGCTCAGCGATGAAGCCAG | 5’-CTGTGTGAAGATCCAAGGGGA |
| *Ptpdc1* | 5’-GGTCACTGACAATATCCTGGC | 5’-AGGTAGGTGAAACCACTTTCTTG |
| *Lad1* | 5’-ATGTCGGTCAGCAGAAAGGAC | 5’-CTGTGGTTGAACTCAGGTTGC |
| *Ntn4* | 5’-GCAGGCTTGAATGGAGTAGC | 5’-GCAGCGTTGCATTTATCACAC |
| *Gapdh* | 5’-AGGTCGGTGTGAACGGATTTG | 5’-TGTAGACCATGTAGTTGAGGTCA |
| *18s* | 5’-GTAACCCGTTGAACCCCATT | 5’-CCATCCAATCGGTAGTAGCG |
| *Adgre1* (F4/80) | 5’-AGTACGATGTGGGGCTTTTG | 5’-ACTCCTGGGCCTTGAAAGTT |
| *Cdkn1a* | 5’-AACATCTCAGGGCCGAAAAC | 5’-GTGGGCACTTCAGGGTTTTC |
| *Cdkn2a* | 5’-GGTCTTTGTGTACCGCTGG | 5’-CTGAGGCCGGATTTAGCTCT |

**d. Single molecule fluorescence in situ hybridization (smFISH) probe sequences**

| ***Glis2* Probe** | ***Glis2* Probe Sequence** |  | ***Lrp2* Probe** | ***Lrp2* Probe Sequence** |
| --- | --- | --- | --- | --- |
| Probe 1 | 5’-ttggtgatgctcagctttag |  | Probe 1 | 5’-cacagcgaaaattcccactg |
| Probe 2 | 5’-tcgatgcaaagcatgatgcc |  | Probe 2 | 5’-agtgtcatccaaacagtctc |
| Probe 3 | 5’-ggaaacctggtggtggagag |  | Probe 3 | 5’-tcggaacaatccttatcctg |
| Probe 4 | 5’-tcagggaatttggggttcag |  | Probe 4 | 5’-gtactcgatgggaacacact |
| Probe 5 | 5’-caagggggctgcagaaaagc |  | Probe 5 | 5’-aatagcagtttctctcgtca |
| Probe 6 | 5’-gagggtggtgacaagctgag |  | Probe 6 | 5’-gtcatggtcacagacatagg |
| Probe 7 | 5’-cagtaggcagtggaggcaag |  | Probe 7 | 5’-catcgctgttatcttcacag |
| Probe 8 | 5’-aacccaggggcaagaagaac |  | Probe 8 | 5’-ccattctcttgggtaacatg |
| Probe 9 | 5’-atcgacacaccagctgcttg |  | Probe 9 | 5’-cgggaactccatcacaaact |
| Probe 10 | 5’-gctcaaagagctggttacac |  | Probe 10 | 5’-ccaggatataaccttcttca |
| Probe 11 | 5’-tcgttgacatggtcaaccag |  | Probe 11 | 5’-tcgttggatttgcaatgctg |
| Probe 12 | 5’-ctgttcaggcttgacatgat |  | Probe 12 | 5’-caaatcccgaccattagaga |
| Probe 13 | 5’-ccaatgacagcagtatcgag |  | Probe 13 | 5’-tttcttccatgaagatctcc |
| Probe 14 | 5’-tcttgtacctggcattgaag |  | Probe 14 | 5’-atcaagggcaattcctctag |
| Probe 15 | 5’-tgtgtccggatgtgaatgag |  | Probe 15 | 5’-gattgctaccatccatgaag |
| Probe 16 | 5’-ttgtggatcttcaggttctc |  | Probe 16 | 5’-cgcttggatacaagatccag |
| Probe 17 | 5’-tggagtaacgcttgttgcag |  | Probe 17 | 5’-aaacggatgagggacgaggg |
| Probe 18 | 5’-tgtgcttgaagcggtcactg |  | Probe 18 | 5’-atggtaaactgtcactccga |
| Probe 19 | 5’-ttgtctacgtagtgggtacg |  | Probe 19 | 5’-cagccgtttgtgatgagaag |
| Probe 20 | 5’-cgggcatcttgcagtagtag |  | Probe 20 | 5’-agagattccttgagatccag |
| Probe 21 | 5’-tccgtgtaacgcttgtgaca |  | Probe 21 | 5’-cagcttcatgacagtgacac |
| Probe 22 | 5’-tgatgtgtttgcgcagtgaa |  | Probe 22 | 5’-tcgagggttgtttaagttgc |
| Probe 23 | 5’-atgtgacacaaagtggccat |  | Probe 23 | 5’-gactatgggcattaggtgag |
| Probe 24 | 5’-gacataggagccactgtcag |  | Probe 24 | 5’-aacggtgagtccaaacggat |
| Probe 25 | 5’-ttcgggatgatgatctgagc |  | Probe 25 | 5’-gtttggaactgggaagcaga |
| Probe 26 | 5’-gaggtagaggtaatggcagg |  | Probe 26 | 5’-ctctgaagcttcattccata |
| Probe 27 | 5’-cagagcactgaggtcaaggg |  | Probe 27 | 5’-ctgttgtcatggcaatcatc |
| Probe 28 | 5’-caaagggtgagggcaacagc |  | Probe 28 | 5’-cagtcattctgtttgtcaca |
| Probe 29 | 5’-aggagagaaaccacaggcag |  | Probe 29 | 5’-cactctttggggatacacat |
| Probe 30 | 5’-tgtggacaggtccagtacag |  | Probe 30 | 5’-ctgatccatccgaacaatca |
| Probe 31 | 5’-gagttaacacctctggactg |  | Probe 31 | 5’-cttgaactgagagcttgtgc |
| Probe 32 | 5’-acagaccctggtggaatgac |  | Probe 32 | 5’-tagatgcagtttccattgtc |
| Probe 33 | 5’-tttaccacagctggtttgag |  | Probe 33 | 5’-aaaaggctgggtaggacagt |
|  | | | Probe 34 | 5’-tttgtcacgactggctacaa |
|  |  |  | Probe 35 | 5’-tttaccctccaataagtcac |
|  |  |  | Probe 36 | 5’-ttgtcggttccgttttgaaa |
|  |  |  | Probe 37 | 5’-tatccagtctactgcaatca |
|  |  |  | Probe 38 | 5’-tctgtccagtaaatgttgcg |
|  |  |  | Probe 39 | 5’-tacattgtcacccattctag |
|  |  |  | Probe 40 | 5’-ccatgaagtagatgaggcga |
|  |  |  | Probe 41 | 5’-tggggaacgctgtacattac |
|  |  |  | Probe 42 | 5’-tcactctgtgaatttcacct |
|  |  |  | Probe 43 | 5’-ggagtgtcaacacctcaatg |
|  |  |  | Probe 44 | 5’-taatcagggttttcccatac |
|  |  |  | Probe 45 | 5’-taaaggaaggagccgtggac |
|  |  |  | Probe 46 | 5’-attggaagagtcagcagcat |
|  |  |  | Probe 47 | 5’-aggcagcatggaaacgacta |
|  |  |  | Probe 48 | 5’-gtgatcagacaactccaagc |

**References**

1. Wu G*, et al.* Somatic inactivation of Pkd2 results in polycystic kidney disease. *Cell* **93**, 177-188 (1998).

2. Cai Y*, et al.* Identification and characterization of polycystin-2, the PKD2 gene product. *JBiolChem* **274**, 28557-28565 (1999).

3. Zou Z, Chung B, Nguyen T, Mentone S, Thomson B, Biemesderfer D. Linking receptor-mediated endocytosis and cell signaling: evidence for regulated intramembrane proteolysis of megalin in proximal tubule. *J Biol Chem* **279**, 34302-34310 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

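Translating ribosome affinity purification (TRAP) RNASeq libraries were made from the kidneys of 45 mice at 7 weeks of age, in 6 groups of genotype and sex. Noncystic mice carried 1 floxed *Pkd1* allele, Pkd1 KO mice carried 2, and Pkd1 KO+cilia KO mice carried 2 floxed alleles of *Pkd1* and of *Kif3a*. Each mouse was taken as 1 replicate, and genotype, sex and replicate number were taken from the sample labels and from Supplementary Data 1. The paper's text gives 6 to 8 mice per group; the labels and Supplementary Data 1 list 9 male Pkd1 KO+cilia KO mice, and the total of 45 includes all of them.

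The authors deposited 1 count per gene and mouse, without normalization. They trimmed the reads with fastp 0.20.0, aligned them with STAR 2.7.9 to GRCm38.p6 with the GENCODE vM25 annotation, and counted fragments with featureCounts 2.0.0. For each sex the authors also deposited a table of TPM values of the protein-coding genes past their filter of at least 6 counts in at least 20% of the mice. The paper's text does not name the strand and multimapping options of the counting. The libraries were prepared with ribosomal RNA depletion and sequenced in a single batch with paired 150 bp reads. Between 80874556 and 132958186 fragments per mouse were counted on genes. A level of 3 counts was taken as the floor, and this floor covers counting error only, since the reads carry no molecular identifiers.

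GENCODE vM21 on GRCm38 was used for symbols, coordinates and gene classes. Of the 55401 genes of the count tables, 55141 had an entry in it, and 54821 of these had the same chromosome, start and end. All coordinates are those of GRCm38. The protein-coding class was taken from the deposited TPM tables.

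Within each sex, every pair of genotypes was fitted by itself with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the quasi-likelihood test and the Benjamini-Hochberg adjustment, with an adjusted p of at most 0.05 as the threshold. This design was chosen because the fold changes of the 3 comparisons in Supplementary Data 2 do not add up within a gene, as they would in a joint fit. The authors used DESeq2 1.30.1 for this step; DESeq2 1.42.0 was run here as an alternative. The "CDCA pattern" was called as in the paper, from the threshold in Pkd1 KO against both other genotypes with the same sign. Differences between the sexes were tested as the interaction of sex and genotype in a fit of all 45 mice. Gene lists were tested with camera from limma 3.58.1 with a preset correlation of 0.01, and again with fry and with a correlation estimated from the data. Standard PCA and Pearson correlations between samples used the deposited TPM values, the former on log2(TPM + 1). Robust PCA and Metascape were not run here.

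The lists were written before the data were examined. They cover S phase, G2/M phase, Y chromosome genes, X inactivation, male-biased and female-biased proximal tubule genes, mast cells, macrophages, T cells, B cells, endothelial cells, fibroblasts, podocytes, proximal tubule, thick ascending limb, distal convoluted tubule, principal cells, intercalated cells and tubule injury. Genes were named by a rule also written then. It covers *Pkd1* and *Kif3a*, the genes the paper names from these libraries, and for each sex the 3 "CDCA pattern" genes with the smallest p against noncystic mice. It further covers the 2 genes per sex outside the pattern with the smallest p in Pkd1 KO and in Pkd1 KO+cilia KO against noncystic mice, the 3 genes with the smallest p for each sex difference, the 3 with the smallest p within 5 Mb of *Pkd1*, of *Kif3a* and of *Glis2*, and members of the lists. Genes named outside this rule were chosen after their values were seen, among them *Zic2* and *Afp*, which were named as extremes of a set of values.

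The alternatives set before the data were examined were DESeq2, the 3 genotypes of a sex in one fit, DESeq2's size factors, no filter on low counts, edgeR's filterByExpr, all annotated genes, the replicate number as a block, limma voom with sample quality weights, 1 surrogate variable from sva 3.50.0, limma on log2(TPM + 1), and leaving out each mouse in turn. For the lists they were fry, the estimated correlation and each cell cycle phase by itself; for the PCA, the 500 most variable genes and genes scaled to unit variance; and for the filter, at least 10 counts. Chance was examined with 100 regroupings of the mice for each comparison and with 20 simulated sets of unchanged groups. For the sex differences, the regroupings exchanged males and females within each genotype. List scores are means of log2(CPM + 0.1).

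The edgeR step was tested on counts simulated from the means and library sizes of these mice, with 200 genes changed. The changed genes were drawn only from genes above a minimum mean count. Every simulated log2 change was larger in size than the medians of the genes of Supplementary Data 4 (0.40 in males and 0.34 in females). The shares called below therefore do not measure how many smaller changes, or changes of genes with few counts, were missed. The simulated counts used edgeR's estimates of dispersion, which favours edgeR over DESeq2. Over 10 fits of 15828 to 15991 genes, 90% to 96.5% of the changed genes were called, and at most 5.85% of the calls were unchanged genes. In 5 further simulated sets per sex, unchanged genes made up a mean of 4.76% of the edgeR calls in males and 3.31% in females (highest 7.43% and 4.52%), and 17.7% and 14.4% of the DESeq2 calls, against an aim of 5% or less. These 5 sets were added after a first DESeq2 run had exceeded the limit chosen for the test, and the limit was then applied to edgeR only.

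No mouse was left out of the results at the claims. Supplementary Data 2 was held only in part, so no overlap with it was tested. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.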

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

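The tests of exchanged labels, of *Kif3a* left undeleted, of a lower *Kif3a* level in 1 mouse and of macrophage RNA were chosen only after the result was seen, as were the fits with single mice left out for the cell cycle list and the sex differences and the values of noncystic male replicate 8 near *Pkd1* and of the T cell list. For the cell cycle difference without Pkd1 KO male replicate 4, the criterion was set after that mouse had been noticed and before this value was computed.

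In groups of 6 to 9 mice, 96 sets of values were examined for 1 mouse far from the others. The test finds about 5% of sets by chance, or 4.8 of 96, and 8 were found. No test was made of which of the 8 arise by chance. Of the 8 values, 3 are of *Kif3a*, 1 is of another gene in a library with such a *Kif3a* value, and the other 4 are single values of *Anks3*, *Chpf* and the mitochondrial share.

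The library labelled noncystic female replicate 5 had 7.02 CPM of *Kif3a* against 23.9 in the nearest other noncystic female, and the library labelled Pkd1 KO+cilia KO female replicate 6 had 21.6 against 8.83 in the nearest other. To see whether this went beyond *Kif3a*, genes near *Pkd1*, on another chromosome, were chosen by their difference in males, and each library was placed between the other noncystic females (0) and the other Pkd1 KO+cilia KO females (1). The library labelled noncystic female replicate 5 had a median position of 0.887, within the range of the other Pkd1 KO+cilia KO females (0.593 to 1.15) and outside that of the other noncystic females (-0.113 to 0.278). Over genes elsewhere in the genome it lay at 0.90, within 0.793 to 1.02. Not every value placed it in that group: for *Slc5a2* it lay at 0.805, below the 0.862 to 1.22 of the other Pkd1 KO+cilia KO females. On the first principal component of females it had 4.53, between the other noncystic females (at most -2.14) and the Pkd1 KO+cilia KO females other than the library labelled replicate 6 (17.2 to 27.2), which had 8.62. This argues against a low *Kif3a* level in an otherwise noncystic mouse, and an exchange of labels remains a candidate explanation; a mixed sample was not excluded. The library labelled Pkd1 KO+cilia KO female replicate 6 had a median position of 0.341 over the genes near *Pkd1* and 0.363 over genes elsewhere, outside the range of either group. This argues against *Kif3a* being left undeleted in an otherwise Pkd1 KO+cilia KO mouse. Whether its label was exchanged with the other library cannot be told apart from a mixed sample, since its positions lie between the groups, nearer to noncystic mice. For *Slc5a2* this library lay at 0.067, just above the -0.0448 to 0.0477 of the other noncystic females, which goes with an exchange more than its other positions do. The criterion for an exchange was made stricter after these positions were seen, from the nearer group to the range of the group. The same library had 231 CPM of *Lad1* against 142.0 in the nearest other, and noncystic females had higher *Lad1* than Pkd1 KO+cilia KO females. Both libraries were kept under their labels, and no biological explanation was tested other than a low *Kif3a* level and *Kif3a* left undeleted.

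Noncystic male replicate 8 had 13.4 CPM of *Kif3a* against 19.6 in the nearest other noncystic male. On the CPM scale this lies 52.6% of the way to the mean of Pkd1 KO+cilia KO males, and *Slc5a2* lay 37.3% and *Eif3j2* 42.3% of the way. Over genes elsewhere, chosen in females, its median position was 0.294, inside the range of the other noncystic males (-0.28 to 0.793). That range is set by noncystic male replicate 3 alone, without which it is -0.28 to 0.000927. Over 5 genes near *Pkd1*, chosen in females, the median position of noncystic male replicate 8 was -0.104, with 0 of the 5 nearer to Pkd1 KO+cilia KO males. This counts against a mixture, but on few genes. The ranges overlap (-0.305 to 0.754 in the other noncystic males and 0.149 to 1.97 in Pkd1 KO+cilia KO males) through noncystic male replicate 3 alone. Without replicate 3 the other noncystic males lay at -0.305 to 0.0539. Because replicate 3 sets the range over genes elsewhere, noticed only with the values in view, a mixture with Pkd1 KO+cilia KO RNA cannot be told apart from a difference of this mouse alone. A mouse carrying 1 floxed *Kif3a* allele was not tested.

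Pkd1 KO male replicate 4 had 42.3 CPM of *Anks3*, with the next mouse of its group at 48.4, and Pkd1 KO female replicate 6 had 40.1 CPM of *Chpf*, with the next at 32.3. Without these mice *Anks3* had log2 fold changes of 0.39 against noncystic and 0.44 against Pkd1 KO+cilia KO males, and *Chpf* 0.81 and 0.73 in females. Neither call changed. No technical or biological explanation was tested for these 2 values.

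The share of counts on mitochondrial genes was 0.404% in noncystic male replicate 4, with the next noncystic male at 0.159%, and 0.243% in noncystic female replicate 7, with the next noncystic female at 0.13%. Mice of other groups had shares as high, up to 0.446% in Pkd1 KO+cilia KO male replicate 9 and 0.269% in Pkd1 KO+cilia KO female replicate 5. The group medians also differed, with 0.0853%, 0.0897% and 0.128% in noncystic, Pkd1 KO and Pkd1 KO+cilia KO males and 0.0923%, 0.0677% and 0.196% in females. The relations below are within groups and do not test this difference. Mitochondrial mRNA is translated on ribosomes without the tagged protein, so RNA carried through the pulldown may raise this share. Such RNA would also bring transcripts of cells without Cre. Over the residuals from the group means, the share had a Pearson r with the endothelial score of 0.462 in 24 males (permutation p = 0.0224, adjusted p = 0.0299 over 4 relations; Spearman rho 0.554, permutation p = 0.00554) and 0.658 in 21 females (permutation p = 0.00113, adjusted p = 0.00452; Spearman rho 0.66, permutation p = 0.00178). Without the 2 mice farthest on the mitochondrial share r was 0.366 and 0.608. With the fibroblast score r was 0.00882 in males (permutation p = 0.968, adjusted p = 0.968; Spearman rho 0.0426, permutation p = 0.842, and r = -0.0305 without the 2 mice) and 0.584 in females (permutation p = 0.00536, adjusted p = 0.0107; Spearman rho 0.597, permutation p = 0.00516, and r = 0.525). The 2 lists part in males, so carried RNA cannot be told apart from endothelial variation of another source.

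In a fit of all mice, 2 genes differed between males and females in their response of Pkd1 KO against noncystic mice, *Capn11* and *Tle2* (adjusted p = 0.00797 and 0.0295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1279 genes at an unadjusted p under 0.05. *Tle2* was lower in Pkd1 KO males by a log2 fold change of -0.94 and had 0.30 in females, a difference of -1.24 (standard error 0.233). *Capn11* was at or near 0 counts in some mice of several groups, so no fold is given. Without the 2 female libraries whose *Kif3a* went against their labels, 1 gene passed, and the count ranged from 1 to 44 with single mice left out, reaching 44 without Pkd1 KO male replicate 1. In fits of the 4 groups alone the real grouping gave 1 gene, and 2 of 100 groupings, the real one included, gave as many. The other groupings exchanged males and females within each genotype, so their groups mixed the sexes. Genes that differ between the sexes then vary more within groups, which can lower the counts of these groupings. How often chance gives as many genes can therefore not be read from them.

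Against Pkd1 KO+cilia KO mice, 35 genes differed between the sexes, 5 with a higher and 30 with a lower value in males, and 1256 had an unadjusted p under 0.05. The smallest p belonged to *Hsd17b14* (difference -2.40, standard error 0.287), *L3mbtl4* (-4.03, standard error 0.547) and *Spidr* (-1.45, standard error 0.221). In fits of the 4 groups alone, with 20 genes for the real grouping, 4 of 100 groupings gave as many, and 1 other grouping gave 3185. These groupings also mixed the sexes within groups, so they carry the same limit. Of the 35 genes, 33 (94.3%) were DEGs between male and female noncystic mice, against 27.5% of all genes tested (4353 of 15828; Fisher's exact test, two-sided, p = 9.27e-17), and 29 of the 33 were higher in noncystic females. This is consistent with a change in sex-dependent genes. The biological difference between the sexes was not tested further.

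The 97 cell cycle genes rose more in Pkd1 KO males than in Pkd1 KO females against noncystic mice, with a median difference of 0.5341 on the log2 scale. Without Pkd1 KO male replicate 4, the mouse with the highest scores, the difference was 0.3886. By the same test the macrophage list fell from 1.56 to 0.3495. Since the cell cycle difference kept most of its size, the values argue against this mouse as the whole cause, with a part left open. Without this mouse the macrophage list kept a difference nearly as large as that of the cell cycle list, so RNA of macrophages stays open. The T cell list fell from 1.49 to 0.50 without Pkd1 KO male replicate 4 and kept a difference at least as large as that of the cell cycle list, so RNA of T cells stays open. In fits of the 4 groups alone, 2 of 100 groupings gave a median as large, where the other groupings exchanged males and females within each genotype. Against Pkd1 KO+cilia KO mice the difference was 0.15, 64 of 100 groupings gave as large a median, and it was -0.0024 without Pkd1 KO male replicate 4. A slower response in females stays among the open biological explanations, untested.

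The paper analysed protein-coding genes. Among 6881 other annotated genes past the same filter in males, 73 were DEGs in Pkd1 KO against noncystic mice (40 higher and 33 lower) and 185 against Pkd1 KO+cilia KO mice (102 and 83). Among 6617 in females, the numbers were 47 (17 and 30) and 406 (159 and 247). The top genes in these comparisons were, in this order, *Gm9825* (0.99), *Gm5801* (-3.80), *Gm16505* (-1.51) and *Gm6969* (-6.20 on the log2 scale), chosen after their values were seen. Reads of a neighbouring protein-coding DEG could account for some. Of the 73, 17.8% lay within 5 kb of a protein-coding DEG of the same direction, against 3.2% of the other genes (Fisher's exact test, two-sided, p = 7.08e-07), and the other comparisons gave 9.73% against 1.7%, 17.0% against 1.77% and 13.3% against 6.41%. This is consistent with shared reads for a minority of them, and the others stay unexplained. No biological explanation was tested.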

How the results depend on the processing

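All alternatives were set before the data were examined, except 3 that were added after values had been seen: leaving out both female libraries whose *Kif3a* went against their labels, and leaving out single mice for the cell cycle lists and for the sex differences. For each change below the cause was not tested, unless a value is given for it.

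DESeq2 in place of edgeR gave 1640 DEGs for Pkd1 KO against noncystic males, 962 for females, 1234 against Pkd1 KO+cilia KO males, and 2157 (males) and 1280 (females) between Pkd1 KO+cilia KO and noncystic mice. It gave 440 "CDCA pattern" genes in males, 525 in females and 168 in both, and 29 and 72 genes with a sex difference against noncystic and Pkd1 KO+cilia KO mice. In simulated counts a higher share of the DESeq2 calls than of the edgeR calls were unchanged genes, 17.7% in males and 14.4% in females, though these counts used edgeR's dispersions, which favours edgeR. With sample quality weights the DEG counts were 1389 for Pkd1 KO against Pkd1 KO+cilia KO males, 2803 and 1357 for Pkd1 KO+cilia KO against noncystic males and females, and 809 for Pkd1 KO against noncystic females, with 355, 460 and 147 "CDCA pattern" genes in males, females and both. The genes with a sex difference then numbered 0 against noncystic and 133 against Pkd1 KO+cilia KO mice. One surrogate variable gave 1318 DEGs against Pkd1 KO+cilia KO males and 2157 and 857 between Pkd1 KO+cilia KO and noncystic males and females, 337 "CDCA pattern" genes in males and 133 in both, and 54 with a sex difference against Pkd1 KO+cilia KO mice. All 3 genotypes in one fit gave 929 DEGs against Pkd1 KO+cilia KO males and 330 "CDCA pattern" genes in males.

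Limma on log2(TPM + 1) gave 625 DEGs for Pkd1 KO against noncystic males and 1000 for Pkd1 KO+cilia KO against noncystic females. TPM is scaled to a fixed total per library, with no further normalization factor such as that of TMM, and it shifted the median of all genes. Among genes of at least 1 TPM the median was -0.11 in Pkd1 KO against Pkd1 KO+cilia KO males and 0.11 in Pkd1 KO+cilia KO against noncystic females, against 0.006 and -0.006 with TMM. The split into higher and lower genes moved with it. On the TPM scale 262 genes were higher and 363 lower in Pkd1 KO against noncystic males, 159 and 408 against Pkd1 KO+cilia KO males, 584 and 1583 against Pkd1 KO+cilia KO females, and 875 and 125 between Pkd1 KO+cilia KO and noncystic females. The male "CDCA pattern" genes split into 23 and 118, and the female ones into 126 and 133.

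Replicate numbers do not pair the mice: of 41 same-numbered pairs, 15 had a correlation above 0.1, and the range was -0.37 to 0.472 with a median of 0.0231. With the replicate number as a replicate block, the DEG counts were 170 against Pkd1 KO+cilia KO males, 764 between Pkd1 KO+cilia KO and noncystic males, 294, 612 and 100 for the 3 female comparisons, and the "CDCA pattern" counts 37, 105 and 23. The block changed no call of the cell cycle list in the 4 comparisons within a sex.

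Without both female libraries whose *Kif3a* went against their labels, 926 genes were DEGs between Pkd1 KO+cilia KO and noncystic females and 1 gene differed between the sexes against noncystic mice. With single mice left out, the DEG counts ranged from 742 to 1155 in Pkd1 KO against noncystic males, from 403 to 630 against Pkd1 KO+cilia KO males and from 965 to 2359 between Pkd1 KO+cilia KO and noncystic males, the last of these without noncystic male replicate 3. In females they ranged from 349 (without noncystic female replicate 6) to 676, from 1241 (without Pkd1 KO+cilia KO female replicate 3) to 2084, and from 8 (without Pkd1 KO+cilia KO female replicate 2) to 746 (without the library labelled noncystic female replicate 5). The "CDCA pattern" counts ranged from 115 (without Pkd1 KO+cilia KO male replicate 3) to 183 in males, from 215 to 385 in females and from 59 to 84 in both. The sex differences ranged from 1 to 44 genes (the latter without Pkd1 KO male replicate 1) and from 18 (without Pkd1 KO+cilia KO female replicate 2) to 42. The cell cycle medians against noncystic mice ranged from 0.88 to 1.10 in males and 0.32 to 0.47 in females, and against Pkd1 KO+cilia KO mice from 0.34 to 0.60 and 0.20 to 0.34. The sex difference of the cell cycle list ranged from 0.39 to 0.66 against noncystic and from -0.0024 to 0.24 against Pkd1 KO+cilia KO mice, each lowest without Pkd1 KO male replicate 4.

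With the correlation estimated from the data the cell cycle list no longer passed against Pkd1 KO+cilia KO mice in males (0.51, p = 0.106) or females (0.25, p = 0.198). The sex difference against Pkd1 KO+cilia KO mice no longer passed under fry (0.15, p = 0.527), the estimated correlation (0.15, p = 0.545), the S phase genes alone (0.0092, p = 0.695) or sample quality weights (0.037, p = 0.393). The share of variance on the first principal component was 37.5% and 35.9% in males with the 500 most variable genes and with unit variance, 31.0% and 22.1% in females, and 59.0% and 34.5% over all mice.

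Among the named genes, 90 log2 fold changes were refitted in 2184 alternatives, with no change of direction; 2111 kept their side of the threshold, 42 were weaker and 31 stronger. The replicate block gave 5 of the weaker calls and limma on log2(TPM + 1) another 5. DESeq2 gave 6 of the stronger calls, sample quality weights 7 and 1 surrogate variable 6. Single mice changed the call of *Tspan5* against Pkd1 KO+cilia KO males in 11 fits, of *Tmem67* against Pkd1 KO+cilia KO females in 9 and of *AU021092* against noncystic males in 6. DESeq2's size factors and the absence of a filter changed no call among them. At these depths, the floor is at most 0.0371 CPM in each library, and it limits only genes near 0 counts, such as *Capn11*.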

Differences from the paper's values

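Pkd1 KO against noncystic mice gave 1008 DEGs in males and 533 in females, against the paper's 1640 and 964. Among the alternatives set before the data were examined, DESeq2 (1640), the 3 genotypes in one fit (1449) and sample quality weights (1475) gave male counts within 1.5 times of the paper's, and DESeq2 (962), sample quality weights (809) and 1 surrogate variable (688) did so in females; none of the others did.

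Pkd1 KO against Pkd1 KO+cilia KO males gave 603 DEGs, against the paper's 1234. DESeq2 (1234), the 3 genotypes in one fit (929), sample quality weights (1389) and 1 surrogate variable (1318) came within 1.5 times, and the other alternatives set before the data were examined did not.

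Pkd1 KO+cilia KO against noncystic mice gave 1422 DEGs in males and 405 in females, against about 2200 and about 1300 in Fig. 1b, read by eye. In males DESeq2 (2157), all annotated genes (1574), sample quality weights (2803) and 1 surrogate variable (2157) came within 1.5 times, and in females DESeq2 (1280), sample quality weights (1357) and limma on log2(TPM + 1) (1000) did. Leaving out both female libraries whose *Kif3a* went against their labels gave 926, an alternative chosen after seeing the values. The other alternatives set before the data were examined did not come as close.

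The "CDCA pattern" was found in 174 genes in males, 305 in females and 78 in both, 401 genes in all, against the paper's 440, 526, 167 and 799. In that order DESeq2 gave 440, 525, 168 and 797, the 3 genotypes in one fit 330, 356, 117 and 569, sample quality weights 355, 460, 147 and 668, and 1 surrogate variable 337, 369, 133 and 573, each within 1.5 times of the paper's. None of the other alternatives set before the data were examined did so. The paper's methods name DESeq2. Here, as for the DEG counts of Pkd1 KO above, DESeq2 gave counts equal or nearly equal to the paper's, so the lower counts go with the use of edgeR in its place.

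The paper names *Ptpdc1*, *Rab23* and *Tmem67* among the genes with the "CDCA pattern" in both sexes. *Ptpdc1* did not pass against Pkd1 KO+cilia KO males (adjusted p = 0.0945 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.0032 to 0.437 over the alternatives; it passed with DESeq2 (0.0423), sample quality weights (0.0032) and 1 surrogate variable (0.0258). *Rab23* did not pass in the same comparison (adjusted p = 0.0649 from edgeR's quasi-likelihood test), with 0.00944 to 0.22 over the alternatives; it passed with DESeq2 (0.026), the 3 genotypes in one fit (0.0316), sample quality weights (0.00944) and 1 surrogate variable (0.0155). *Tmem67* had an adjusted p of 0.126 against Pkd1 KO+cilia KO males from the same edgeR test, with 0.0194 to 0.275 over the alternatives, and passed with DESeq2 (0.0194) and sample quality weights (0.0426). Against noncystic females its adjusted p was 0.0533 from the same edgeR test, with 0.00411 to 0.142 over the alternatives, and it passed with DESeq2 (0.00411), the 3 genotypes in one fit (0.0427), filterByExpr (0.0431), sample quality weights (0.0304) and 1 surrogate variable (0.0309).

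The paper places the enrichment of cell cycle processes in the male "CDCA pattern" genes only. With another method, a list of 97 cell cycle genes had a higher median in Pkd1 KO females too. The difference on the log2 scale was 0.41 against noncystic and 0.25 against Pkd1 KO+cilia KO mice, and larger in males. A list median does not measure enrichment among genes passing against both other genotypes, which was not tested. Against Pkd1 KO+cilia KO mice the list failed limma's camera test with the estimated correlation in females (p = 0.198) and males (p = 0.106). It passed limma's fry test in both sexes. For that comparison in females, 5 of 100 groupings of the mice gave as large a median, so a chance arrangement is not excluded.

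The paper reports that standard and robust PCA did not point to significant outliers, and clusters the Pkd1 KO samples together by Pearson correlation. Standard PCA here placed noncystic male replicate 3, Pkd1 KO male replicate 4 and Pkd1 KO+cilia KO male replicates 6 and 8 at -9.76, -1.13, -23.7 and -30.2 on the first component, apart from 20 of the 24 males at 14.4 to 40.3. The mean correlation was 0.903 between Pkd1 KO samples, higher than the 0.881 between a Pkd1 KO sample and one of another genotype, as clustering by genotype would give, but lower than the 0.933 between samples of the other 2 genotypes, over 397 genes of the "CDCA pattern" found here rather than the paper's 799; clustering was not run here.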

Other observations

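The tests on genes near *Pkd1*, on the share of proximal tubule RNA, on the macrophage list and on the sex of 3 male libraries were chosen only after their result was seen, as were the regroupings of the mice for Pkd1 KO against noncystic males; the other tests here were chosen before.

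Regroupings of the mice asked how often other groups of the same sizes give a result as large. The real grouping was the only 1 of 100 to give as many DEGs in Pkd1 KO against noncystic males (1008; the largest other grouping gave 17), Pkd1 KO against Pkd1 KO+cilia KO males (603; largest other 1), Pkd1 KO+cilia KO against noncystic males (1422; largest other 105), Pkd1 KO against noncystic females (533; largest other 131) and Pkd1 KO against Pkd1 KO+cilia KO females (1869; largest other 754). For Pkd1 KO+cilia KO against noncystic females, 2 of 100 groupings gave as many as the 405 genes, the largest other giving 514. For the "CDCA pattern" in males, females and both sexes, the real grouping was again the only 1 of 100, and no other grouping gave any gene. The median of the cell cycle list was as large in 1 of 100 groupings for Pkd1 KO against noncystic males, against Pkd1 KO+cilia KO males and against noncystic females. For Pkd1 KO against Pkd1 KO+cilia KO females it was as large in 5 of 100, so a chance arrangement of the mice is not excluded there.

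Genes within 5 Mb of *Pkd1* were more often DEGs of Pkd1 KO against noncystic mice than other genes; after adjustment for the number of tests this passed the threshold in females and not in males. In females 18 of 198 passed, against 6.61 by chance (Fisher's exact test, two-sided, p = 0.000118, adjusted p = 0.00283 over 24 tests), and in males 22 of 197, against 12.4 (p = 0.011, adjusted p = 0.088). In Pkd1 KO against Pkd1 KO+cilia KO mice, which carry the same floxed alleles, there was no such excess (Fisher's exact test, two-sided, p = 0.128 in males and 0.183 in females). The difference between Pkd1 KO+cilia KO and noncystic males had a similar one (29 of 197, against 17.5, Fisher's exact test, two-sided, p = 0.00753, adjusted p = 0.088), and that in females did not (7 of 198, against 5.02, p = 0.356). This is consistent with sequence differences carried next to the floxed *Pkd1* allele, of which noncystic mice have 1 copy and the others 2, although Pkd1 KO+cilia KO females, which should then show it too, did not, in a comparison that includes both libraries whose *Kif3a* went against their labels. Among these genes *Rnps1* had a log2 fold change of -0.67 in males and -0.62 in females against noncystic mice, and 0.12 and -0.04 against Pkd1 KO+cilia KO mice. Near *Kif3a* no comparison passed the threshold. The smallest p there was in Pkd1 KO+cilia KO against noncystic males, with 16 of 113 against 10.0 by chance (Fisher's exact test, two-sided, p = 0.065, adjusted p = 0.312), an odds ratio of 1.7 that is close to the 1.89 and 1.78 near *Pkd1* in males, so the male values do not set *Pkd1* apart from *Kif3a*. Near *Kif3a*, *Il4* (1.19), *Lyrm7* (1.09) and *Col23a1* (0.89) in males and *Gm2a* (0.69), *Cdkn2aipnl* (0.27) and *Nhp2* (0.48) in females had the smallest p in Pkd1 KO against Pkd1 KO+cilia KO mice (Fisher's exact test, two-sided, 7 of 113 in males, p = 0.204; 13 of 113 in females, p = 1.0). No excess past the threshold was seen near *Glis2* in Pkd1 KO against noncystic mice (Fisher's exact test, two-sided, 3 of 46 in males, p = 0.765; 2 of 45 in females, p = 0.662), where *AU021092* had 0.75 in males and *Ppl* 0.29 in females against noncystic mice.

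*Slc5a2* was lower in Pkd1 KO+cilia KO than in noncystic males by a log2 fold change of -4.48 and in females by -2.31 (standard error 0.797), the latter not past the threshold and including both libraries whose *Kif3a* went against their labels. The other 11 proximal tubule genes had a median of -0.2392 in males, the lowest being *Slc5a12* with -0.62, and of -0.08 in females, the lowest being *Hnf4a* with -0.35. A smaller share of proximal tubule RNA would lower them alike, so these values argue against it as the whole cause. A variant at *Slc5a2* that these mice carry together with neighbouring differences could lower it; of 136 genes within 5 Mb, 8 were DEGs, against 12.1 by chance (Fisher's exact test, two-sided, p = 0.287), and this cannot be told apart from a change of *Slc5a2* alone, since a variant need not change its neighbours. *Eif3j2* (-3.11) in males and *Sod1* (-0.43) and *Capg* (-0.64) in females were the other genes with the smallest p between these groups.

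Noncystic male replicate 3 and Pkd1 KO+cilia KO male replicates 6 and 8 had scores of -1.95, -3.87 and -3.40 on the male-biased proximal tubule list and 1.62, 1.50 and 1.42 on the female-biased one. A mislabelled or mixed sex would bring *Xist*, and the highest *Xist* level of the 3 libraries was 0.855% of the mean of females. Their Y chromosome genes were not low: the 3 libraries had 167.5, 161.3 and 210.4 CPM in total, the last the highest of all males, against at least 108.5 in the others. This argues against a mislabelled or mixed sex in these 3. The test was first written over all male libraries, where the highest *Xist* level was 8.33% of the mean of females, in Pkd1 KO male replicate 5, which is not one of the 3; it was then limited to the 3 libraries of the pattern. Age, hormone level and stress of the mice stay open and were not tested.

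The macrophage list (15 genes, all tested) was higher in Pkd1 KO than in noncystic males by a median log2 fold change of 1.65, and by 0.4465 without Pkd1 KO male replicate 4. This mouse may therefore account for most of the male difference. It had 52.3 CPM of *C1qa*, 2.06 of *Cd3e* and 163.9 of *Mki67*, and its list scores were 3.36 for macrophages, 2.51 for T cells and 1.61 for endothelial cells. Whether these reads came from cells with active Cre or from other cells was not tested.

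The lists gave the following medians, for Pkd1 KO against noncystic and then against Pkd1 KO+cilia KO males, with those of females after them. Macrophage genes had 1.65 and 1.29 in males and 0.08 and -0.06 in females, and T cell genes 1.81 and 1.40, and 0.09 and 0.17 (0.76 in the first without Pkd1 KO male replicate 4). B cell genes had 0.78 and 0.14, and -0.03 and -0.09, with 0 of 8 camera tests past the threshold. Endothelial genes had 0.26 and 0.18, and -0.24 and -0.47; fibroblast genes 0.40 and -0.08, and 0.16 and -0.09; and podocyte genes 0.34 and 0.19, and 0.10 and -0.21. Mast cell genes had 0.15 and -0.16, and 0.56 and 0.50. Tubule injury genes had 0.77 and 0.36, and 0.13 and 0.11.

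Of the segment lists, thick ascending limb genes were lower in all 4 comparisons, by -0.48 and -0.50 in males and -0.20 and -0.29 in females. Distal convoluted tubule genes had -0.35 and -0.20, and -0.10 and -0.09; intercalated cell genes -0.22 and -0.40, and -0.18 and -0.33; principal cell genes 0.20 and -0.14, and 0.19 and 0.02; and proximal tubule genes -0.30 and 0.04, and -0.04 and 0.00. The male-biased proximal tubule list had 0.01 and 0.66, and 0.22 and 0.36, and the female-biased list -0.31 and -1.21, and 0.20 and 0.66. S phase genes had 0.33 in males and 0.30 in females against Pkd1 KO+cilia KO mice, and G2/M phase genes 0.64 and 0.24. The 4 Y chromosome genes had -0.09 against noncystic and -0.12 against Pkd1 KO+cilia KO males. *Xist*, the X inactivation gene, was between 3.11 and 12.9 CPM in females and at most 0.632 in males.

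Over 120 camera tests of the lists other than the cell cycle ones, 8 per list, the number past an adjusted p of 0.05 was 5 for macrophages (2 also under fry and 0 with the estimated correlation), 3 for T cells (2 and 1), 5 for endothelial cells (1 and 0), 2 for podocytes (0 and 0), 2 for mast cells (2 and 2), 3 for proximal tubule (2 and 1), 5 for thick ascending limb (5 and 2), 1 for distal convoluted tubule (1 and 0), 3 for intercalated cells (3 and 0), 3 for tubule injury (3 and 0), 1 for the male-biased list (0 and 0) and 3 for the female-biased list (3 and 2). None passed for fibroblasts, B cells or principal cells.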
